# Specific exercise patterns generate an epigenetic molecular memory window that drives long-term memory formation and identifies ACVR1C as a bidirectional regulator of memory in mice

**DOI:** 10.1038/s41467-024-47996-w

**Published:** 2024-05-07

**Authors:** Ashley A. Keiser, Tri N. Dong, Enikö A. Kramár, Christopher W. Butler, Siwei Chen, Dina P. Matheos, Jacob S. Rounds, Alyssa Rodriguez, Joy H. Beardwood, Agatha S. Augustynski, Ameer Al-Shammari, Yasaman Alaghband, Vanessa Alizo Vera, Nicole C. Berchtold, Sharmin Shanur, Pierre Baldi, Carl W. Cotman, Marcelo A. Wood

**Keywords:** Learning and memory, Molecular neuroscience

## Abstract

Exercise has beneficial effects on cognition throughout the lifespan. Here, we demonstrate that specific exercise patterns transform insufficient, subthreshold training into long-term memory in mice. Our findings reveal a potential molecular memory window such that subthreshold training within this window enables long-term memory formation. We performed RNA-seq on dorsal hippocampus and identify genes whose expression correlate with conditions in which exercise enables long-term memory formation. Among these genes we found *Acvr1c*, a member of the TGF ß family. We find that exercise, in any amount, alleviates epigenetic repression at the *Acvr1c* promoter during consolidation. Additionally, we find that ACVR1C can bidirectionally regulate synaptic plasticity and long-term memory in mice. Furthermore, *Acvr1c* expression is impaired in the aging human and mouse brain, as well as in the 5xFAD mouse model, and over-expression of *Acvr1c* enables learning and facilitates plasticity in mice. These data suggest that promoting ACVR1C may protect against cognitive impairment.

## Abstract (web summary)

Exercise has beneficial effects on cognition. Here, authors utilize an exercise model to show ACVR1C to be an essential bidirectional regulator of memory and synaptic plasticity in adult, aging and 5xFAD mice beyond the context of exercise.

## Introduction

The ability to learn, consolidate and retrieve information is critical for everyday life. Cognitive function begins to decline with normal aging^1–3^ and is severely exacerbated by Alzheimer’s Disease (AD)^4^. Basic research and clinical trials universally demonstrate the benefits of exercise for cognitive function. Exercise benefits include enhancements in long-term memory formation in humans and animals^5–9^, enabling learning under inadequate, subthreshold training conditions^10–13^ in mice and enhancing synaptic plasticity^13,14^ in both humans and mouse models, and reducing the risk of cognitive decline associated with normal aging and AD^9,15–18^. However, age and physical disability-related factors that may affect individuals throughout the lifespan progressively limit and reduce engagement in exercise and associated cognitive benefits^19^. Physical activity induces the neuroprotective growth factor, Brain Derived Neurotrophic Factor (BDNF) in the cortex and hippocampus^20^. The ability for exercise to enable and drive learning in conditions that are normally subthreshold for encoding is dependent on epigenetic-mediated up-regulation of BDNF in the hippocampus^10^. Notably, BDNF benefits are maintained within a particular window of time as BDNF is re-induced with a brief, 2-day exercise session following a break from physical activity, demonstrating that a molecular memory window exists for BDNF induction^21^. In recent studies, we determined that a period of initial exercise also creates and maintains a molecular memory window for exercise benefits on cognitive function in male^11^ and female^22^ mice where a brief, 2-day exercise session following a break can also re-engage cognitive benefits, enhance long-term potentiation, and allow for learning under insufficient, subthreshold training conditions. Importantly, subthreshold training (that does not lead to long-term memory formation) occurring during this molecular memory window is transformed into long-term memory, suggesting molecular and epigenetic mechanisms engaged and maintained in the molecular memory window are uniquely important for the formation of long-term memory.

Here, we build on these exercise parameters to begin to define a mechanism responsible for maintaining cognitive benefits underlying this molecular memory window by initial exercise and driving long-term memory formation. We utilized an unbiased RNA-sequencing approach to uncover genes in the dorsal hippocampus that are differentially expressed under conditions where exercise benefits are maintained throughout sedentary delay periods and enable the formation of long-term memory and synaptic plasticity. As training is insufficient for long-term memory encoding in sedentary mice (with the approach used in this study), identifying differential expression of genes during consolidation when exercise facilitates learning and maintains cognitive benefits will provide insight for molecular gatekeepers and drivers of long-term memory formation.

We identify a gene coding for a type 1 activin A membrane receptor kinase of the TGF-β family of signaling molecules, *Acvr1c* as one of few genes showing up-regulation in conditions where exercise enabled the formation of long-term memory under inadequate, subthreshold learning conditions, indicating a gate-type role for *Acvr1c* in driving memory consolidation. ACVR1C belongs to the type I TGF-β receptor group, which interact with type II TGF-β receptors at the membrane to carry out TGF-β family-dependent signaling via interaction with SMAD2/3/4 complexes^23^. SMAD2/3/4 complexes can facilitate transcription by engaging histone acetyltransferases such as CREB-binding protein, (CBP)^24^. A role for type I receptors in synaptic tagging has been reported^25^ and other reports highlight the importance of ligands that target TGF-β receptors in hippocampus-dependent synaptic plasticity and spatial-related memory requiring the hippocampus^26,27^. However, whether exercise engages TGF-β signaling and is maintained to facilitate cognitive function is unknown. Further, the role of individual TGF-β receptor subtypes on hippocampus-dependent memory and plasticity is unclear as manipulations specifically targeting ACVR1C or other TGF-β receptor subtypes have not been published to date. Therefore, the selection of ACVR1C for further assessment of its role in hippocampus-dependent memory and synaptic plasticity is motivated by its transcriptional regulatory role through SMAD-mediated signaling. Additionally, the inherent druggability and literature supporting a role for type I receptors in cognitive function and synaptic plasticity poise ACVR1C as a promising target. Lastly, because the SMAD proteins interact with chromatin modifying enzymes, like CBP, it may be that ACVR1C may participate in the signaling and mechanisms that ultimately modify the epigenome in response to exercise making it a desirable target from our perspective.

Misregulation of the TGF-β1 pathway is a characteristic phenotype in the hippocampus of patients with Alzheimer’s Disease^28–35^ and occurs in the aging hippocampus in both human and animal models^34,35^. Thus, in this study, we also examine the regulation of *Acvr1c* in the aging brain and in a mouse model of AD and determine whether manipulating *Acvr1c* expression enables learning and enhances synaptic plasticity.

In summary, we identify exercise parameters capable of maintaining cognitive benefits of exercise and enabling memory formation to occur under subthreshold training conditions. Applying these parameters, unbiased bulk RNA-Seq, ChIP-qPCR, and targeted viral manipulations, we find that exercise enhances cognitive function by engaging an epigenetic molecular memory window and driving *Acvr1c* to facilitate memory formation and synaptic plasticity in the adult brain. Further, we find that overexpression of wildtype *Acvr1c* enables learning in aging mice and in the 5xFAD mouse model of AD. Bidirectional regulation of memory formation and synaptic plasticity by ACVR1C and rescue of age and AD-associated impairments has important implications for the design of therapeutics for age- and AD-related cognitive dysfunction.

## Results

### Exercise establishes a molecular memory window for engaging and maintaining brain benefits

To examine whether specific patterns of exercise benefit the hippocampus and allow for changes in gene expression and enhancement of long-term memory formation and synaptic plasticity, mice were put through an exercise protocol that we previously found to enhance cognitive function through initial exercise, be maintained during sedentary delays and can become reactivated by re-engagement in brief, subthreshold reactivating exercise^10–12,22^. The protocol consists of 14 days of voluntary wheel-running followed by a 7- or 14-day sedentary delay and a brief, subthreshold 2-day reactivating exercise session (Fig. 1A). 14 days of exercise robustly facilitates long-term memory by enabling learning under a subthreshold version of the hippocampus-dependent Object Location Memory (OLM) task as we have demonstrated in several previous studies^10,11,22^. 14 days of exercise followed by a 7-day sedentary interval results in decreased memory performance, however a brief 2-day subthreshold reactivating exercise session results in enhanced memory performance (Fig. 1B; data taken from our previous study Butler et al.^11^; see Butler et al.^11^ for performance data and other details). This pattern of exercise and memory benefit suggest that a molecular memory window (Fig. 1C) may exist where initial exercise benefits are maintained by mechanisms induced with initial exercise that persist for at least 7 days because the 2-day subthreshold reactivating exercise (which does not enhance memory formation by itself) leads to increased memory performance. A brief 2-day subthreshold reactivating exercise session does not significantly result in enhanced memory performance following a 14 day sedentary delay, though a visual trend towards enhancement is noted. Therefore, results from Butler et al.^11^, suggest that benefits of reactivating exercise begin to fade with increasing sedentary days.

**Fig. 1:**
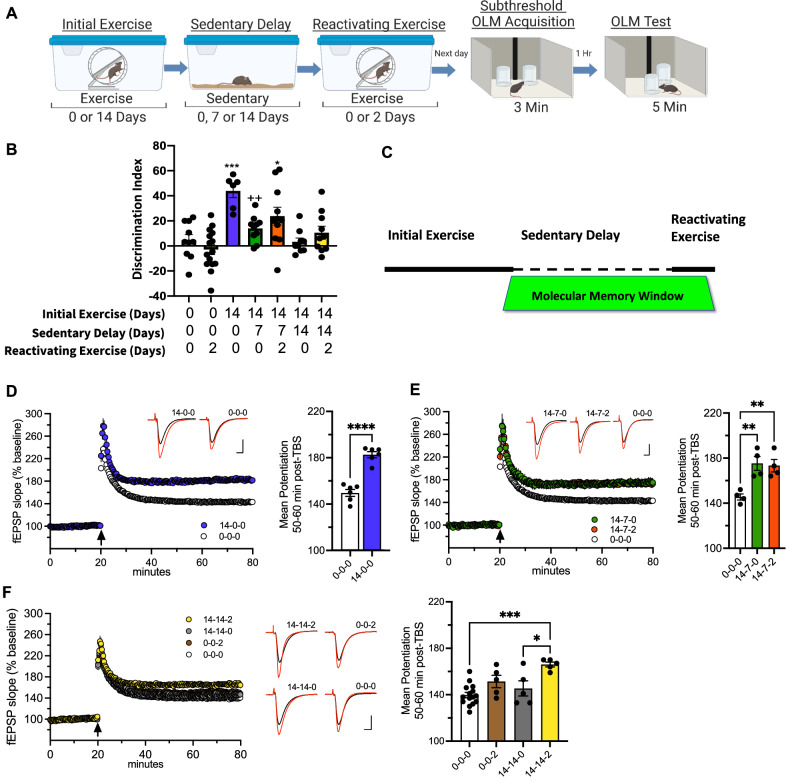
Exercise enhances hippocampus-dependent memory and synaptic plasticity and engages a molecular memory window leading to enhanced cognitive improvement and plasticity from subsequent 2-day reactivating exercise. **A** Simplified schematic; see^11^. Created with Biorender.com. **B** Discrimination Index (DI) scores during object location memory (OLM) test. 14 days of exercise transforms a normally subthreshold learning event into long-term memory. After a 7-day sedentary delay, only 2 days of reactivating exercise enables long-term memory formation. One-way ANOVA, Group: (F_(6,64)_ = 8.13, P < 0.0001). Tukey’s post hoc test: *P < 0.05, ***P < 0.001 compared to sedentary (0-0-0), ++P < 0.01 compared to 14-0-0, (0-0-0: n = 10, 0-0-2: n = 15, 14-0-0: n = 6, 14-7-0: n = 10, 14-7-2: n = 11, 14-14-0: n = 9, 14-14-2: n = 10). Data taken from our previous study Butler et al., 2019^11^. Data are presented as mean ± SEM. **C** Exercise parameters and framework. **D** Left panel, time course of the mean ± SEM field excitatory postsynaptic potential (fEPSP) slope as a percentage of baseline recorded in slices. Right panel, independent two-sample *t* test (two-tailed): (t(10) = 8.261, P < 0.0001), (14-0-0: n = 6 mice, n = 12 slices, control 0-0-0: n = 6 mice, n = 12 slices). Inset; representative traces collected during baseline (black line) and 60 min post theta burst stimulation (TBS, arrow) (red line). Scale = 1 mV/5 ms. **E** Left panel, LTP time course. Right panel, quantification of mean ± SEM potentiation 50–60 min post-TBS, One-way ANOVA, Group: (F_(2,9)_ = 10.96, P = 0.0039). Tukey’s post hoc test, 50–60 min post TBS: **P < 0.01 for both 14-7-0 and 14-7-2 compared to 0-0-0. (14-7-0: n = 4 mice, n = 8 slices, 14-7-2: n = 4 mice, n = 8 slices, 0-0-0: n = 4 mice, n = 8 slices). Inset; representative traces collected during baseline and 60 min post-TBS. Scale = 1 mV/5 ms. **F** Left panel, LTP time course. Middle panel, representative traces. Scale = 1 mV/5 ms. Right panel, One-way ANOVA, Group: (F_(3,26)_ = 8.942, P = 0.0003). Tukey’s post hoc test, 50–60 min post TBS: _**_*P < 0.001 for 14-14-2 compared to 0-0-0, *P < 0.05 for 14-14-2 compared to 14-14-0, P = 0.137 for 0-0-2 compared to 0-0-0. (14-14-0: n = 5 mice, n = 10 slices, 14-14-2: n = 5 mice, n = 10 slices, 0-0-2: n = 5 mice, n = 10 slices, 0-0-0: n = 15 mice, n = 30 slices). Source data are provided as a Source Data file.

To determine how these exercise patterns affect cellular mechanisms we next examine hippocampal long-term potentiation (LTP) in dorsal hippocampal slices using theta burst stimulation (TBS), a form of synaptic plasticity thought to underlie memory formation. Similar to our behavioral results (Fig. 1B), we observe that 14 days of initial exercise leads to a significant increase in LTP relative to sedentary control (Fig. 1D). Interestingly, a 7 day sedentary delay did not affect the level of LTP (Fig. 1E), in contrast to a 14 day delay (Fig. 1F). The 2-day subthreshold reactivating exercise leads to enhanced LTP after a 14 day delay (Fig. 1F). Thus, although the LTP does not parallel the behavior exactly (although not surprising as the behavior is incidental learning and the LTP is induced by a robust stimulation protocol), the main observation holds that specific exercise patterns induce mechanisms that persist through specific sedentary delays and facilitate memory and synaptic plasticity upon exercise re-engagement.

### *Acvr1c* is induced during consolidation only under exercise conditions that facilitate memory formation

To begin to understand the mechanisms defining the molecular memory window for exercise, we employ an unbiased approach using bulk tissue RNA-sequencing with dorsal hippocampus collected following different exercise parameters (Fig. 2A) 1 h post acquisition in the OLM task (as this corresponds to a main memory consolidation period) (Fig. 2B). 

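The processed RNA-seq table holds FPKM values of 24346 genes, listed by symbol without coordinates, in 70 dorsal hippocampus libraries. Each of the 7 groups had 10 libraries, and 5 of these came from each of 2 harvest cohorts. The groups were home cage mice, sedentary mice (0-0-0) and the 5 exercise groups 14-0-0, 14-7-0, 14-7-2, 14-14-0 and 0-0-2, named by their days of initial exercise, sedentary delay and reactivating exercise. All groups except home cage had the 3-min subthreshold OLM acquisition 1 h before tissue collection. The authors aligned single reads with ELAND v2e and Bowtie, removed reads with more than 2 mismatches or with several locations, and computed FPKM by the Tuxedo protocol. The paper's text names no genome build, so no coordinates are given here. FPKM are already scaled to the reads of each library, so their sum is not a depth. That sum had a median of 423390 in sedentary libraries (range 401930 to 469206), 422872 in 14-0-0 (394969 to 462630), 421656 in 14-7-0 (400858 to 439543) and 421500 in 14-7-2 (388099 to 454597). It had a median of 420520 in 14-14-0 (406343 to 432476), 419348 in 0-0-2 (400359 to 445057) and 418042 in home cage (382574 to 435704). Read counts are not part of the table, and the depth behind each value is therefore unknown. A relative depth was estimated from the FPKM step of genes with a mean under 0.1 FPKM, with sedentary replicate 0 set to 1. Its median per group lay between 0.735 in sedentary and 0.845 in 14-7-2. The lowest relative depth, 0.0362, was that of 14-7-0 replicate 4, followed by 0.346 in 14-0-0. In that 14-7-0 library 10279 genes were listed at 0 FPKM, against 6243 to 7199 in the other libraries. Values were transformed as log2(FPKM + 0.1), and the 12994 genes with a mean of at least 1 FPKM over all libraries were tested. Each group was compared with sedentary by limma's moderated test (two-sided, trend), using only the libraries of the groups compared. Genes were called up- or down-regulated at an unadjusted p under 0.05, the criterion of the paper's methods, and Benjamini-Hochberg adjusted values were computed over all genes tested.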

We focus on dorsal CA1 as we have found this region to be specifically involved in object location memory^36–38^. Engagement in different exercise parameters results in a diverse transcriptional profile as defined by differences in the number, pattern, and type of genes up and down-regulated (Fig. 2C). 

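Of the 12994 genes tested, 649.7 would be called at an unadjusted p under 0.05 by chance in each comparison with sedentary. In 14-0-0, 794 genes were up-regulated and 395 down-regulated, and in 14-14-0 the counts were 415 and 228. In 14-7-0, 208 genes were up-regulated and 216 down-regulated. In 14-7-2 the counts were 269 up-regulated and 302 down-regulated genes, and in 0-0-2 they were 148 and 160. Home cage mice differed from sedentary mice in 159 up-regulated and 140 down-regulated genes. None of the 6 comparisons gave a gene with an adjusted p under 0.05, beside these counts at an unadjusted p under 0.05. The smallest adjusted p was 0.279 in 14-0-0, 0.968 in 14-7-0, 0.847 in 14-7-2, 0.974 in 14-14-0, 0.758 in 0-0-2 and 0.495 in home cage. Within harvest cohort 1 alone, 748 genes were up-regulated in 14-0-0, 113 in 14-7-0, 141 in 14-7-2, 460 in 14-14-0 and 98 in 0-0-2. Within cohort 2 these counts were 391, 101, 244, 118 and 84 genes. The number of up-regulated genes in 14-0-0 moved most with an unadjusted p under 0.01 as the criterion, to 269. Up-regulated genes were 64.5% of all calls in 14-14-0, and 79.3% after each library was scaled by its median ratio. In the exercise groups together, 1202 genes were up-regulated in at least 1 group, and 6 genes were up-regulated in 1 group and down-regulated in another. By smallest p, the leading gene of 14-0-0 was Hrsp12 (log2 fold change 0.34, standard error 0.0675, p = 6.77e-05), which codes for a reactive intermediate deaminase. The leading gene of 14-7-2 was Egr1, an immediate early gene (log2 fold change -0.67, standard error 0.144, p = 0.000139). It was followed by Pdia6 (log2 fold change -0.44, p = 0.000166). In 0-0-2 the smallest p belonged to the cholesterol synthesis gene Nsdhl (log2 fold change 0.35, p = 5.83e-05), in 14-7-0 to Slc30a1 (log2 fold change 0.28, p = 0.000787) and in 14-14-0 to Ccl19 (log2 fold change 0.67, p = 0.000141).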

To identify genes that play a critical role in cognitive enhancement, we next focus our attention on exercise groups that enable robust long-term memory formation under inadequate subthreshold acquisition sessions in the OLM task (14-0-0 and 14-7-2). By intersecting up-regulated genes when exercise facilitates learning (14-0-0 and 14-7-2) relative to sedentary control (Fig. 2D), we identify potential regulators of learning and targets for memory enhancement. 

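Among up-regulated genes, 134 were called in both 14-0-0 and 14-7-2, and 53 of them in none of 14-7-0, 14-14-0 and 0-0-2. Of these 53 genes, Acvr1c and Gabra4 are listed in Table S1. The largest overlap of exactly 2 exercise groups was that of 14-0-0 and 14-14-0, with 229 genes. Of these 229 genes 18 belong to a list of choroid plexus epithelium markers, and with each library's score for that list as a covariate 0 of the 229 kept both calls at an unadjusted p under 0.05. In a single group only, 340 genes were up-regulated in 14-0-0, 124 in 14-14-0 (207 without sedentary replicate 6), 106 in 14-7-2, 97 in 14-7-0 and 39 in 0-0-2. Over the alternatives run, the 53 genes ranged from 11, with an unadjusted p under 0.01 as the criterion, to 108 in a joint fit of all 7 groups. Within cohort 1 the intersection held 23 genes and within cohort 2 it held 32, and with harvest cohort as a covariate 63 genes. When the labels of the 6 trained groups were permuted, 14 of 100 arrangements, the real arrangement included, gave at least as many genes as the 53, with a median of 11.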

A small subset of 21 genes was identified (Data Table S1). This subset includes *Bdnf*, a gene we have previously demonstrated to follow a similar pattern of up-regulation in hippocampus with exercise^12,21^ and studies from multiple labs have demonstrated to be required for exercise-induced cognitive enhancement^10,15,39,40^, serving as a positive control in this study. 

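The group means of the 21 genes in Table S1 were recomputed from the FPKM values and differed from the means printed there by at most 3.8e-05%. The log fold change that table prints is the natural logarithm of the ratio of means, from which the recomputed ratios differed by at most 4.7e-06. All 21 genes had a higher mean log2 value than sedentary in both groups. Their log2 fold changes lay between 0.27 and 0.63 in 14-0-0 (median 0.36) and between 0.25 and 0.60 in 14-7-2 (median 0.38). At an unadjusted p under 0.05, 4 of the 21 genes were up-regulated in 14-0-0 and 6 in 14-7-2, and 0 had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 1 gene in 14-0-0 and 2 in 14-7-2 had a p under 0.05. The list was chosen on these same libraries, so this is not independent evidence. Called in both groups were Necab3 (log2 fold change 0.31 in 14-0-0 and 0.39 in 14-7-2), Rragd (0.28 and 0.28), Gabra4 (0.28 and 0.29) and Acvr1c. Necab3 was also called in 0-0-2 (p = 0.0154) and Rragd in 14-14-0 (p = 0.0253). The lowest sedentary value of 20 of the 21 genes was that of sedentary replicate 6. Neurod6, a neuronal transcription factor, measured 2.45 FPKM in that library and 166 ± 30.9 (SD, n = 9) in the other sedentary libraries. Without sedentary replicate 6, an alternative chosen after its values were seen, the median log2 fold change of the 21 genes was 0.15 in 14-0-0 and 0.16 in 14-7-2. All 21 genes were still higher in both groups, and 6 of them were called in each. Neurod6 was higher by only 0.00207 in 14-0-0 and 0.00306 in 14-7-2.

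**Figure D1:**
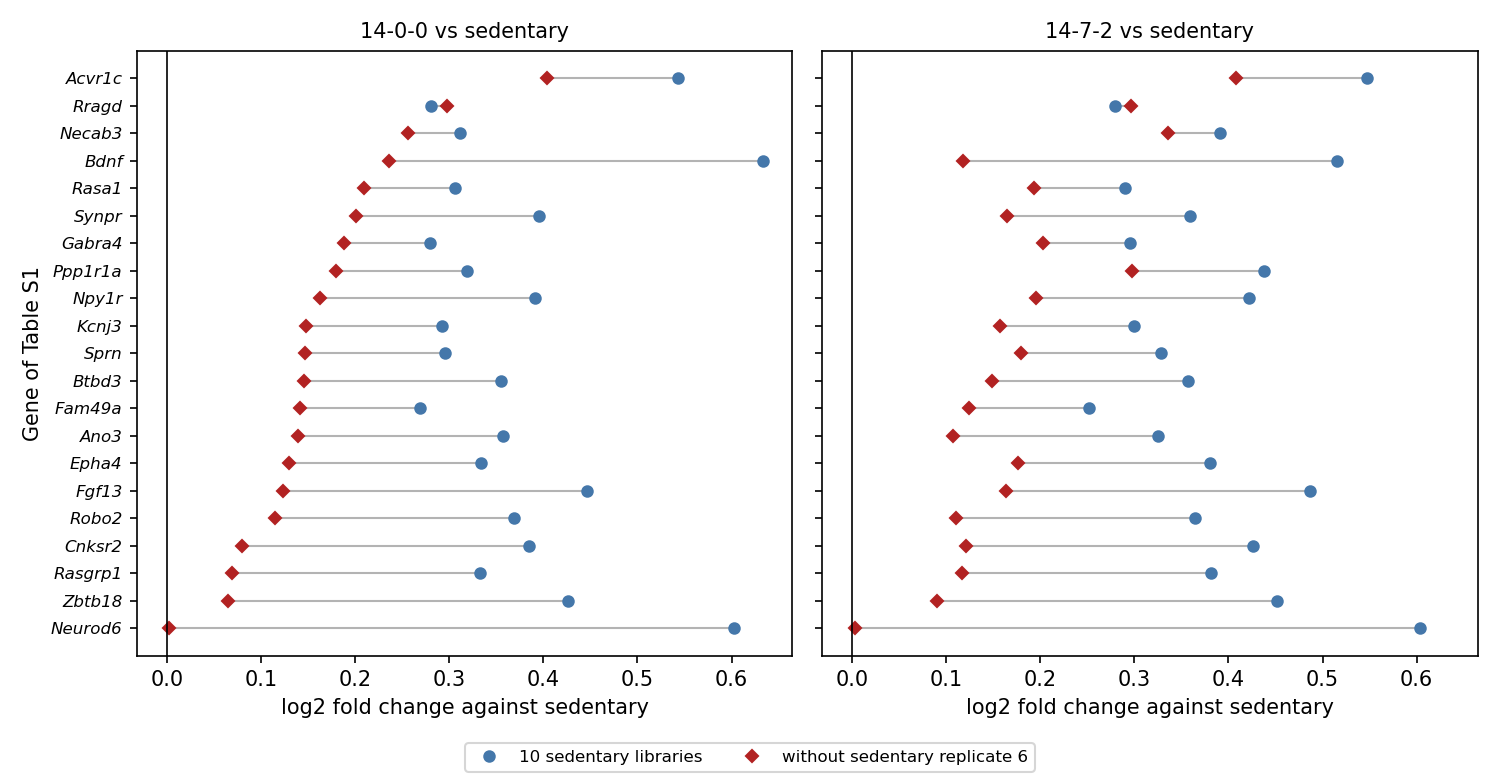
Log2 fold change against sedentary of each of the 21 genes of Table S1 with all 10 sedentary libraries and without sedentary replicate 6, in 14-0-0 and 14-7-2. All 21 genes stay above 0 in both groups, though Neurod6 does so by only 0.00207 in 14-0-0 and 0.00306 in 14-7-2. The genes were chosen on these same libraries for being higher, and 20 of the sedentary minima come from the library left out.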

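Bdnf measured 18.2 ± 6.59 FPKM (SD, n = 10) in sedentary mice, 23.8 ± 4.24 in 14-0-0 and 21.7 ± 1.84 in 14-7-2. The log2 fold change was 0.63 in 14-0-0 (standard error 0.386, limma p = 0.116) and 0.52 in 14-7-2 (standard error 0.38, p = 0.19). Permutation tests of the mean log2 value gave p = 0.024 for 14-0-0 and p = 0.0924 for 14-7-2 (two-sided, 100000 resamples), or 0.144 and 0.277 after adjustment over the 6 comparisons of this gene with sedentary. In the other groups Bdnf measured 19.8 ± 2.81 FPKM (14-7-0), 17.6 ± 2.17 (14-14-0), 20.6 ± 5.61 (0-0-2) and 18.2 ± 1.83 (home cage). A single library, sedentary replicate 6, held 1.18 FPKM, and the mean of the other sedentary libraries was 20.1 ± 2.92 (SD, n = 9). Without it the log2 fold change was 0.24 in 14-0-0 (permutation p = 0.0461) and 0.12 in 14-7-2 (permutation p = 0.178). The regularized test of Cyber-T on FPKM, rewritten from its formula, called Bdnf in 14-0-0 with all libraries (p = 0.0118) and not in 14-7-2 (p = 0.0692). Within cohort 1 the log2 fold change was 0.45 in 14-0-0 and 0.15 in 14-7-2, and within cohort 2, which holds sedentary replicate 6, it was 0.82 and 0.88.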

From the remaining 20 genes, we focused our attention on examining the role of *Acvr1c* in long-term memory, a TGF-β1 receptor family subtype (see discussion for additional rationale). RT-qPCR results using RNA from the same samples are in line with RNA-Seq data with greater *Acvr1c* abundance in both exercise conditions that facilitate learning relative to sedentary control (Fig. 2E). 

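By RNA-seq of 10 libraries per group, Acvr1c measured 3.45 ± 1.13 FPKM (SD, n = 10) in sedentary mice, 4.86 ± 0.954 in 14-0-0 and 4.84 ± 0.758 in 14-7-2. The log2 fold change against sedentary was 0.54 in 14-0-0 (standard error 0.191, limma p = 0.00988) and 0.55 in 14-7-2 (standard error 0.184, p = 0.00735). Above the sedentary median lay 9 of 10 libraries of 14-0-0 and 10 of 10 of 14-7-2. The adjusted p over all genes tested was 0.366 in 14-0-0 and 0.847 in 14-7-2. A permutation test of the mean log2 value gave p = 0.00723 and p = 0.00388, each 0.0217 after adjustment over the 6 comparisons with sedentary. The paper chose Acvr1c on these same libraries, so these tests are not independent evidence. Sedentary replicate 6 held the lowest value, 1.30 FPKM. Without it the sedentary mean was 3.69 ± 0.886 (SD, n = 9), and the log2 fold change 0.40 in 14-0-0 (permutation p = 0.0132) and 0.41 in 14-7-2 (permutation p = 0.00654). In 14-0-0 the log2 fold change was 0.59 within cohort 1 and 0.50 within cohort 2. In 14-7-2 it was 0.27 within cohort 1 and 0.83 within cohort 2. An exact permutation test of the difference between cohorts gave p = 0.833 for 14-0-0 and p = 0.158 for 14-7-2, and 0.979 for both after adjustment over 12 such tests.

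**Figure D2:**
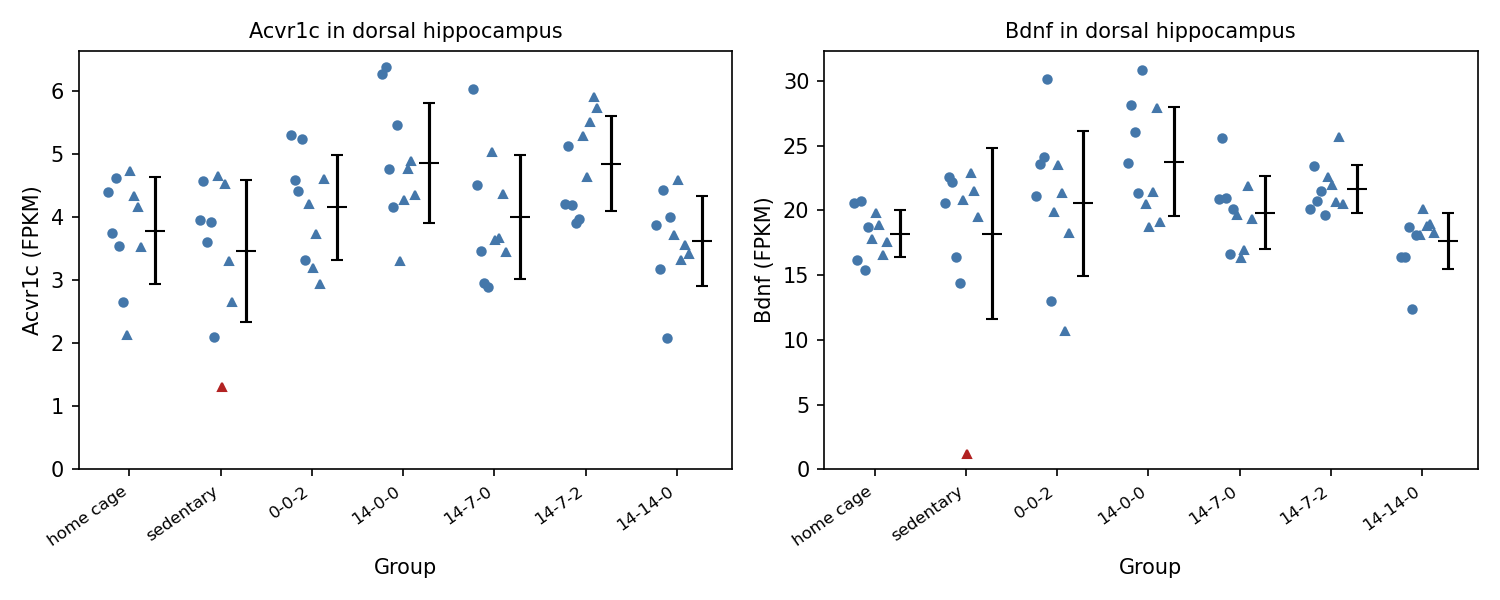
FPKM of Acvr1c and Bdnf in each of the 70 libraries by group. Circles are libraries of harvest cohort 1, triangles of cohort 2, red marks sedentary replicate 6, and black bars give the mean ± SD. Sedentary replicate 6 has the lowest value of both genes among all 70 libraries.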

In a different cohort of mice, we examine *Acvr1c* expression after exercise and subthreshold OLM training (as in Fig. 2E) or after exercise alone to determine whether exercise alone is sufficient to induce *Acvr1c* expression. Indeed, we found greater *Acvr1c* abundance following 14 days of exercise whether or not dorsal hippocampus tissue was taken during memory consolidation (Fig S1), suggesting that exercise alters gene expression (of at least *Acvr1c*) that may then subsequently affect subthreshold learning in OLM. 

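In limma's test of each exercise group with sedentary, -log10 of the unadjusted p of Acvr1c was 2.01 for 14-0-0, 0.679 for 14-7-0 and 2.13 for 14-7-2. For Bdnf it was 0.934, 0.478 and 0.72 in the same order. Acvr1c in 14-7-0 measured 4 ± 0.984 FPKM (SD, n = 10), a log2 fold change of 0.26 (p = 0.21). The adjusted p of Bdnf over all genes tested was 0.626 in 14-0-0, 0.968 in 14-7-0 and 0.847 in 14-7-2.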

Volcano plots display patterns of gene expression for exercise groups and highlight *Acvr1c* and *Bdnf* (Fig. 2F–H). 

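In a joint linear model of all 7 groups, fitted to the same log2 values with a common variance per gene, Acvr1c (p = 0.000839 in 14-0-0 and 0.000764 in 14-7-2) and Bdnf (p = 0.00856 and 0.0308) were both up-regulated in the groups in which exercise facilitates learning. The log2 fold changes are those of the pairwise comparisons. The joint model includes sedentary replicate 6 and was not fitted without that library. In the pairwise test without it, Bdnf had a log2 fold change of 0.24 in 14-0-0 (limma p = 0.0381). In 14-7-2 that value was 0.12 (limma p = 0.156). The joint model called 574 up-regulated genes in 14-7-2 and 476 in 14-7-0. Of the genes of Table S1, 12 were up-regulated only in 14-0-0 and 14-7-2, Bdnf included. Acvr1c was not among them, because the joint model also called it in 0-0-2 (log2 fold change 0.32, p = 0.0438).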

*Acvr1c* and *Bdnf* are also identified as differentially expressed using linear regression models^41^ (Fig S2) by intersecting up-regulated genes in both conditions when exercise facilitates learning (14-0-0 and 14-7-2) (Fig. S2C). As a caveat, it should be noted that the initial 14 day running distance varied across the groups used for RNA-seq (Fig. S3A). Importantly, however, up-regulation of *Acvr1c* and *Bdnf* when exercise facilitates learning is not due to greater initial running distance during the 14 day period when compared with other exercise groups as mice with a 7 day sedentary delay (where *Acvr1c* is not up-regulated: 14-7-0) run more than mice with no delay (time point when *Acvr1c* is up-regulated:14-0-0) (Fig. S3A). 

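In a direct comparison of the exercise groups, the log2 value of Acvr1c was 0.29 higher in 14-0-0 than in 14-7-0 (standard error 0.133, limma p = 0.0433). It was also 0.29 higher in 14-7-2 than in 14-7-0 (standard error 0.123, limma p = 0.028). Permutation tests gave p = 0.0524 and p = 0.0337, or 0.0786 and 0.0674 after adjustment over the 6 direct comparisons between exercise groups. Adjusted over all genes tested, the limma p-values were 0.868 and 0.859. The paper chose Acvr1c on these same libraries, so these direct tests are not independent evidence. Without 14-7-0 replicate 4, the library of lowest relative depth, the differences were 0.24 (limma p = 0.0823) and 0.24 (p = 0.0551). Within cohort 1 the difference from 14-7-0 was 0.48 for 14-0-0 and 0.16 for 14-7-2, and within cohort 2 it was 0.097 and 0.43. Bdnf in 14-7-0 had a log2 fold change against sedentary of 0.38 (standard error 0.383, limma p = 0.333), and of -0.017 without sedentary replicate 6. Running distances are not part of the processed data and were not analysed here.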

To test whether the initial 14 day running distance predicted relative *Acvr1c*/*Hprt* levels, a simple linear regression analysis was performed. The overall regression analysis did not yield statistically significant results, suggesting that the model, which incorporated running distance as the independent variable, did not achieve statistical significance. The relatively low R-squared value underscores the modest association between running distance and gene expression levels, further supporting the notion that the relationship is not strongly established based on the current model (Fig. S3B). We next identify potential regulators upstream of gene targets within the window for cognitive enhancement (Fig. 2I–K). To focus our analysis on potential upstream regulators of gene targets up-regulated when exercise facilitates learning (14-0-0 and 14-7-2; highlighted in Fig. 2D), we intersect and display predicted upstream regulators for only these groups (Fig. 2L). Following this, we use three complementary analyses to examine the mechanisms responsible for maintaining the molecular memory window for exercise utilizing up-regulated differentially expressed genes compared to sedentary controls. First, we conduct gene coexpression network analysis to identify potential hub genes for each exercise condition (Fig. S4). 

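The network plots show 10 genes in the inner ring of each panel, and each was tested in its panel's comparison with sedentary. In panel A (14-0-0) 9 of the 10 were up-regulated at an unadjusted p under 0.05, with log2 fold changes from 0.25 to 0.59, among them Ift57 and Ndufa1, while Rasa1 had p = 0.0535. In panel B (14-7-0) all 10 had higher means, with log2 fold changes from 0.32 to 0.46, and 5 were up-regulated. In panel D (14-14-0) all 10 had higher means (0.31 to 1.28), and 9 were up-regulated. In panel C (14-7-2) none of the 10 was up-regulated. All had lower means than sedentary, with log2 fold changes from -0.57 to -0.31, and 6 were down-regulated at an unadjusted p under 0.05. In panel E (0-0-2) all 10 likewise had lower means (-0.55 to -0.34), and 6 were down-regulated. Over the alternatives run, the number of down-regulated genes in these 2 panels ranged from 0 in each within cohort 1 to 10 in each in a joint fit of all 7 groups. The genes of panel E include the oligodendrocyte genes Mag, Mobp, Cnp and Fa2h. Both scalings of the libraries, by median ratio and by quantiles, left these directions as they were. With each library's choroid plexus marker score as a covariate, 3 genes of panel A and 0 of panel D were called at an unadjusted p under 0.05, and 4 of panel D had lower means than sedentary.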

Second, we identify predicted pathways altered by exercise (Fig. S5). Third, we perform gene ontology enrichment analysis of cellular components altered by exercise (Fig. S6). Together, our results identify *Acvr1c* as one of few genes up-regulated only under conditions where exercise enabled the formation of long-term memory and synaptic plasticity, suggesting a role for *Acvr1c* in facilitation of memory consolidation.

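In the conditions that do not facilitate learning, Acvr1c measured 3.61 ± 0.708 FPKM (SD, n = 10) in 14-14-0 and 4.15 ± 0.834 in 0-0-2, against 3.78 ± 0.852 in home cage. The log2 fold change against sedentary was 0.12 in 14-14-0 (limma p = 0.533), 0.32 in 0-0-2 (p = 0.113) and 0.18 in home cage (p = 0.39). Without sedentary replicate 6 the value for 14-14-0 was -0.016. Tested directly, Acvr1c was 0.42 higher in 14-0-0 than in 14-14-0 (limma p = 0.00363, adjusted permutation p = 0.0103). It was also 0.42 higher in 14-7-2 than in 14-14-0 (limma p = 0.00169, adjusted permutation p = 0.0066). Adjusted over all genes tested, these limma p-values were 0.451 and 0.233. The paper chose Acvr1c on these same libraries, so the direct tests are not independent evidence. Neither test was run without 14-14-0 replicate 3, which had the lowest Acvr1c of that group (2.08 FPKM). The difference from 0-0-2 was 0.22 for 14-0-0 (limma p = 0.0859, adjusted permutation p = 0.1) and 0.23 for 14-7-2 (p = 0.057 and 0.0787), and neither passed 0.05. In 14-7-2 this difference was -0.082 within cohort 1 and 0.54 within cohort 2. Among the other receptors of the family, Tgfbr2 was called in 14-0-0 (log2 fold change 0.21, p = 0.0261), in 14-14-0 (0.36, p = 0.00209) and in home cage (0.26, p = 0.00151). It is among the genes up-regulated in 14-0-0 and 14-14-0 and in no other exercise group, of which 0 kept both calls at an unadjusted p under 0.05 with the choroid plexus score as a covariate. Neither Smad2, Smad3 nor Smad4 was called in any comparison with sedentary. The paper reasons from the up-regulation of Acvr1c in 14-0-0 and 14-7-2, and from its absence among the up-regulated genes of the other exercise groups, that Acvr1c is one of few genes tied to conditions in which exercise enabled long-term memory. From this it proposes a role of Acvr1c in memory consolidation. The paper also reports RT-qPCR of the same samples and of a separate cohort. Its later experiments disrupt or overexpress Acvr1c and measure memory and synaptic plasticity. None of this other evidence was analysed here.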

**Fig. 2:**
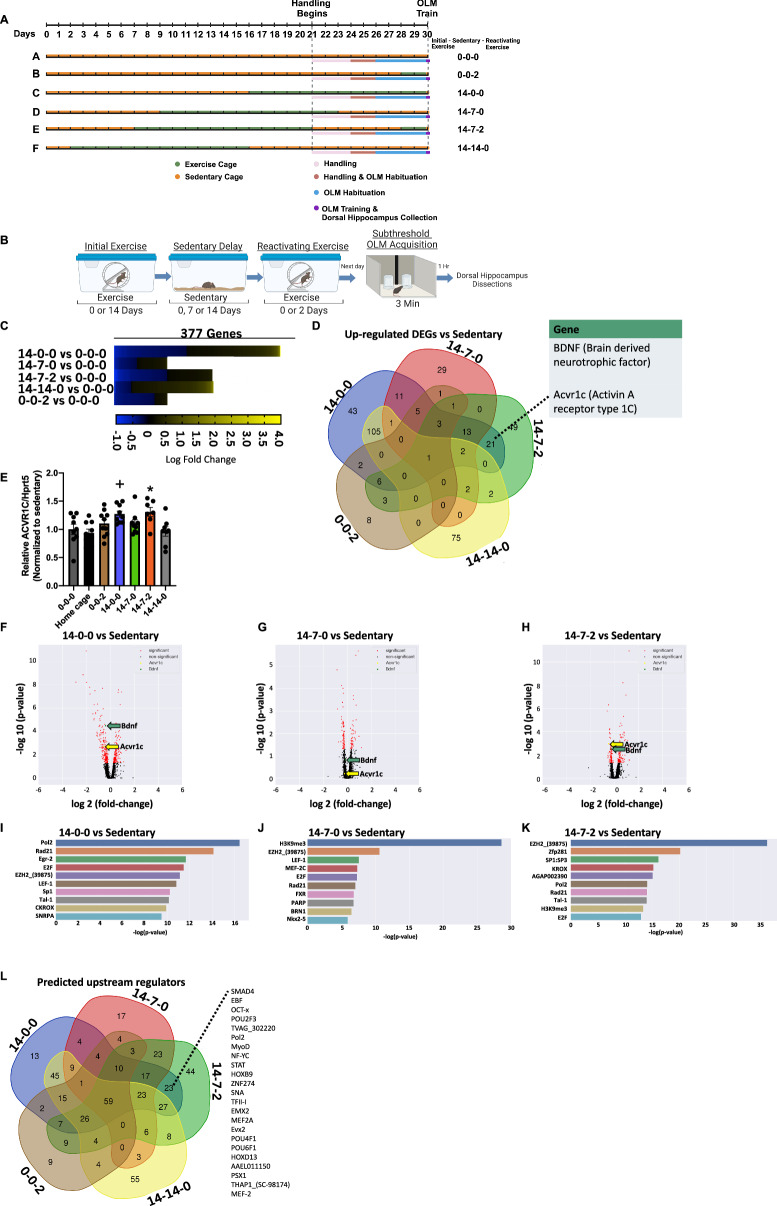
*Acvr1c* expression in hippocampus is induced during object location memory (OLM) consolidation only under exercise conditions that drive memory encoding. **A** Detailed schematic displaying the timing of procedures for individual groups. **B** Simplified Schematic. Created with Biorender.com. **C** Heat map of genes differentially expressed in each condition compared to sedentary control (0-0-0). Positive log fold change indicates up-regulated genes vs sedentary whereas negative log fold change refers to down-regulated genes. **D** Number of up-regulated differentially expressed genes (DEGs) in dorsal hippocampus compared to sedentary. **E** RT-qPCR data demonstrating that *Acvr1c* is up-regulated in dorsal hippocampus only in conditions where exercise facilitates learning (14-0-0, n = 9 and 14-7-2, n = 7). One-way ANOVA, Group (F_(6,54)_ = 3.62, P = 0.004). Tukey’s post hoc test: *P < 0.05, +P = 0.05 compared to sedentary (0-0-0, n = 9). Normalization to sedentary (HC and 14-7-0, n = 9, 0-0-2 n = 10 and 14-14-0 n = 8). Data are presented as mean ± SEM. **F**–**H** Overlapping volcano plots illustrating the significance (Y-axis) and magnitude (X-axis) of experience-induced changes in each group. Volcano plots show fold change in gene expression between two conditions, using regularized t test and *p* value corrected for multiple testing. *Acvr1c* and *Bdnf* were up-regulated during memory consolidation in both conditions where exercise facilitates learning (14-0-0) (**F**) and (14-7-2) (**H**). **I** Top predicted upstream regulators of 14d initial exercise (14-0-0) vs. sedentary DEGs, 7d sedentary delay (14-7-0) vs. sedentary ( **J**), and 2d reactivating exercise (14-7-2) vs. sedentary (**K**). **L** Venn diagram highlighting common upstream regulators in exercise conditions that facilitate learning (14-0-0 and 14-7-2). Source data are provided as a Source Data file.

### Exercise modulates epigenetic regulation of *Acvr1c* and *Bdnf* during consolidation and reveals a specific permissive signature

To assess how exercise modulates epigenetic regulation of *Acvr1c* during consolidation, histone modifications associated with either transcriptional activation (H3K9Ac^42,43^ and H3K27Ac^44^) or repression (H3K9Me3^42^ and H3K27Me3^42^) were examined at *Acvr1c* and *Bdnf IV* promoters using chromatin immunoprecipitation (ChIP-qPCR) (Fig. 3A). Occupancy at *Bdnf IV* promoter was examined given the role of this transcript in exercise-facilitated learning and abundant expression in the hippocampus^10^. We chose to present the ratio of acetylation to methylation in Fig. 3 with the individual graphs presented in supplemental data (Fig. S7). We found that exercise significantly impacts H3K9Me3/H3K9Ac at *Acvr1c* following 2 weeks of exercise (14-0-0) but does not impact promoter occupancy following sedentary delay periods (Fig. 3B, Fig. S7A, B). Exercise does not significantly impact H3K9Me3/H3K9Ac at *Bdnf IV* promoters following sedentary delay periods (Fig. 3D, Fig. S7E, F). For example, the ratio change is not maintained in the 14-7-2 group for *Acvr1c*, and no ratio differences are present across groups for *Bdnf IV* (Fig. 3B, D). In contrast, engagement in extensive (14-day) exercise reduces repressive H3K27Me3 at both *Acvr1c* (Fig. 3C, Fig. S7C, D) and *Bdnf IV* (Fig. 3E, Fig. S7G, H) promoters. Notably, this reduction and change in ratio of H3K27Me3/Ac is present during sedentary delay periods assessed and following reactivating exercise. These findings identify a specific epigenetic modification that is regulated by exercise, but that does not necessarily correlate with the LTP and long term memory results suggesting that there may be other chromatin modifications or chromatin remodeling mechanisms involved. Results provide initial evidence for the ability of exercise to effectively remove repressive marks at two distinct promoters of genes critical for memory in a specific manner, ultimately contributing to the establishment of a permissive epigenetic signature during memory consolidation.

**Fig. 3:**
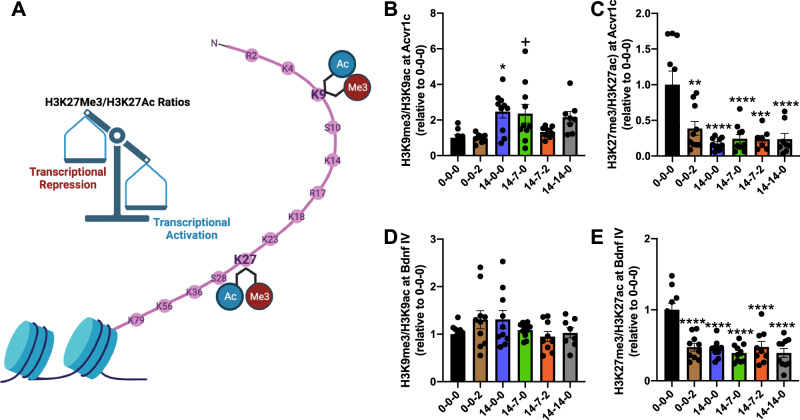
Exercise modulates epigenetic regulation of *Acvr1c* and *Bdnf* during consolidation and reveals a specific permissive signature. **A** Schematic. Created with Biorender.com. **B**, **C** Epigenetic regulation of *Acvr1c* during consolidation is modified by exercise. **B** Exercise does not impact H3K9Me3/H3K9Ac occupancy at the *Acvr1c* promoter following sedentary delay periods: One-way ANOVA, Group (F_(5,47)_ = 4.41, P = 0.002), (0-0-0: n = 8, 0-0-2: n = 8, 14-0-0: n = 10, 14-7-0: n = 10, 14-7-2: n = 9, 14-14-0: n = 8). **C** Engagement in either minimal (2-day), (**P < 0.01) or extensive (14-day), (****P < 0.0001) exercise reduces repressive H3K27Me3 at the *Acvr1c* promoter. Notably, this reduction occurs throughout the sedentary delay periods assessed (7-day), (****P < 0.0001) and (14-day), (****P < 0.0001) and following reactivating exercise (***P < 0.001): (One-way ANOVA), Group (F_(5,49)_ = 9.377, P < 0.0001), (0-0-0: n = 10, 0-0-2: n = 10, 14-0-0: n = 10, 14-7-0: n = 10, 14-7-2: n = 7, 14-14-0: n = 8). **D**, **E** Epigenetic regulation of *Bdnf IV* during consolidation is modified by exercise. **D** Exercise does not impact H3K9Me3/H3K9Ac occupancy at the *Bdnf IV* promoter: One-way ANOVA, Group (F_(5,51)_ = 1.44, P = 0.22), (0-0-0*:* n = 10, 0-0-2: n = 10, 14-0-0: n = 10, 14-7-0: n = 10, 14-7-2: n = 9, 14-14-0: n = 8). **E** Remarkably, engagement in either minimal (2-day), (****P < 0.0001) or extensive (14-day) (****P < 0.0001) exercise also reduces repressive H3K27me3 at the *Bdnf IV* promoter. Notably, this reduction also continues at the sedentary delay periods assessed (7-day), (****P < 0.0001) and (14-day), (****P < 0.0001) sedentary periods and following reactivating exercise (****P < 0.0001): (One-way ANOVA), Group (F_(5,53)_ = 13.90, P < 0.0001), (0-0-0: n = 10, 0-0-2: n = 10, 14-0-0: n = 10, 14-7-0: n = 10, 14-7-2: n = 9, 14-14-0: n = 10). Results provide evidence for the ability of exercise to effectively remove repressive marks at two distinct promoters of genes critical for memory in a specific manner during consolidation. Tukey’s post hoc test: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, + P = 0.05. Data are presented as mean ± SEM. Source data are provided as a Source Data file.

### ACVR1C is required for hippocampus-dependent long-term memory and synaptic plasticity

Type 1 TGFβ receptors (including ACVR1C) function as protein kinases that phosphorylate SMAD 2/3 proteins, enabling complex formation with SMAD 4 and subsequent nuclear insertion, transcriptional regulation and facilitation^23,45^. ACVR1C is abundant throughout the hippocampus, including the CA1 region targeted here (Fig. S8). Whether ACVR1C plays a role in hippocampus-dependent long term memory formation and synaptic plasticity is unknown. Therefore, to determine the requirement of *Acvr1c*, a gene coding for a type 1 receptor for the TGFβ family of signaling molecules in hippocampus-dependent long-term memory and synaptic plasticity, we designed a kinase-dead point mutant AAV construct (Fig. 4A) to disrupt the function of *Acvr1c*. Two weeks following infusions of the kinase-dead or AAV-EV control construct targeting the dorsal hippocampus, mice were handled for four days and received five-minute habituation sessions to the context over the course of six days (Fig. S9A). Importantly, mice from both treatment groups successfully habituate to the context and group differences are not observed (Fig. S9A). The day following habituation, mice were given a standard 10-minute object location memory session (which we have shown results in long-term object location memory 24 h later^36,46–53^) and memory was tested the next day by examining exploration of the object in the novel location (Fig. 4A). Disrupting the function of *Acvr1c* results in impaired performance in the object location memory test compared with the EV control (Fig. 4D). Importantly, mice do not show an object preference on training (Fig. 4B, C), exploration does not differ between groups on test (Fig. 4E) and there is no difference in anxiety between groups (Fig. S10A). To further probe the requirement of *Acvr1c*, hippocampus-dependent memory was assessed with context fear conditioning; mice were trained in context fear conditioning and memory was tested the following day. Similar to OLM, freezing is impaired relative to AAV-EV control mice that received the *Acvr1c* kinase-dead construct (Fig. 4F), suggesting that ACVR1C is required for hippocampus-dependent long-term memory. Importantly, *Acvr1c* manipulation has no effect on reactivity to the shock on training day given similar movement during shock onset (Fig. S11A). To determine whether ACVR1C is required for synaptic plasticity in dorsal hippocampal slices, LTP was examined in slices from a cohort of randomly selected mice following behavior (Fig. 4G). Figure 4H summarizes the mean potentiation of LTP during the last 10 min of recording. Disrupting ACVR1C function results in impaired LTP relative to AAV-EV controls (Fig. 4H). Together, these results demonstrate that ACVR1C function is necessary for hippocampus-dependent long-term memory and synaptic plasticity.

**Fig. 4:**
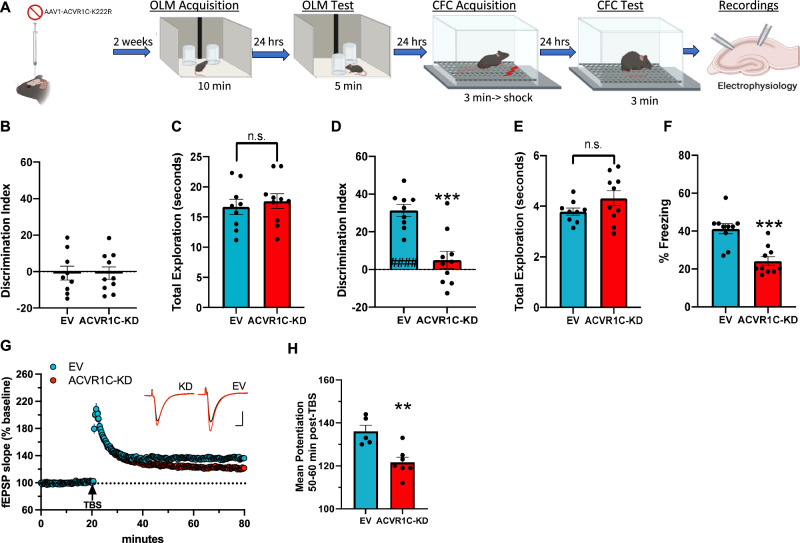
ACVR1C is required for hippocampus-dependent long-term memory and synaptic plasticity. **A** Experimental design. Created with Biorender.com. **B** Discrimination Index (DI) scores during object location memory (OLM) training reveal no differences between groups independent two-sample *t*-test (two-tailed): (t(17) = 0.006, P = 0.995), (empty vector (EV): n = 9, ACVR1C-kinase dead (ACVR1C-KD): n = 10). **C** Total amount of time in seconds exploring objects during training. Mice from both groups display similar levels of total object exploration independent two-sample *t*-test (two-tailed): (t(17) = 0.545, P = 0.592). **D** Disrupting ACVR1C function (ACVR1C-KD) leads to impaired OLM independent two-sample *t* test (two-tailed): (t(17) = 4.65, P = 0.0002), (EV: n = 9, ACVR1C-KD: n = 10). **E** Total amount of time in seconds exploring objects during test. Total object exploration does not differ between groups during test independent two-sample *t* test (two-tailed): (t(17) = 1.53, P = 0.14), (EV: n = 9, ACVR1C-KD: n = 10). **F** Percent freezing during 3-minute test session. Disrupting ACVR1C function (ACVR1C-KD) led to reduced freezing compared with EV control independent two-sample *t*-test (two-tailed): (t(18) = 4.790, P = 0.0001), (EV: n = 10, ACVR1C-KD: n = 10). **G** LTP as mean ± SEM excitatory postsynaptic potential (fEPSP) slope as percentage of baseline overtime (ACVR1C-KD; n = 7 mice, n = 14 slices, EV; n = 5 mice, n = 10 slices). Theta burst stimulation (TBS) applied at arrow. Inset; representative traces collected during baseline (black line) and 60 min post TBS (red line) from ACVR1C-KD and EV group. Scale = 1 mV/5 ms. **H** Mean ± SEM potentiation 50–60 min post TBS showing impaired LTP in slices from KD-infused mice vs EV-control. Disrupting ACVR1C function leads to impaired LTP independent two-sample *t* test (two-tailed): (t(10) = 3.795, P = 0.0035) relative to EV control (EV: n = 5, ACVR1C-KD: n = 5). ####P < 0.0001 compared with training day (within group). *P < 0.05, ***P < 0.001. Data are presented as mean ± SEM. Source data are provided as a Source Data file.

### *Acvr1c* overexpression transforms inadequate, subthreshold learning into long-term memory and facilitates LTP

To determine whether ACVR1C can enhance long-term memory formation and synaptic plasticity, wildtype (WT) *Acvr1c* was overexpressed in dorsal hippocampus (Fig. 5A). 3 mo. male mice received viral infusions of either AAV-ACVR1C or AAV-EV. Two weeks later, mice were handled for four days and received five-minute habituation sessions to the context over the course of six days (Fig. S9B). Importantly, mice from both treatment groups successfully habituate to the context and group differences are not observed (Fig. S9B). The day following habituation, mice were given a 3-min subthreshold OLM acquisition session (as in^10,11,22,36,38,50,51,54^) and memory was tested the following day. *Acvr1c* overexpression (WT) in area CA1 enhances memory for object location, with AAV-ACVR1C mice showing a stronger preference for the new object location compared with AAV-EV control (Fig. 5D). Importantly, mice do not show an object preference on training (Fig. 5B, C), exploration does not differ between groups on test (Fig. 5E) and there was no difference in anxiety between groups (Fig. S10B). To probe additional aspects of hippocampus-dependent memory, mice were trained in a subthreshold context fear conditioning task^55^ and tested the following day. Freezing is not enhanced in AAV-ACVR1C mice relative to AAV-EV control (Fig. 5F). Importantly, *Acvr1c* manipulation has no effect on reactivity to the shock on training day given similar movement during shock onset (Fig. S11B). Following behavior, we examined LTP (Fig. 5G) in dorsal hippocampal slices from a randomly selected subset of mice that were tested in OLM using the same methods as the *Acvr1c* kinase-dead construct cohorts in Fig. 4. Figure 5H summarizes the mean potentiation of LTP during the last 10 min. *Acvr1c* overexpression in area CA1 results in enhanced LTP relative to AAV-EV (Fig. 5H). *Acvr1c* overexpression of the kinase-dead and wildtype constructs was confirmed utilizing immunofluorescence to validate viral spread, quantify mean intensity of the FLAG tag and examine injection precision for CA1 region of the hippocampus (Fig. S12A–C, D, F). RT-qPCR was also conducted to validate greater *Acvr1c* mRNA abundance relative to EV control (Fig S12E, G) using a randomly selected cohort of mice from these experiments. To determine whether *Acvr1c* overexpression of the kinase-dead and wildtype constructs affects *Bdnf* levels, *Bdnf IV* mRNA was measured following viral manipulations. *Acvr1c* manipulation did not impact *Bdnf IV* mRNA levels (Fig. S13). Together (Figs. 4, 5), results identify ACVR1C as a bidirectional regulator of hippocampus-dependent memory and synaptic plasticity.

**Fig. 5:**
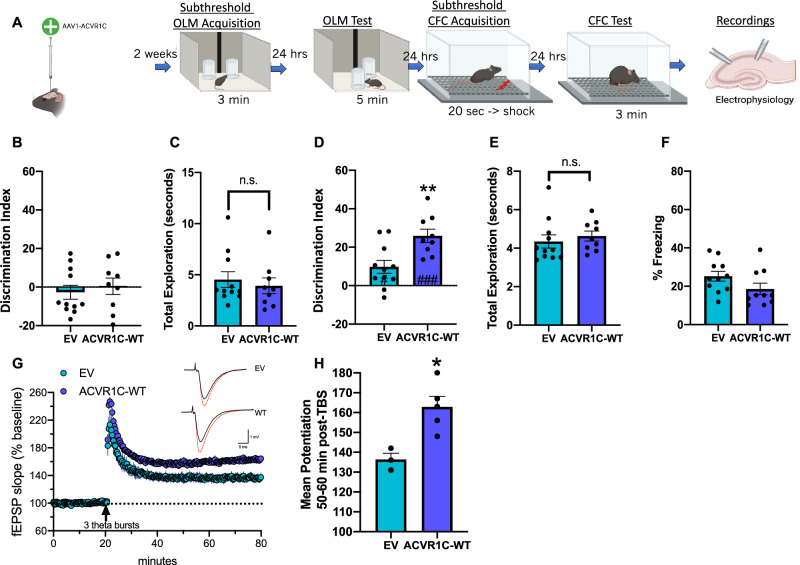
*Acvr1c* overexpression transforms inadequate, subthreshold learning into long-term memory and facilitates LTP. **A** Experimental design. Created with Biorender.com. **B** Discrimination Index (DI) scores during object location memory (OLM) training reveal no difference between groups independent two-sample *t* test (two-tailed): (t(18) = 0.564, P = 0.579), (empty vector (EV): n = 11, ACVR1C-wild type (ACVR1C-WT): n = 9). **C** Total amount of time in seconds exploring objects during training. Mice from both groups display similar levels of total object exploration independent two-sample *t*-test (two-tailed): (t(18) = 0.550, P = 0.589), (EV: n = 11, ACVR1C-WT: n = 9). **D** *Acvr1c* overexpression enhances OLM independent two-sample *t* test (two-tailed): (t(18) = 3.303, P = 0.004), (EV: n = 11, ACVR1C-WT: n = 9). **E** Exploration does not differ between groups on test independent two-sample *t*-test (two-tailed): (t(18) = 0.636, P = 0.532), (EV: n = 11, ACVR1C-WT: n = 9). **F** Percent freezing during 3-minute test session. *Acvr1c* overexpression has no effect on freezing compared with EV control independent two-sample *t*-test (two-tailed): (t(19) = 1.696, P = 0.106), (EV: n = 11, ACVR1C-WT: n = 10). **G** Measurement of LTP as mean ± SEM excitatory postsynaptic potential (fEPSP) slope as percentage of baseline overtime (ACVR1C-WT; n = 5 mice, n = 10 slices, EV; n = 3 mice, n = 6 slices). Theta burst stimulation (TBS) applied at arrow. Inset; representative traces collected during baseline (black line) and 60 min post-TBS (red line) from ACVR1C-WT and EV group. Scale = 1 mV/5 ms. **H** Mean ± SEM level of potentiation 50–60 min post TBS showing enhanced level of LTP in slices from mice overexpressing *Acvr1c* relative to slices from EV-infused mice independent two-sample *t* test (two-tailed): (t(6) = 3.51, P = 0.0127), (EV: n = 3, ACVR1C-WT: n = 5). ###P < 0.001 compared with training day (within group). *P < 0.05, **P < 0.01. Data are presented as mean ± SEM. Source data are provided as a Source Data file.

### *Acvr1c* is reduced in the aging human, mouse and 5xFAD mouse hippocampus

Given misregulation of the TGF-β pathway that occurs with age and in Alzheimer’s Disease (AD) patients^31–33^, we first examine whether *Acvr1c* declines with age in mouse and human hippocampus. Dorsal hippocampus was obtained from 3 and 20 mo. female and male C57BL/6 J mice and processed for RT-qPCR. We also obtained human brain transcriptome data from the publicly available Genotype-Tissue Expression (GTEx) project^56^. Human ages match life phase equivalencies in mice^57^. Figure 6A (left) shows a reduction in endogenous *Acvr1c* mRNA that occurs with age in mouse hippocampus. Sex differences were not observed, indicating that *Acvr1c* is reduced with age in both sexes. Figure 6A (right) shows a reduction in transcripts per million (TPM) with age in human hippocampus. We next assessed whether *Acvr1c* declines in the context of AD (using a 5xFAD mouse model). To examine the pattern of *Acvr1c* expression throughout the lifespan, *Acvr1c* transcripts per million (TPM) values from RNA-Seq data set obtained through the MODEL-AD consortium were analyzed from 4, 8 and 12 mo. C57BL/6 J and 5xFAD female and male mice. Figure 6H displays a decline in *Acvr1c* with age, that becomes exacerbated in 5xFAD mice as observed by a significant decrease in *Acvr1c* at 8 relative to 4 mo., only in 5xFAD mice. We do not observe sex differences indicating that *Acvr1c* is reduced in hippocampus with increasing age in 5xFAD mice of both sexes. Thus, *Acvr1c* declines in the aging and AD hippocampus during timepoints when impairments in long-term memory are observed in these models due to age^53,58,59^ and AD^60,61^.

**Fig. 6:**
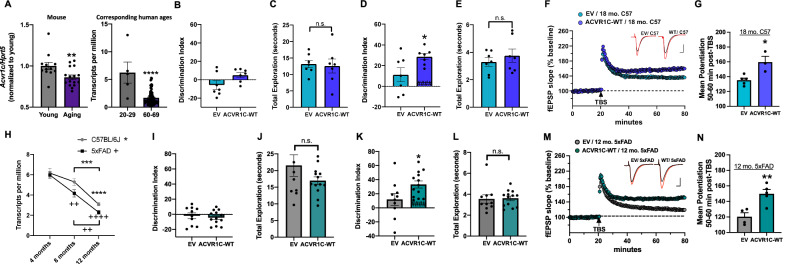
Age and AD-related impairments in hippocampus-dependent memory and synaptic plasticity are associated with reduced *Acvr1c* expression which are ameliorated by overexpressing *Acvr1c.* **A** Left: *Acvr1c* mRNA is reduced in aging mouse dorsal hippocampus independent two-sample *t*-test (two-tailed): (t(26) = 2.72, P = 0.01). Sex differences were not observed (Two-way ANOVA Sex): (F_(1,24)_ = 0.43, P = 0.50, interaction P > 0.05), indicating that *Acvr1c* is reduced with age in both sexes, (young: n = 12, aging: n = 16). Right: *Acvr1c* levels (transcripts per million (TPM)) are reduced in the aging human hippocampus independent two-sample *t*-test (two-*t*ailed): (t(91) = 6.64, P = 0.0001). Ages displayed map to mouse ages for young (3 mo.) and aging (20 mo.), (n = 5 20–29-year-olds, n = 88 60–69-year-olds), accessed from the GTEx project expression database. **B** Discrimination Index (DI) scores during object location memory (OLM) training reveal no differences between groups independent two-sample *t* test (two-*t*ailed): (t(12) = 1.988, P = 0.070), (n = 7/group). **C** Mice from both groups have similar levels of total object exploration independent two-sample *t* test (two-*t*ailed): (t(12) = 0.259, P = 0.799), (n = 7/group). **D** *Acvr1c* overexpression (WT) ameliorates age-related impairments in OLM independent two-sample *t* test (two-*t*ailed): (t(12) = 2.350, P = 0.036), (n = 7/group). **E** Exploration did not differ between groups on test independent two-sample *t* test (two-*t*ailed): (t(12) = 0.817, P = 0.429), (n = 7/group). **F** Measurement of LTP as mean ± SEM fEPSP slope overtime (empty vector (EV); n = 5 mice, n = 10 slices; ACVR1C-WT; n = 3 mice, n = 6 slices). Theta burst stimulation (TBS) applied at arrow. Inset; representative traces collected during baseline (black line) and 60 min post-TBS (red line) from ACVR1C-WT and EV group. Scale = 1 mV/5 ms. **G** Mean ± SEM level of potentiation 50–60 min post TBS showing that *Acvr1c* overexpression enhances LTP in slices from 18 mo. C57BL6/J mice relative to EV control independent two-sample *t* test (two-*t*ailed): (t(6) = 3.540, P = 0.0122), (EV; n = 5 mice, n = 10 slices; ACVR1C-WT; n = 3 mice, n = 6 slices). **H** RNA-Seq data displaying transcripts per million (TPM) shows decreases in *Acvr1c* with age (Three-way ANOVA), Age: (F_(2,48)_ = 54.95, P < 0.0001), that become exacerbated in 5xFAD mice (Genotype: F_(1,48)_ = 6.39, P = 0.01). Sex differences were not observed, Sex: (F_(1,48)_ = 0.40), P = 0.53, Age x Sex: P = 0.233, Age x Genotype: P = 0.387, Genotype x Sex: P = 0.037, Age x Genotype x Sex: P = 0.244. Tukey’s post hoc test (compared between C57BL/6 J groups): **P < 0.01, ***P < 0.001, ****P < 0.0001, (compared between 5xFAD groups): ++P < 0.01, ++++P < 0.0001, (C57: 4 mo.: n = 10, 8 mo.: n = 11, 12 mo.: n = 10; 5xFAD: 4 mo.: n = 10, 8 mo.: n = 9, 12 mo.: n = 10). **I** Discrimination Index (DI) scores during training reveal no differences between groups independent two-sample *t* test (two-tailed): (t(21) = 0.556, P = 0.583), (EV: n = 10, ACVR1C-WT: n = 13). **J** Mice from both groups have similar levels of total object exploration on training independent two-sample *t* test (two-tailed): (t(21) = 1.459, P = 0.159), (EV: n = 10, ACVR1C-WT: n = 13). **K** *Acvr1c* overexpression (WT) ameliorates AD-related impairments in OLM independent two-sample *t*-test (two-tailed): (t(21) = 2.287, P = 0.032), (EV: n = 10, ACVR1C-WT: n = 13). **L** Exploration did not differ between groups on test independent two-sample *t*-test (two-tailed): (t(21) = 0.149, P = 0.883), (EV: n = 10, ACVR1C-WT: n = 13). **M** Measurement of LTP as mean ± SEM fEPSP slope overtime (EV; n = 4 mice, n = 8 slices; ACVR1C-WT; n = 5 mice n = 10 slices). TBS applied at arrow. Inset; representative traces collected during baseline (black line) and 60 min post-TBS (red line) from ACVR1C-WT and EV group. Scale = 1 mV/5 ms. **N** Mean ± SEM level of potentiation 50–60 min post TBS showing that *Acvr1c* overexpression enhances LTP in slices from 12 mo. 5xFAD mice relative to EV control independent two-sample *t* test (two-tailed): (t(7) = 3.852, P = 0.0063), (EV; n = 4 mice, n = 8 slices; ACVR1C-WT; n = 5 mice n = 10 slices). ###P < 0.001 compared with training day (within group). *P < 0.05, **P < 0.01, ****P < 0.0001. Data are presented as mean ± SEM.

### *Acvr1c* overexpression enables learning and enhances plasticity in aging mice

We next aimed to determine whether enhancing *Acvr1c* in dorsal hippocampus would enhance long-term memory formation and synaptic plasticity in aging wildtype C57Bl/6 J mice. We selected 18 mo. aging mice which typically exhibit impaired OLM performance^53,58,59^ (Fig. 6B–G). Mice received infusions of AAV-ACVR1C or AAV-EV. Two weeks later, 18 mo. C57BL/6 J mice were given a 10-min subthreshold OLM acquisition session (subthreshold training for aging 18 mo. mice^59^) and long term memory was tested the next day (Fig. 6D). ACVR1C overexpression enables long-term memory formation (Fig. 6D). Importantly, mice do not show an object preference on training (Fig. 6B, C) and exploration does not differ between groups on test (Fig. 6E). After behavior, LTP was examined in hippocampus slices from a random subset of mice tested in OLM (Fig. 6F, G), using the same methods as in Figs. 4, 5. Figure 6G summarizes the mean potentiation of LTP during the last 10 min of recording. *Acvr1c* overexpression ameliorates impairments in LTP in 18 mo. C57BL/6 J vs. EV controls (Fig. 6F, G). Thus, *Acvr1c* overexpression enables learning in aging animals under subthreshold training conditions and facilitates hippocampal LTP.

### Memory and plasticity is facilitated through *Acvr1c* overexpression

We have previously observed impairments in hippocampus-dependent memory and synaptic plasticity in 12-month-old 5xFAD mice relative to wildtype littermate controls^62^. Here, we determined whether enhancing ACVR1C in dorsal hippocampus through virus-mediated overexpression of wildtype *Acvr1c* would facilitate cognitive function in OLM and enhance LTP in 12 mo. 5xFAD males (Fig. 6I–N) (exactly as in Fig. 6B–G). *Acvr1c* overexpression enables OLM performance (Fig. 6K). Importantly, mice do not show an object preference on training (Fig. 6I–J) and exploration does not differ between groups on test (Fig. 6L). After behavior, LTP was examined in hippocampus slices from a random subset of mice tested in OLM (Fig. 6M–N), using the same methods as in Figs. 4, 5. Figure 6N summarizes the mean potentiation of LTP during the last 10 min of recording. *Acvr1c* overexpression ameliorates impairments in LTP in 12 mo. 5xFAD mice vs. EV controls (Fig. 6M, N). Lastly, we assess whether enhancing ACVR1C in dorsal hippocampus through virus-mediated overexpression of wildtype *Acvr1c* would enhance LTP in 18 mo. 5xFAD males (Fig. S14). *Acvr1c* overexpression facilitates LTP in 18 mo. 5xFAD mice vs. EV controls (Fig. S14). Taken together, results indicate that during periods in which hippocampus-dependent memory and LTP are impaired with age and in AD, *Acvr1c* is reduced in hippocampus and that conversely, enhancing ACVR1C through viral-mediated overexpression enables long-term memory formation and enhances synaptic plasticity in aging and 5xFAD mice. Therefore, ACVR1C appears to bidirectionally regulate hippocampus-dependent memory and synaptic plasticity in the adult brain and allows for long-term memory formation in addition to enhancing plasticity in both the aging, and AD brain.

## Discussion

We have previously demonstrated that cognitive benefits obtained by specific exercise patterns are maintained through sedentary delay periods which gradually decline with prolonged periods of rest, suggesting there is a molecular memory window established by specific exercise patterns. Cognitive benefits and enhancements in CA1 LTP post-exercise we observe here are congruent with our prior work in females^22^ and findings of other labs^13,63,64^. Although numerous reports associate exercise with enhanced cognitive function, there is discrepancy on whether exercise increases CA1 LTP. Many studies only report enhanced LTP following exercise under aberrant conditions where LTP is already impaired including stress^65^, Alzheimer’s pathology^66,67^, and sleep deprivation^68,69^. It is possible that the discrepancy between studies is due to variability in exercise type, length, and intensity and modality of the exercise paradigms (forced vs voluntary), including differences in strain and age. We find that molecular mechanisms engaged during the window where exercise benefits are maintained, allow for subthreshold, inadequate training conditions (that would not lead to long-term memory) to be transformed into long-term memory. As the duration of the window extends, the effect is weakened (see Fig. 1). However, molecular mechanisms within the window appear to be maintained as a 2 day exercise (which does not facilitate plasticity or memory by itself) re-engages mechanisms that again transform subthreshold training into long-term memory. Notably, exercise benefits on hippocampal synaptic plasticity do not identically mirror behavior as benefits appear to be longer lasting in LTP overall. However, it is important to note that LTP stimulation and recordings occurred soon after behavior, where stimulation may further enhance potentiation already occurring from training. Therefore, assessing LTP in mice with the exercise conditions in the absence of training or utilization of a subthreshold stimulation parameter in the presence of training may yield results more closely aligned with behavior. Together, these results reveal how specific exercise patterns can engage a molecular memory window, but more importantly, demonstrate that the mechanisms that define that window are permissive and important for long-term memory formation/consolidation.

Thus, we applied our exercise model and RNA-sequencing approach to uncover molecular mechanisms that enable memory consolidation and may underlie maintenance of exercise benefits throughout a molecular memory window. We identify a gene coding for a type 1 receptor for the TGF-β family of signaling molecules, *Acvr1c*, as one of few genes (along with *Bdnf*) showing up-regulation in the dorsal hippocampus only under exercise conditions that drive memory consolidation under inadequate, subthreshold learning periods and enhance long term potentiation. The up-regulation of *Bdnf* mRNA aligns with the findings of Berchtold et al.^21^, in which identical exercise patterns similarly elevate BDNF protein levels in hippocampus^21^. Our observation that 14-day exercise alone is sufficient for *Acvr1c* up-regulation in dorsal hippocampus, suggests that *Acvr1c* modulation occurs prior to training, suggesting that these changes may not be specific to consolidation.

To understand how *Acvr1c and Bdnf* are regulated by epigenetic mechanisms we performed several ChIP-qPCR experiments to analyze specific histone modifications that are well characterized with regard to their role in facilitating or repressing transcription. We examined H3K9Ac, H3K9Me3, H3K27Ac, and H3K27Me3. We initially hypothesized that we would observe specific patterns that correlated with the exercise effects on memory. For example, we predicted to observe H3K27 acetylation and methylation patterns and ratios that reflected the transcriptional response of *Acvr1c* and *Bdnf*, which would have been reminiscent of the histone code^70,71^. In contrast, we observed that any exercise experience leads to a reduction in the H3K27Me3/Ac ratio, suggesting that this specific lysine residue is modified after exercise and remains modified. The ratio of H3K27Me3/Ac change then may establish a local net charge^72,73^ difference that allows subsequent chromatin architecture and transcriptional machinery to regulate genes like *Acvr1c* and *Bdnf* in a manner that coincides with long-term memory formation under subthreshold training conditions. This observation appeared to be specific to H3K27Me3/Ac, as a similar chromatin change through exercise was not observed with H3K9Me3/Ac. Further work will be necessary to address the open question of how exactly chromatin structure changes to facilitate this mechanism.

One potential mechanism involves self-regulated alleviation of H3K27Me3 repression at the *Acvr1c* promoter. In a study by Wang et al.^74^ a reduction in H3K27Me3 repression was mediated by an ACVR1C ligand, Activin, via the Smad2-mediated reduction of the methyltransferase protein, EZH2^74^. Therefore, Activin binding to the ACVR1C receptor, followed by SMAD2 phosphorylation may mediate epigenetic repression at its own promoter and *Bdnf* by reducing methyltransferase activity. Understanding whether this mechanism mediates methyltransferase activity more broadly for this and other repressive histone modifications would have important implications for understanding how elevated levels of *Acvr1c* through exercise or wildtype over-expression interact with the epigenome to enable learning and facilitate long-term memory. Our hypothesis suggests that exercise-induced up-regulation of *Acvr1c* involves a self- regulated alleviation of H3K27Me3 repression at the ACVR1C promoter. We further hypothesize that the binding of Activin to the ACVR1C receptor, followed by SMAD2 phosphorylation, leads to a reduction in methyltransferase activity, including EZH2, resulting in the alleviation of H3K27Me3 repression and facilitation of ACVR1C transcription. We hope to test this hypothesis in a follow up study.

To understand the role of ACVR1C in long-term memory formation in the absence of exercise, we utilized viral manipulations in the adult hippocampus to specifically disrupt and over-express *Acvr1c*. We identify ACVR1C as a bidirectional regulator of hippocampus-dependent long-term memory and synaptic plasticity. Furthermore, we find *Acvr1c* levels decrease in the hippocampus with age in C57BL6/J and 5xFAD female and male mice. We discover that *Acvr1c* over-expression enables learning and enhances synaptic plasticity in aging and 5xFAD mice. Overall, findings provide evidence for the particular TGF-β1 membrane receptor kinase, ACVR1C as a key regulator and driver of long-term memory formation and synaptic plasticity in the adult, aging and AD brain.

Our data demonstrating a reduction in *Acvr1c* in the hippocampus complement existing findings in human hippocampus where TGF-β signaling and downstream SMAD signaling become disrupted with age and in AD^28,29,31–33^. SMADs regulate transcription in the nucleus via recruitment of epigenetic machinery, including histone acetyltransferases (HATs) and DNA methyltransferases (DNMTs) to target gene promoters^23,45^, which was the rationale for selecting ACVR1C to study from the RNA-Seq data. In the aging brain, memory dysfunction correlates with impairments in gene expression^75^, leading several groups to hypothesize that age-related gene expression impairments involve aberrant epigenetic transcriptional repression^75^. We and others have previously demonstrated that altered histone acetylation is associated with impaired memory in aging mice^58,75–78^. Therefore, our ability to enable learning and enhance synaptic plasticity in aging and 5xFAD mice through *Acvr1c* wildtype over-expression also raises the possibility of a self-regulating mechanism where regulation downstream of ACVR1C (SMAD-dependent signaling) becomes impaired with age and AD and is maintained through self-directed aberrant epigenetic/SMAD repressor complex regulation which may repress *Acvr1c* expression. We identified that SMAD4 serves as a predicted upstream regulator for genes up regulated in exercise conditions that facilitate learning (e.g., *Acvr1c, Bdnf*) (Fig. 2K). SMAD 4 is a common mediator required for nuclear-SMAD complex insertion and transcriptional regulation^23^. Therefore, SMAD4 as a predicted upstream regulator of *Acvr1c* is consistent with the possibility of a self-regulating mechanism. Enhancing ACVR1C (expression or activity), which we find to also enable learning as with exercise in adult mice, may positively impact memory and synaptic plasticity in aging and AD by reducing epigenetic transcriptional repression via SMAD/DNMT/HDAC/HAT signaling. When the self-regulating mechanism is functioning properly, ACVR1C may play a critical role in maintaining a molecular memory window induced by an event such as exercise by priming genes (such as *Acvr1c* or *Bdnf)* or maintaining open chromatin structure via SMAD- associated DNMT/HDAC/HAT activity for re-activation upon exercise re-engagement within the molecular memory window.

Many reports indicate enhanced repressive H3K27Me3 levels in the aging brain^79^, including in hippocampal tissue at the *Bdnf* promoter^80^. Understanding whether and how enhanced ACVR1C signaling and downstream SMAD-mediated signaling alleviate such repression to facilitate transcription is a critical question for future study. Furthermore, recent findings point to the ability of exercise to blunt Aβ-induced impairments in TGF-β signaling in a rat model of AD^81^.

In summary, identifying and utilizing exercise patterns that enable learning under inadequate, subthreshold training sessions and exercise periods that maintain and re-activate benefits, allow for unique assessment of mechanisms which enable and drive memory consolidation and conceptually advance our understanding of mechanisms underlying exercise-facilitated cognitive function. Utilizing this exercise model, we uncover ACVR1C as a factor that gates the formation of long-term memory. We find *Acvr1c* to be up-regulated in the hippocampus when exercise drives and re-engages memory consolidation. We observe that exercise, in any amount, engages a permissive epigenetic signature at the *Acvr1c* promoter that remains engaged throughout sedentary delays. Further, we identify ACVR1C as an essential bidirectional switch of long-term memory formation where disrupted ACVR1C function under adequate learning conditions in adults impairs memory and synaptic plasticity and overexpression enables learning under inadequate training conditions in adults, aging and 5xFAD mice (in addition to enhancing synaptic plasticity). These data suggest that promoting ACVR1C through exercise or pharmacological intervention may protect against age and AD-associated cognitive impairment, providing a powerful and druggable target as a potential disease modifying treatment strategy for AD.

## Methods

### Experimental model and subject details

#### Subjects

12-week-old C57BL/6 J male (n = 189, Figs. 1–5, 6A, S1–8, S9A, B, S10–S13), female (n = 6, Fig. 6A), 18-month-old male (n = 14, Fig. 6B–G, S9C), and 20 month-old male (n = 10 and female n = 6, Fig. 6A) C57BL/6 J mice (Jackson Laboratory) were individually housed under standard conditions (20 °C  ±  1 °C; 70%  ±  10% humidity; 12 h:12 h light and dark cycle) and provided *ad libitum* access to food and water. 12 (n = 23, Fig. 6I–N, S9D) and (n = 7, 18-month-old 5xFAD male mice, Fig. S14) were bred by the Transgenic Mouse Facility at UCI. 5xFAD hemizygous (B6.Cg-Tg(APPSwFlLon,PSEN1*M146L*L286V)6799Vas/Mmjax, Stock number 34848-JAX, MMRRC) and its wildtype littermates were produced by crossing or IVF procedures with C57BL/6 J (Jackson Laboratory) females. 5xFAD mice were group housed with wildtype (C57BL/6 J) littermates to ensure accurate genotype-specific effects on behavior and synaptic plasticity. All experiments were conducted during the light phase. Experiments were conducted in accordance with the National Institutes of Health guidelines for animal care and use and were approved by the Institutional Animal Care and Use Committee of the University of California, Irvine.

### Methods details

#### Exercise protocol

We have previously developed exercise parameters that enable learning under subthreshold acquisition conditions of the OLM task in males and females and benefits can be sustained and be re-induced with brief 2-day re-introduction to exercise following a sedentary delay^11,22^ (Fig. 1B). Therefore, we utilized these exercise parameters to examine effects of exercise on gene expression in the hippocampus occurring during memory consolidation, 1 h following acquisition in a subthreshold version of the object location memory task (OLM). Mice were divided into groups and individually housed in either exercise cages (equipped with running wheel) or sedentary cages (standard cage). Exercise cages are made of 9.3 in x 13.9 in x 7.7 in (length x width x height) polycarbonate and equipped with a running wheel 40 cm in circumference, 12.7 cm diameter (Lafayette Instrument). Voluntary wheel running was monitored via an 86110 Sensor/Counter plugged into a central interface connected to a dedicated PC with Scurry Activity Monitoring Software (Lafayette Instrument, model 86165). Exercise parameters consist of an initial exercise period (0 or 14d) followed by a sedentary delay (0, 7d or 14d), during which the running wheel was removed. Following this period of inactivity, some groups were assigned to receive a reactivating exercise session, consisting of 2d access to the running wheels (see Fig. 1A). Regardless of the exercise regime, running wheels were removed the night prior to OLM training to eliminate the immediate effects of wheel running on behavior and dorsal hippocampi were rapidly dissected during consolidation, 1 h following acquisition in the 3-minute OLM task or within the same time window for exercise-only home cage mice (which did not go through OLM, (Fig. S1)). Detailed methods on tissue collection and behavior are described below.

#### Object location memory task (OLM) apparatus

The standard 10-minute and subthreshold 3-minute object-location memory (OLM) task was conducted using a set of 4 identical chambers. Each chamber was made of white-colored plastic with dimensions of 333 mm×320 mm x 310 mm (length x width x height) and contained ~1 cm deep Sani-Chips (P.J. Murphy Forest Products). A vertical matte black marking strip was adhered to one side of each chamber to serve as the spatial navigation cue. Each context was illuminated by dim yellow light ( ~ 15 lux). Exploratory behavior was recorded and was analyzed through ANY-maze tracking software version 4.99, (Stoelting Co.).

#### Object-location memory task (OLM) experimental design

OLM training, testing, and analysis were performed^11,50^. Mice were handled for 2 min per day for 5 consecutive days within the OLM training room. For mice undergoing exercise (Fig. 2), handling began on the same day for all groups regardless of where they were on their exercise regimen to ensure consistency in training day (see Fig. 2A). Following this, mice were habituated to the OLM chambers for six consecutive days. Mouse handling and habituation were overlapped for the first 2 days of habituation; habituation followed handling for each of these days. During each habituation session, mice were allowed to explore the experimental apparatus in the absence of objects for 5 minutes. Habituation sessions were analyzed (to determine the distance traveled) through ANY-maze behavioral analysis software which automatically calculated the distance moved in the experimental apparatus in meters. Reduced activity across days was used as an indicator for successful habituation (Fig. S9). Regardless of the exercise protocol, each mouse was returned to the sedentary home cage the night before OLM training to focus analysis on prior exercise impacts on cognitive function. One day after habituation, mice were trained with two identical objects (100-mL glass beakers filled with cement) in distinct locations in the habituated context using either the standard 10-minute training protocol^50^ or acquisition duration adjusted to 3 min which we have previously demonstrated to be subthreshold for encoding, resulting in poor performance in both short and long-term memory^10,11,37,82^. Objects were placed 9 cm away from each other, 6 cm from the sidewalls, and 1 cm from the front wall. To assess long-term memory, mice underwent a 5 min test, 24 h post-training during which one familiar object was moved to a novel location (bottom middle) positioned 2.5 cm from the bottom wall. Exploration of the object in the novel vs. the familiar/fixed location was examined. Exploration was only scored when the mouse head pointed toward the object and came within 1 cm or when the nose touched the object. Total exploration time was recorded (t) and preference for the novel object was expressed as discrimination index (DI = (t_novel_ -t_familiar_) / (t_novel_ + t_familiar_) x 100). Positive values indicate a preference for the novel object location, whereas negative values indicate a preference for the familiar location and a score of 0 indicates absence of discrimination. For training sessions, the object designated to be moved during the test session was used as the novel object to allow training and testing DI to be directly compared. Mice that explored less than 2 s during testing or training were excluded from the study. Mice that showed a preference for either object during training (DI >   ± 20) were also excluded (n = 1 adult ACVR1C-WT, n = 1 18 mo. EV and n = 1 12 mo. 5xFAD EV were excluded for preference on training and n = 1 12 mo. 5xFAD EV was excluded for low exploration on test day). All training and test data collected through ANY-maze were scored manually by experimenters blinded to the experimental groups using a scoring app to allow for precise exploration time measurements. The app only counted exploration of the object when a computer key was pressed using exploration criteria described above.

#### In vitro Hippocampal slice preparation

Shortly following OLM acquisition, mice were anesthetized with isoflurane, decapitated, and the brains were quickly removed and submerged in ice-cold, oxygenated dissection medium containing (in mM): 124 NaCl, 3 KCl, 1.25 KH 2 PO 4, 5 MgSO 4, 0 CaCl 2, 26 NaHCO 3, and 10 glucose. Coronal hippocampal slices (340 µm) were prepared using a Leica vibrating tissue slicer (Model:VT1000S) before being transferred to an interface recording chamber containing preheated artificial cerebrospinal fluid (aCSF) of the following composition (in mM): 124 NaCl, 3 KCl, 1.25, KH 2 PO 4, 1.5 MgSO 4, 2.5 CaCl 2, 26 NaHCO 3, and 10 glucose and maintained at 31 ± 10 C. Slices were continuously perfused with this solution at a rate of 1.75-2 ml/min while the surface of the slices were exposed to warm, humidified 95% O2 / 5% CO2. Recordings began after at least 2 h of incubation. Due to the limitation of being able to only run 4 mice a day, exercise and behavior were staggered for each day of recording to ensure that mice were sacrificed shortly after OLM acquisition and that slices from an exercise and control sedentary mouse were counterbalanced on 2 different extracellular rigs each day of recording.

Field excitatory postsynaptic potentials (fEPSPs) were recorded from CA1b stratum radiatum apical dendrites using a single glass pipette filled with 2 M NaCl (2-3 MΩ) in response to orthodromic stimulation (twisted nichrome wire, 65 µm diameter) of Schaffer collateral-commissural projections in CA1c stratum radiatum. Pulses were administered at 0.05 Hz using a current that elicited a 50% maximal spike-free response. After establishing a 20-minute stable baseline, long-term potentiation (LTP) was induced by delivering theta bursts, each burst consisting of four pulses at 100 Hz and the bursts themselves separated by 200 ms (i.e., theta burst stimulation or TBS). The stimulation intensity was not increased during TBS. Data were collected and digitized by NAC 2.0 Neurodata Acquisition System (Theta Burst).

The figures represent mean ± SEM. The figures illustrating the time course of LTP were produced using all slice recordings from each group, while quantification analysis of mean potentiation in the bar graphs were produced using the number of mice/group. The fEPSP slope was measured at 10–90% fall of the slope and data in figures on LTP were normalized to the last 20 min of baseline. Electrophysiological measures were analyzed using a one-way ANOVA unless otherwise specified in the text and the level of significance was set at p ≤ 0.05.

#### Tissue collection for RNA-sequencing experiments

Mice were sacrificed by cervical dislocation following completion of exercise parameters and 1-h following OLM acquisition described above. Brains were removed and dorsal hippocampi were rapidly dissected on ice and flash frozen for further processing. Tissue from all groups were taken within a 4-h window. Experiments were staggered over two separate days with equal numbers of samples/group and tissue was collected over two separate days to keep tissue collection within a short window to account for circadian effects.

#### RNA-sequencing

RNA was isolated from bilateral dorsal hippocampus using the RNeasy minikit (Qiagen, 74104). RNA quality was assessed by Bioanalyzer. Samples with an RNA integrity number >9 were included for analysis. cDNA libraries were prepared^41,47,53^ using 500 ng of total RNA, according to the TruSeq RNA Sample Preparation Kit (Illumina). The mRNA was purified with poly-T oligo-attached magnetic beads and heat fragmented. The first and second strand cDNA were then synthesized and purified. The ends were blunted and the 3′ end was adenylated to prevent concatenation of the template during adapter ligation. For each group, a unique adapter set was added to the ends of the cDNA and the libraries amplified by PCR. The quality of the library was assessed by Bioanalyzer and quantified using qRT-PCR with a standard curve prepared from a purchased sequencing library (Illumina). Samples were multiplexed with each group represented in each flow cell of the sequencer. 10 nM of each library was pooled in four multiplex libraries and sequenced on an IlluminaHiSeq 4000 instrument during a single-read 50 bp sequencing run by the Genomics High-Throughput Facility (GHTF) at the University of California, Irvine. The resulting sequencing data for each library were post-processed to produce FastQ files, then demultiplexed and filtered using both Illumina software CASAVA 1.8.2 as well as in-house software. Control reads successfully aligned to the PhiX control genome or poor-quality reads (failing Illumina’s standard quality tests) were removed from analyses. The quality of the remaining sequences was further assessed using the PHRED quality scores produced in real time during the base-calling step of the sequencing run.

#### Alignment to the reference genome and transcriptome

The reads from each replicate experiment were separately aligned to the reference genome and corresponding transcriptome using the short-read aligners ELAND v2e (Illumina) and Bowtie^83^. Reads uniquely aligned by both tools to known exons or splice junctions with no more than two mismatches were included in the transcriptome. Reads uniquely aligned with more than two mismatches, or reads matching several locations in the reference genome, were removed from the analysis. 

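Table S2 lists 42 libraries, whereas the processed data hold 70, and its libraries were not matched to the columns. Its median is 40698458 reads per library, with a lowest value of 1024840, a next lowest of 20104166 and a highest of 76603517. The share of reads aligned there lies between 85.9% and 95.9%. The median is 39.7 times the lowest. The read numbers and shares are the paper's values.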

The percentage of reads assigned to the reference genome and transcriptome using this protocol is reported for each group of replicates with the corresponding percentage of covered genes (Table S2).

#### Gene expression and differential analysis

Gene expression levels are directly computed from the read alignment results for each replicate. FastQ files are processed through standard Tuxedo protocol outputting FPKM values for each gene of each replicate. Differential analysis of gene expression is conducted with Cyber-T^84,85^, an analysis program using Bayesian-regularized *t*-test. Comparisons were made across each pair of groups (exercise condition versus sedentary control, 1 h after acquisition) to identify genes up- or down-regulated during consolidation using the subthreshold 3-minute OLM task. For comparison, differential analysis was also conducted using linear regression models^41^ (Fig. S2). Genes were first ranked by uncorrected *p* value, and only genes with both uncorrected *p* value  <  0.05 were used for analysis. 

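Fisher's exact test on the 12994 genes gave an odds ratio of 18.1 (one-sided p = 1.1e-91) for the overlap of 134 genes between those up-regulated in 14-0-0 and in 14-7-2, with 16.4 genes expected from the sizes of both sets. Both comparisons use the same sedentary libraries, and the test assumes that they are independent. When the labels of the 6 trained groups were permuted 100 times, which keeps the shared control, the overlap was a median of 7.19 times its expectation. The real ratio was 8.15, and 44 of the 100 arrangements, the real arrangement included, gave a ratio as high.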

Fisher’s exact tests (FET) were conducted to compare DEGs across conditions. The sets of genes up-regulated during consolidation in each exercise condition (compared to sedentary controls) for these 5 groups (14-0-0, 14-7-0, 14-7-2, 14-14-0, 0-0-2, see Fig. 2C; Fig S2C) were intersected to determine common up-regulated genes in exercise conditions that facilitated learning (14-0-0 and 14-7-2, Fig. 1B) to identify for further analysis. Enrichment of each group for Gene Ontology terms^86^, and KEGG pathways^87,88^ was assessed using DAVID^89^, based on differentially expressed genes after learning. Data visualization was performed using ‘matplotlib’ for python and ‘ggplot’ for R.

#### Chromatin immunoprecipitation

Utilizing the same mice as RNA-sequencing studies, ChIP was performed on dorsal hippocampus tissue based on the protocol from the Millipore EZ-Magna ChIP kit as utilized previously^53,82,90,91^. Tissue was cross-linked with 1% formaldehyde, lysed and sonicated, and chromatin was immunoprecipitated overnight with 2μg of anti-H3K27Ac (Abcam ab4729), 10 μl of anti-H3K27Me3 (Cell Signaling #9733, clone #: C36B11), 2μg of anti-H3K9Me3 (Abcam ab176916, clone #: EPR16601) or 10μl of anti-H3k9Ac (Cell Signaling #9649 S, clone #: C5B11) or an equivalent amount of anti-rabbit IgG (negative control, Abcam ab171870). All antibodies were validated for the species and applications indicated by the manufacturer. After washing, chromatin was eluted from the beads and reverse cross-linked in the presence of proteinase K before column purification of DNA (Qiagen, Qiaquick PCR Purification kit #28106). Primer sequences for *Acvr1c* were designed by the Primer 3 program. The following primers were used: *Acvr1c* F (5’-3’) tctgtgtctgtgtctggtcc and R (5’-3’) ctgaaaaggaccccaagcac. Primer sequences used for *Bdnf IV* are F (5’-3’) TGCGCGGAATTCTGATTCTGG and R (5’-3’) GTCCACGAGAGGGCTCCACG and were taken from Intlekofler et al. 2013. 5 μl of input, anti-H3K27Ac, anti-H3K27Me3, anti-H3K9Ac, anti-H3K9Me3 or anti-rabbit IgG immunoprecipitate from each animal were examined in duplicate. To normalize ChIP-qPCR data, we used the percent input method. The input sample was adjusted to 100% and both the IP and IgG samples were calculated as a percent of this input using the formula 100*AE^(adjusted input – Ct(IP)). An in-plate standard curve determined amplification efficiency (AE).

#### qRT-PCR

Quantitative RT-PCR (qRT-PCR) was performed^10,41,47,53^. RNA was isolated using RNeasy Mini Kits (Qiagen) according to the manufacturer’s instructions and total RNA (50 ng) was reverse transcribed. cDNA synthesis was performed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Primers for *Acvr1c* were designed using the Roche Universal Probe Library; all primers were obtained from IDT and probes from the Roche Universal Probe Library and were used for multiplexing in the Roche Light-Cycle 480 II Machine (Roche). For *Hprt* we designed a PrimeTime qPCR assay (IDT). The following primers were used: *Acvr1c*: forward primer (5’-3’): GCCTCTGGCTCAGGCTCT, reverse primer (5’-3’): CCGACCTTTTCCTACGATTTC, UPL probe 34: AGAGGCAG; *Hprt*: forward primer (5’-3’): TGCTCGAGATGTCATGAAGG, reverse primer (5’-3’): CTTTTATGTCCCCCGTTGAC, probe: /5HEX/AT CAC ATT G/Zen/T GGC CCT CTG T/3IABkFQ/. In Fig. S12 we also designed a PrimeTime qPCR assay (IDT) for *Acvr1c* using the same primer sequences above and as in Fig. 2 with probe:/56-FAM/TGTTCTTTG/ZEN/AACCAAGAGAGGCAGACC/3IABkFQ/. All values were normalized to *Hprt* expression. Data and statistical analysis were done using Roche proprietary algorithms.

#### Immunohistochemistry

Thirty micrometer slices were collected throughout the dorsal hippocampus with a Leica CM 1850 cryostat, thaw-mounted on slides, and stored at −80 °C. Slides were fixed with 4% paraformaldehyde (15-min), rinsed in PBS (3x, 5-min), permeabilized and blocked in 0.3% Triton X-100 in 0.1 M PBS/ 5% normal goat serum (Jackson) (1 h). Slides were incubated overnight (4 °C) in rabbit antibody to Flag (1:500, Cell Signaling, ab14793, clone #: D6W5B) or in rabbit antibody to ACVR1C (1:100, LS Bio, LS-C119149-50). The following day, slides were washed and incubated for 1 h at room temperature with goat anti-rabbit Atto 488 (1:500, Sigma, ab18772) in the dark. All antibodies were validated for the species and applications indicated by the manufacturer. Slides were then washed with PBST and incubated for 15 m in 4′,6′-Diamidino-2-phenylindole (DAPI) (1:10,000 in water, Invitrogen, D1306) to provide a nuclear counterstain. Slices were washed in PBS and cover slipped with VectaShield Antifade mounting medium (Vector Laboratories). Tissue was imaged by using a a confocal microscope (Leica SP8). All treatment groups were represented on each slide and all images on a slide were captured with the same exposure time under nonsaturating conditions.

#### AAV production

AAV1-CMV-mAcvr1c-K222R-3flag, AAV1-CMV-mAcvr1c and AAV1-CMV-V5 were custom made at the University of California, Irvine center for Neural Circuit Mapping (https://cncm.som.uci.edu/) Viral Production Facility (titer: 3.54×10^13^ gc/ml; 9.52×10^12^ gc/ml). To disrupt the function of ACVR1C, a kinase-defective point mutation was created as in^92–94^; we changed the nucleotides to code for an arginine residue in place of lysine at amino acid 222.

#### Surgery

Mice were anesthetized with isoflurane (induced, 4%; maintained 2.0%) and placed in the stereotax. Injection needles were lowered to the dorsal hippocampus at a rate of 0.2 mm/15 s (AP, −2.0 mm; ML, ± 1.5 mm, DV, −1.5 mm relative to Bregma). Two minutes after reaching the target depth, 1.0 μl of the virus carrying ACVR1C kinase dead (KD), ACVR1C wildtype over-expression or an empty vector (EV) control was infused bilaterally into the dorsal hippocampus at a rate of 6 μl/h. Injection needles remained in place for two minutes post-injection to allow the virus to diffuse. The injectors were removed at a rate of 0.1 mm per 15 s. Viral infusions were performed 2 weeks prior to behavior.

#### Elevated plus maze

In total, 24–48 h following the object location memory test, mice went through elevated plus maze testing (EPM) (Fig. S10). The elevated plus maze consists of two open arms (30 × 5 cm) and two closed arms (30 × 5 × 15 cm) that are connected by a central platform (5 × 5 cm). The maze was elevated 40 cm above the floor. During the test session, mice were recorded for 5 min on the apparatus and each mouse was placed onto the central platform facing one of the open arms. The maze was cleaned with 70% ethanol between subjects. The percentage of time spent in the open vs closed arms was scored through ANY- maze software. The elevated plus maze was conducted by an experimenter blind to the experimental groups.

#### Context fear conditioning (CFC)

Contextual fear conditioning was performed^90,95^. Chambers were cleaned between each animal with 70% ethanol. Video Freeze software version 3.0.0.0, (MedAssociates) automatically scored freezing and motion index/locomotor activity. 24 h following EPM test, mice underwent context fear conditioning. During acquisition, mice were exposed to the context for either a standard 3 min period^95^ followed by a 2 s (0.8 mA) foot shock or a subthreshold period of 20 s^55^ followed by a 2 s (0.8 mA) foot shock and mice were removed from the context 30 s following the footshock. Long-term memory for the context-shock association was tested the following day by re-exposing mice to the same context where they received a footshock the previous day (in absence of shock) where freezing was examined (see Figs. 4F, 5F). Freezing serves as an index of fear and therefore, high freezing values indicate memory for the context-shock association.

### Quantification and statistical analysis

Sample sizes in this study were similar to those generally used in the field, including those reported in previous publications^11,41,47,48,53^, although no statistical methods were used to predetermine sample sizes. Statistical analyses were performed using either one-way ANOVA (Figs. 1B, 1E, 1F, 2D, 3A–F, Figs. S1, S3 A, S7, S13), two-way ANOVA (Fig. S10A, B, Fig. S11A, B), repeated measures two-way ANOVA (Fig. S9A–D), or three-way ANOVA (Fig. 6H) followed by Tukey or Sidak- corrected *t* tests to compare individual groups or a two-tailed Student’s *t* test. Simple planned comparisons to assess discrimination index (DI) scores were conducted within group to compare training and test DI using Student’s *t* test (Figs. 3D, 4D, 5F). Two-way ANOVA had factors of Treatment and Day (Fig. S9A–D), Treatment and Arm (Fig. S10A, B) or Treatment and Bin (Fig. S10A, B); three-way ANOVA had factors of Age, Genotype and Sex (Fig. 6H). All statistics were performed with GraphPad Prism 8 software. Main effects and interactions for all ANOVA are described in the text. All analyses were two-tailed and required an α value of 0.05 for significance. Error bars in all figures represent SEM.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

The raw RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE208615. Human brain transcriptome data were obtained from the publicly available Genotype-Tissue Expression (GTEx) project [https://www.gtexportal.org/home/downloads/adult-gtex/bulk_tissue_expression]. The paper does not report original code. Source data are provided with this paper.

# Supplementary material for: Specific exercise patterns generate an epigenetic molecular memory window that drives long-term memory formation and identifies ACVR1C as a bidirectional regulator of memory in mice
**Source:** Nat Commun. 2024 May 7;15:3836. doi: 10.1038/s41467-024-47996-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental Information

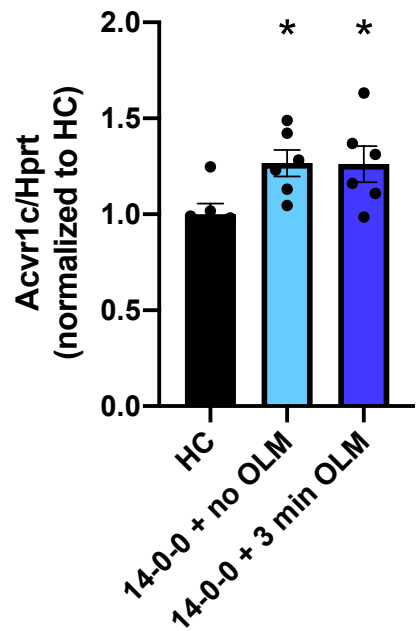

Figure S1. Exercise alone modulates *Acvr1c* mRNA levels in dorsal hippocampus. Independent 12-week-old mouse cohort (n=6 male mice/group) undergoing 14 days of exercise (14-0-0) and receiving either subthreshold 3 -minute object location memory (OLM) training or no training (home cage/HC). RT-qPCR data demonstrating greater *Acvr1c* mRNA abundance in dorsal hippocampus following 2-week exercise prior to training and in previous conditions (Figure 2D) where exercise facilitates learning relative to home cage controls. One-way ANOVA, Group ( $F_{(2,15)} = 4.22$ ,  $P = 0.035$ ). Dunnett's post hoc test: \* $P < 0.05$ , compared to home cage control. Normalization to home cage control. Data are presented as mean  $\pm$  SEM. Source data are provided as a Source Data file.

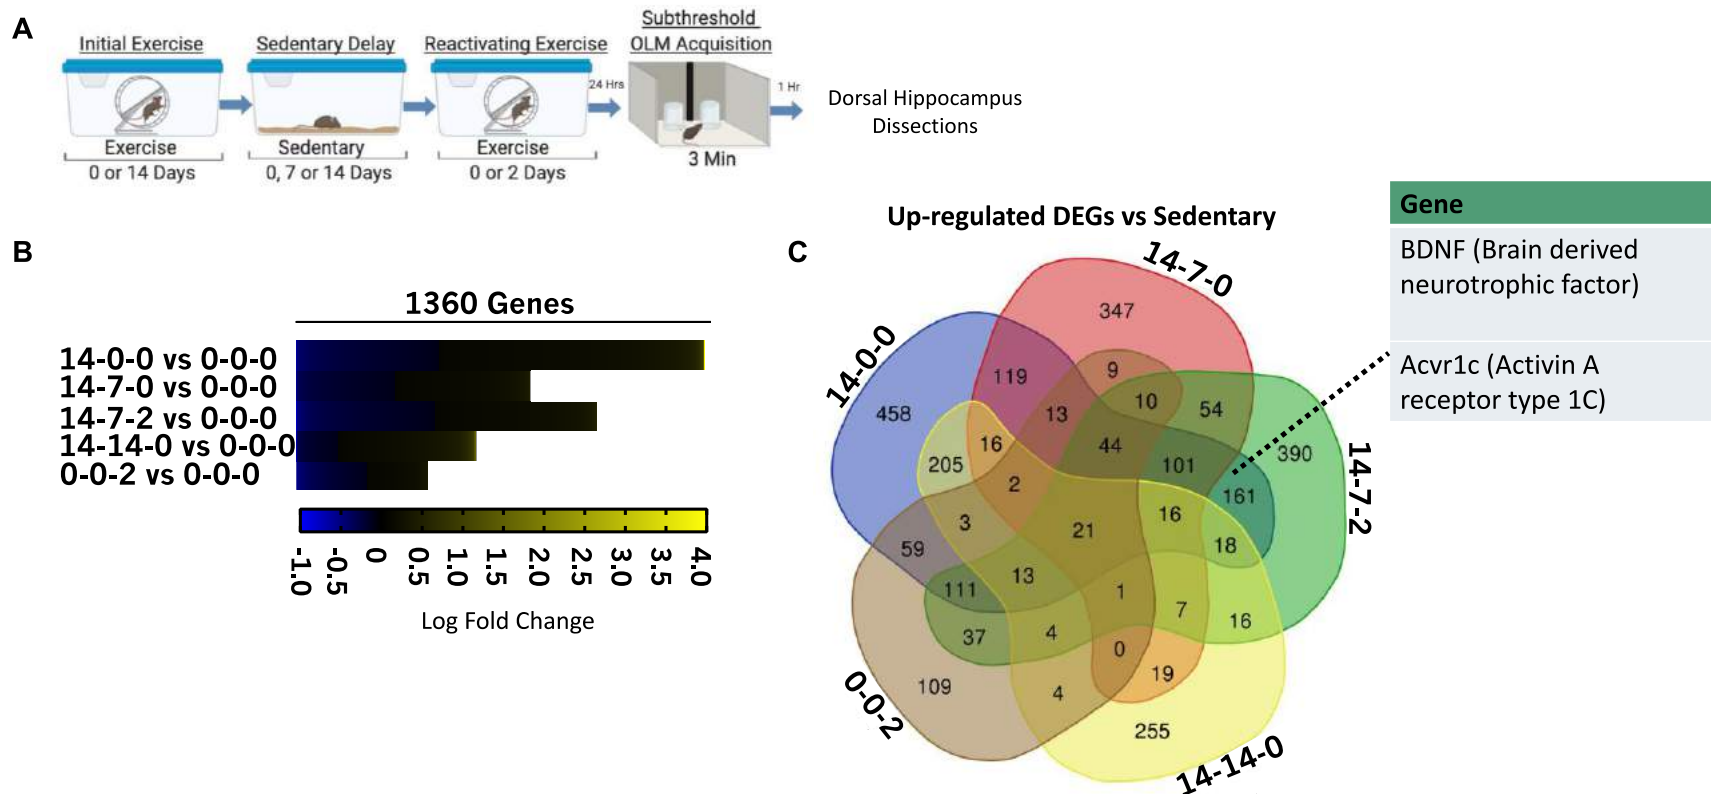

Figure S2. *Acvr1c* expression in hippocampus is induced during memory consolidation only under exercise conditions that facilitate memory encoding: linear regression approach. (A) Schematic of different exercise regimes prior to object location memory (OLM). Created with Biorender.com. (B) Heat map of genes differentially expressed in each condition compared to sedentary control (0-0-0) utilizing linear regression approach. Positive log fold change indicates up-regulated genes vs sedentary controls whereas negative log fold change refers to down-regulated genes. (C) Number of up-regulated differentially expressed genes (DEGs) in dorsal hippocampus compared to sedentary utilizing linear regression approach. *Acvr1c* and *Bdnf* are also up-regulated utilizing a linear regression model (as in Figure 2 utilizing Bayesian-regularized *t*-test model) in dorsal hippocampus only in conditions where exercise enabled learning under inadequate, subthreshold conditions (14-0-0 and 14-7-2).

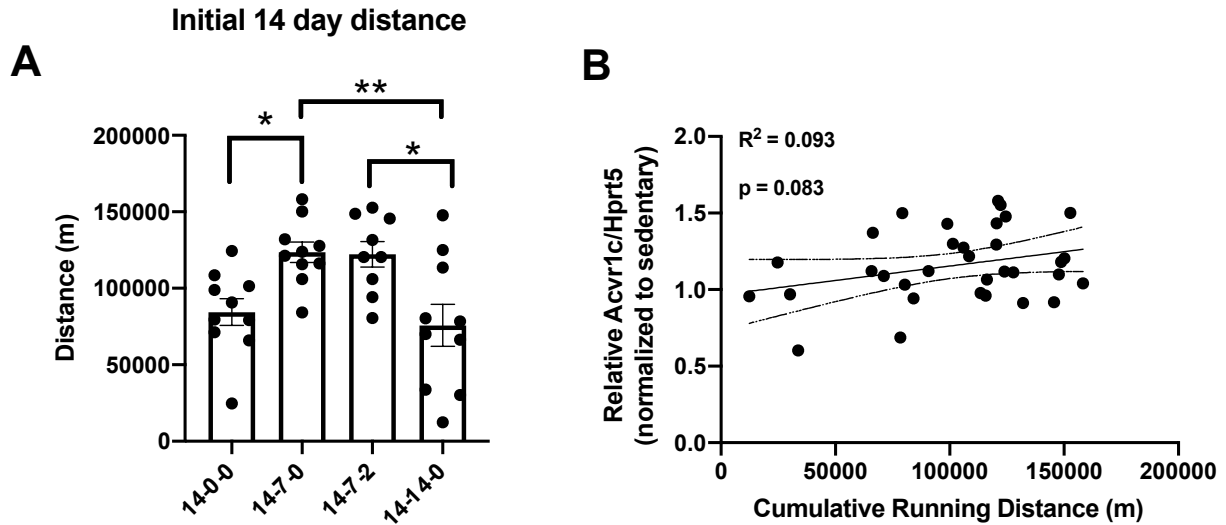

Figure S3. Running distance for initial 14-day period in each group used in RNA-sequencing studies. (A) Cumulative distance run by mice in specific exercise groups utilized in RNA-Seq for initial 14-day period. One-way ANOVA revealed a main effect of Group: ( $F_{(3,35)} = 6.46$ ,  $P < 0.001$ ). Tukey's post hoc test: \* $P < 0.05$ , \*\* $P < 0.01$ , (14-0-0:  $n=10$ , 14-7-0:  $n=10$ , 14-7-2:  $n=9$ , 14-14-0:  $n=10$ ). Data are presented as mean  $\pm$  SEM. (B) The overall regression was not statistically significant ( $R^2=0.093$ ,  $F(1,31)=3.209$ ,  $p=0.083$ ). The results of the regression indicated running distance explained 9.3% of the variation in relative *Acvr1c/Hprt* mRNA levels. Source data are provided as a Source Data file.

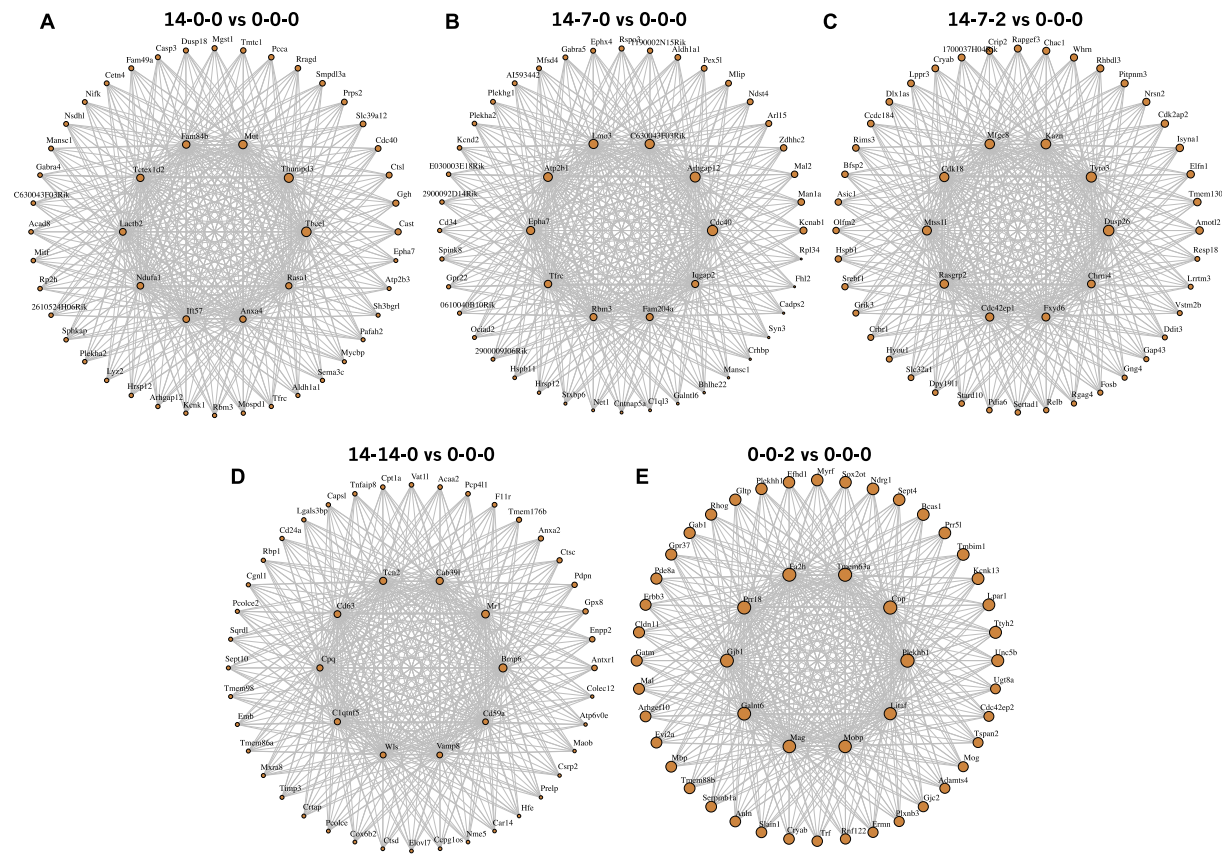

Figure S4. Gene coexpression network analysis. Gene coexpression network plot showing hub genes in the center. Comparisons refer to up-regulated genes compared with sedentary control for exercise groups 14-0-0 (A), 14-7-0 (B), 14-7-2 (C), 14-14-0 (D), 0-0-2 (E) in Figure 2.

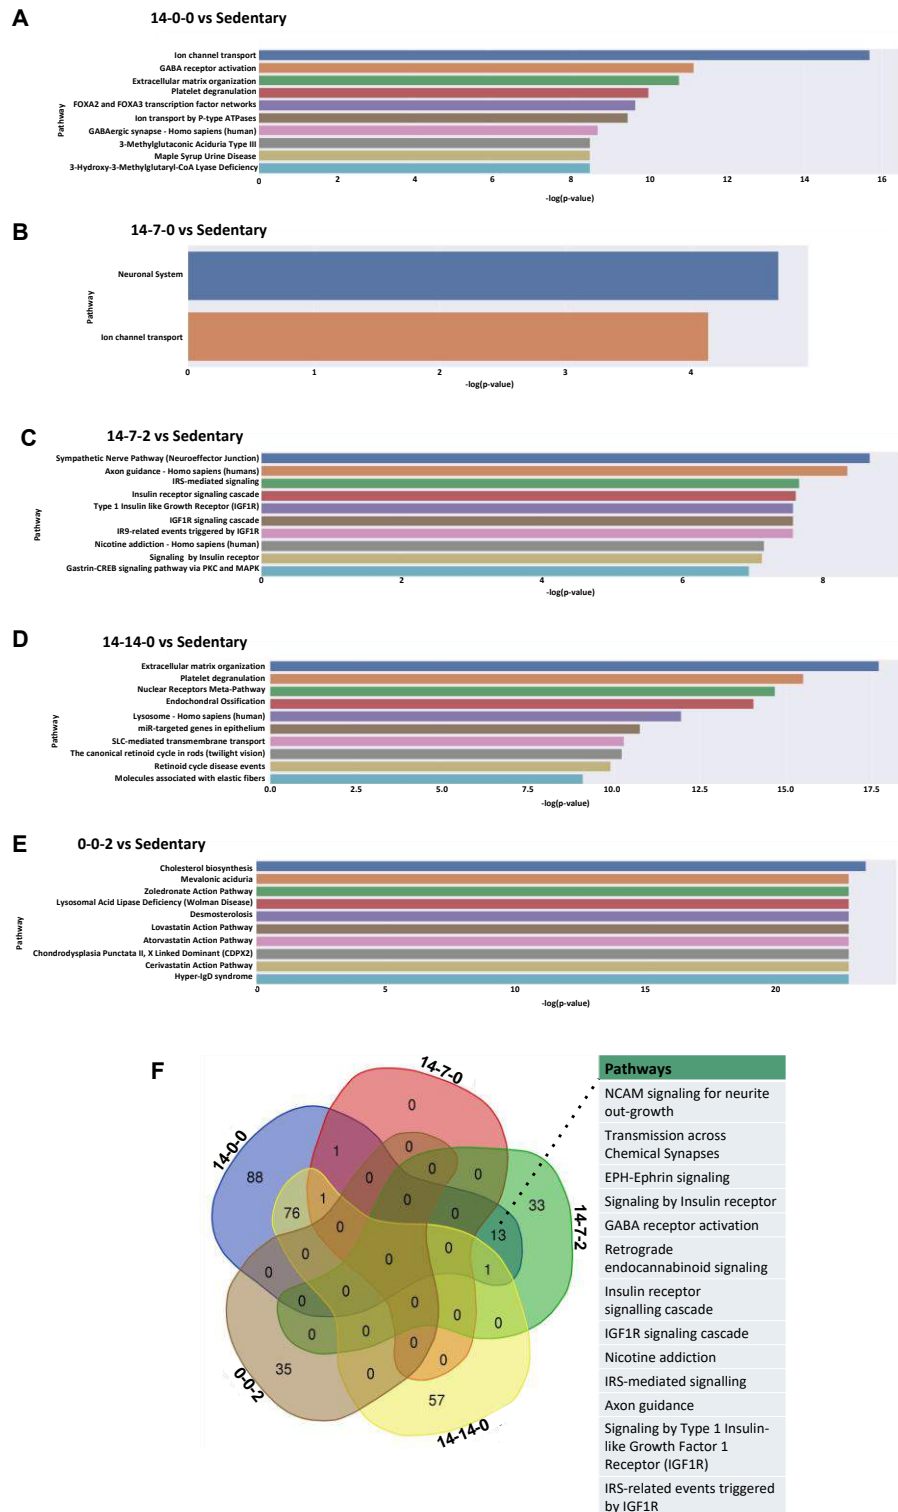

Figure S5. Predicted pathways altered by exercise. Top pathways of up-regulated DEGs compared with sedentary control for exercise groups 14-0-0 (A), 14-7-0 (B), 14-7-2 (C), 14-14-0 (D), 0-0-2 (E). (F) Number of top predicted pathways of up-regulated DEGs compared with sedentary control in Figure 2. Pathways from up-regulated DEGs in dorsal hippocampus only in conditions where exercise facilitates learning are displayed to the right.

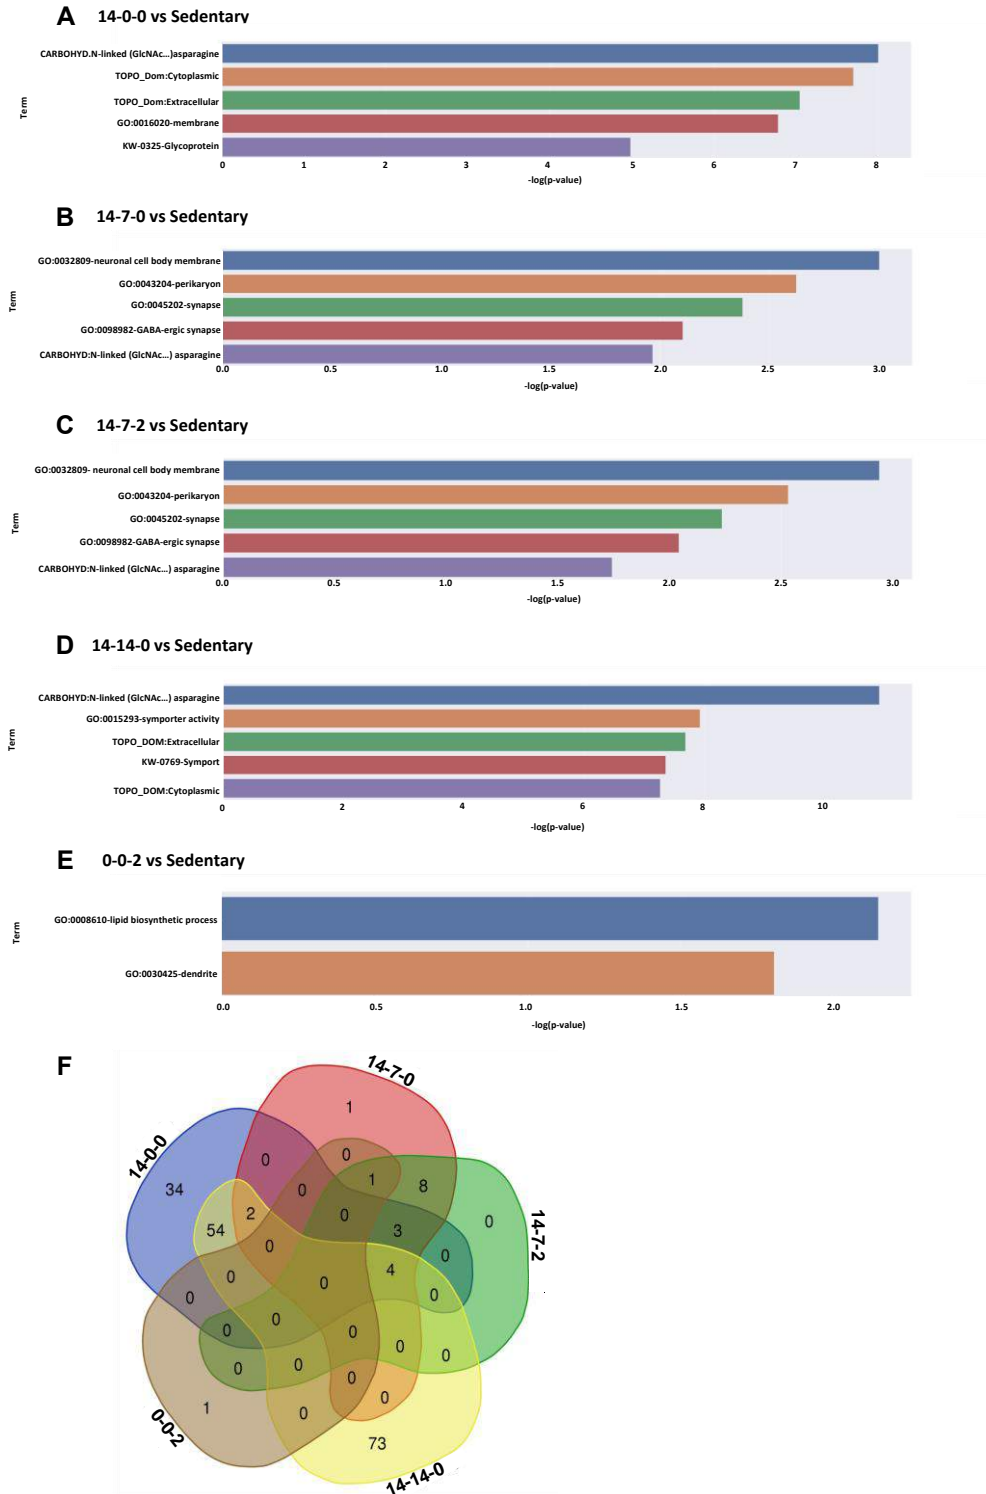

Figure S6. Predicted gene ontology (GO) enrichment analysis of cellular components altered by exercise. Top biological processes of up-regulated DEGs compared with sedentary control for exercise groups 14-0-0 (A), 14-7-0 (B), 14-7-2 (C), 14-14-0 (D), 0-0-2 (E). (F) Number of top GO terms of up-regulated DEGs compared with sedentary control. GO terms from up-regulated DEGs in dorsal hippocampus only in conditions where exercise facilitates learning are displayed to the right.

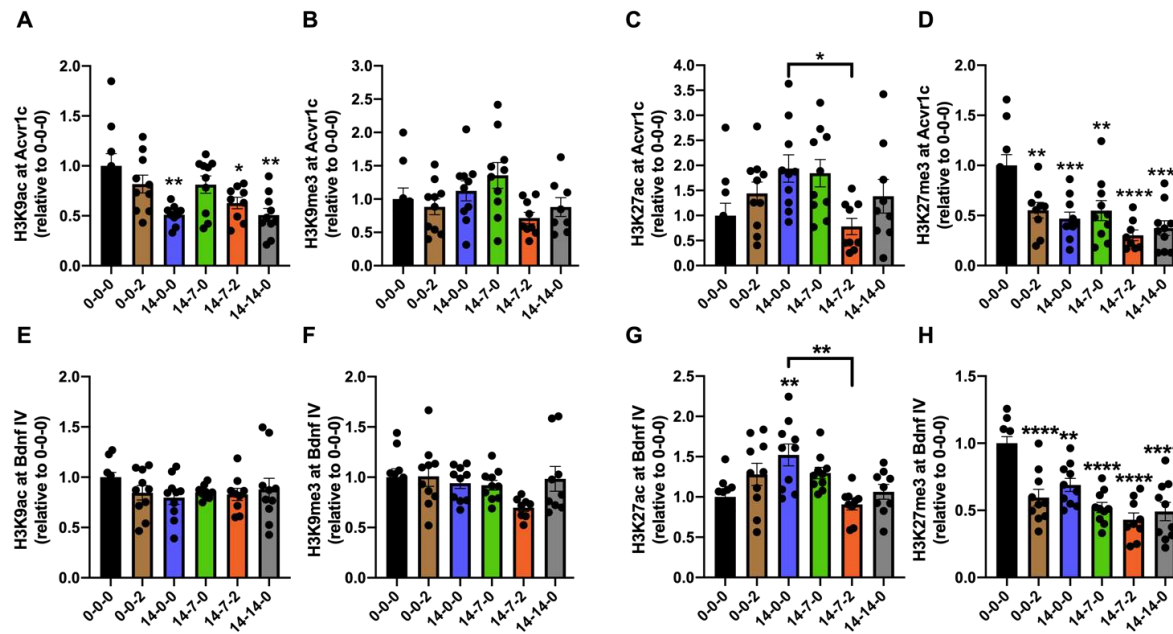

Figure S7. Exercise modulates epigenetic regulation of *Acvr1c* and *Bdnf* during consolidation and reveals a specific permissive signature. (A-D) Exercise does not impact (A) H3K9ac following sedentary delay periods: One-way ANOVA, Group ( $F_{(5,52)} = 5.68$ ,  $P = 0.0003$ ), (0-0-0:  $n=10$ , 0-0-2:  $n=10$ , 14-0-0:  $n=9$ , 14-7-0:  $n=10$ , 14-7-2:  $n=9$ , 14-14-0:  $n=10$ ). (B) H3K9me3: One-way ANOVA, Group ( $F_{(5,50)} = 2.31$ ,  $P = 0.0572$ ), (0-0-0:  $n=9$ , 0-0-2:  $n=10$ , 14-0-0:  $n=10$ , 14-7-0:  $n=10$ , 14-7-2:  $n=9$ , 14-14-0:  $n=8$ ) or (C) H3K27ac: One-way ANOVA, Group ( $F_{(5,52)} = 3.07$ ,  $P = 0.0167$ ), (0-0-0:  $n=10$ , 0-0-2:  $n=10$ , 14-0-0:  $n=10$ , 14-7-0:  $n=10$ , 14-7-2:  $n=9$ , 14-14-0:  $n=9$ ) occupancy at the *Acvr1c* promoter. (D) Minimal (2-day), (\*\* $P < 0.01$ ) or extensive (14-day), (\*\*\* $P < 0.001$ ) exercise remarkably reduces repressive H3K27me3 at the *Acvr1c* promoter. Notably, this reduction continues at the sedentary delay periods (7-day), (\*\* $P < 0.01$ ) and (14-day), (\*\*\*\* $P < 0.0001$ ) and following reactivating exercise (\*\*\*\* $P < 0.0001$ ): (One-way ANOVA, Group ( $F_{(5,51)} = 8.54$ ,  $P < 0.0001$ ), (0-0-0:  $n=10$ , 0-0-2:  $n=9$ , 14-0-0:  $n=10$ , 14-7-0:  $n=10$ , 14-7-2:  $n=8$ , 14-14-0:  $n=10$ ). Exercise does not impact (E) H3K9ac: One-way ANOVA, Group ( $F_{(5,53)} = 1.06$ ,  $P = 0.3893$ ), (0-0-0:  $n=10$ , 0-0-2:  $n=10$ , 14-0-0:  $n=10$ , 14-7-0:  $n=10$ , 14-7-2:  $n=9$ , 14-14-0:  $n=10$ ). (F) H3K9me3: One-way ANOVA, Group ( $F_{(5,51)} = 1.85$ ,  $P = 0.1181$ ), (0-0-0:  $n=10$ , 0-0-2:  $n=10$ , 14-0-0:  $n=10$ , 14-7-0:  $n=10$ , 14-7-2:  $n=8$ , 14-14-0:  $n=9$ ) or (G) H3K27ac: One-way ANOVA, Group ( $F_{(5,52)} = 4.98$ ,  $P = 0.0008$ ), (0-0-0:  $n=10$ , 0-0-2:  $n=10$ , 14-0-0:  $n=10$ , 14-7-0:  $n=10$ , 14-7-2:  $n=9$ , 14-14-0:  $n=9$ ) occupancy at the *Bdnf IV* promoter. (H) Remarkably, engagement in either minimal (2-day), (\*\*\*\* $P < 0.0001$ ) or extensive (14-day) (\*\* $P < 0.01$ ) exercise also reduces repressive H3K27me3 at the *Bdnf IV* promoter. Notably, this reduction also continues at the sedentary delay periods assessed (7-day), (\*\*\*\* $P < 0.0001$ ) and (14-day), (\*\*\*\* $P < 0.0001$ ) sedentary. Source data are provided as a Source Data file.

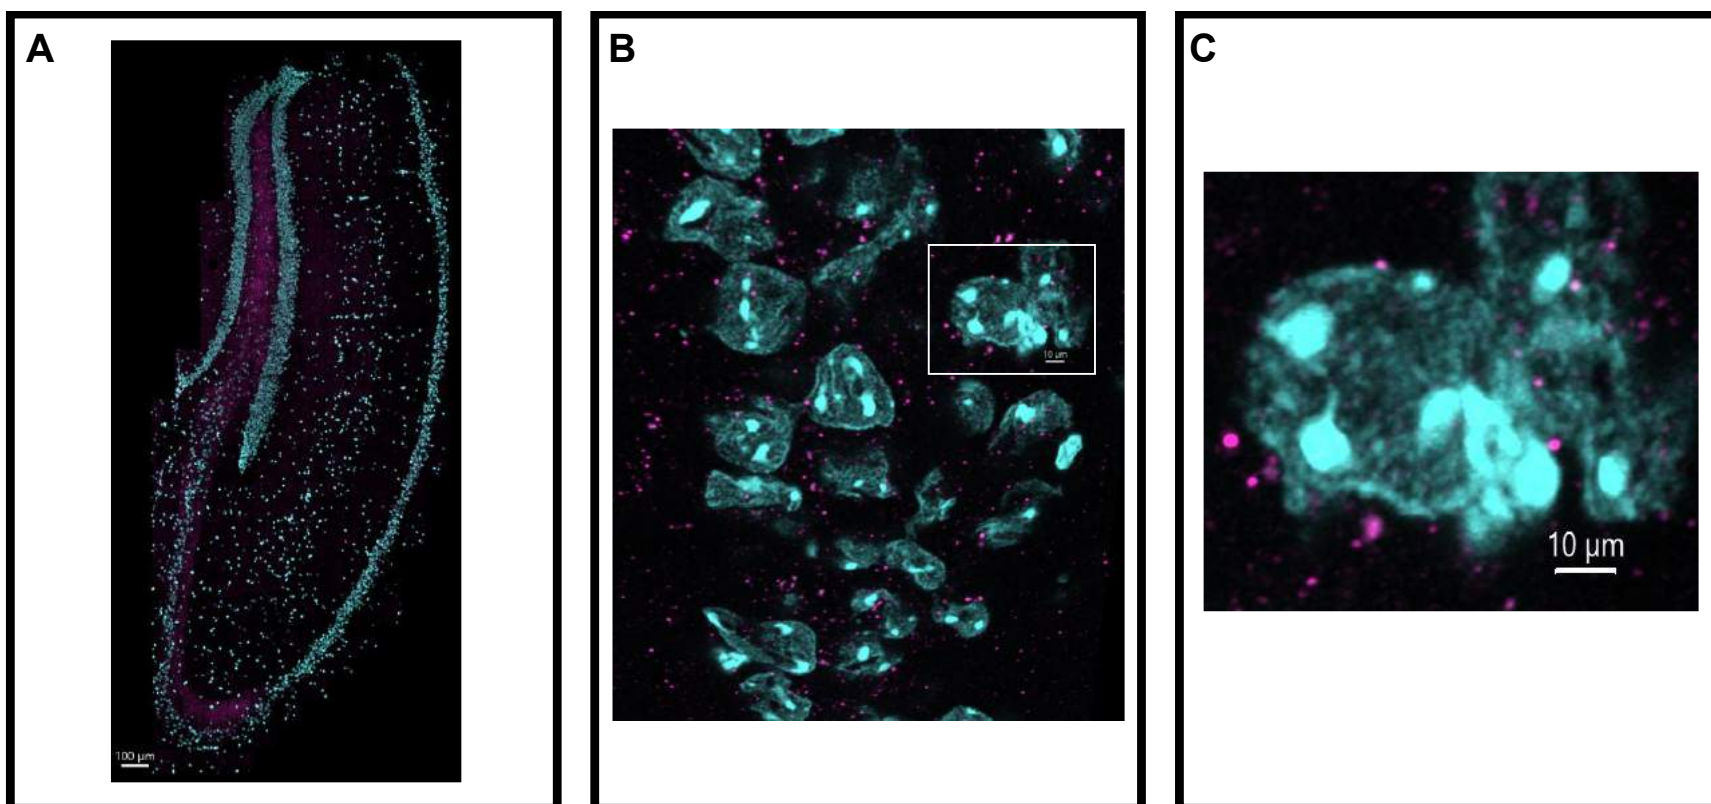

Figure S8. ACVR1C spread in dorsal hippocampus. (A) Immunofluorescent image of ACVR1C expression in the dorsal hippocampus of a young, 3-month-old male mouse. (B) ACVR1C expression in area CA1 of the dorsal hippocampus. (C) 60x magnification outcropping from panel B (white box) displaying ACVR1C expression in CA1. Source data are provided as a Source Data file.

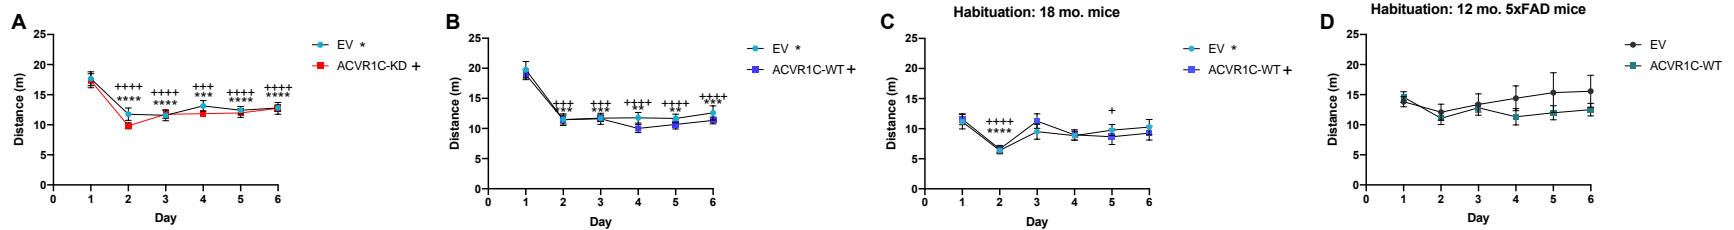

Figure S9. *Acvr1c* manipulation has no effect on movement and all groups habituate to the context prior to OLM training. (A) Total distance traveled during each day of OLM habituation for mice in Figure 4. Mice from both groups habituate to the context (Repeated measures Two-way ANOVA: Day: (5,85)=22.88,  $P < 0.0001$ ). Group differences in distance travelled are not observed Group: (1,17)=0.70,  $P = 0.414$ , Interaction: (5,85)=0.66,  $P = 0.653$ ; Tukey's post hoc test: \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , (empty vector (EV):  $n=9$ , ACVR1C-kinase dead (ACVR1C-KD):  $n=10$ ). (B) Total distance traveled during each day of OLM habituation for mice in Figure 5. Mice from both groups habituate to the context (Repeated measures Two-way ANOVA: Day: (3.22, 58)=45.45,  $P < 0.0001$ ). Group differences in distance travelled were not observed Group: (1,18)=0.803,  $P = 0.382$ , Interaction: (5,90)=0.482,  $P = 0.788$ ; Tukey's post hoc test: \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , (EV:  $n=11$ , ACVR1C wild type (ACVR1C-WT):  $n=9$ ). (C) Total distance traveled during each day of OLM habituation for 18 mo. C57 mice in Figure 6. Mice from both groups habituate to the context as indicated by lower exploration on day 2 relative to day 1 for the EV group and lower exploration on day 2 and 5 in the ACVR1C-WT mice (Repeated measures Two-way ANOVA: Day: (5,60)=11.70,  $P < 0.0001$ ). Group differences in distance travelled were not observed Group: (1,12)=0.003,  $P = 0.951$ , Interaction: (5,60)=1.17,  $P = 0.332$ ; Tukey's post hoc test: \* $P < 0.05$ , \*\*\*\* $P < 0.0001$ , (EV:  $n=7$ , ACVR1C-WT:  $n=7$ ). (D) Total distance traveled during each day of OLM habituation for 12 mo. 5xFAD mice in Figure 6. Mice from both groups show no change in distance travelled across habituation days (Repeated measures Two-way ANOVA: Day: (5,105)=1.15,  $P = 0.18$ ). Group differences in distance travelled were not observed Group: (1,21)=0.99,  $P = 0.32$ , Interaction: (5,105)=1.17,  $P = 0.32$ , (EV:  $n=10$ , ACVR1C-WT:  $n=13$ ). Data are presented as mean  $\pm$  SEM. Source data are provided as a Source Data file.

**A**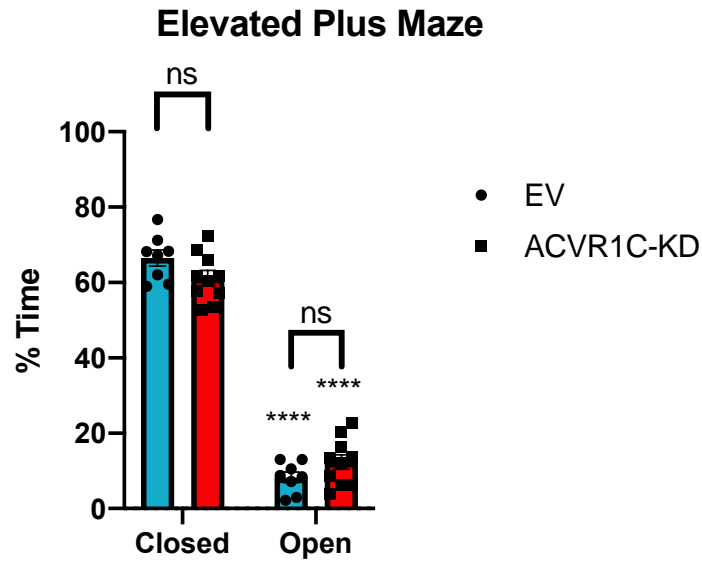**B**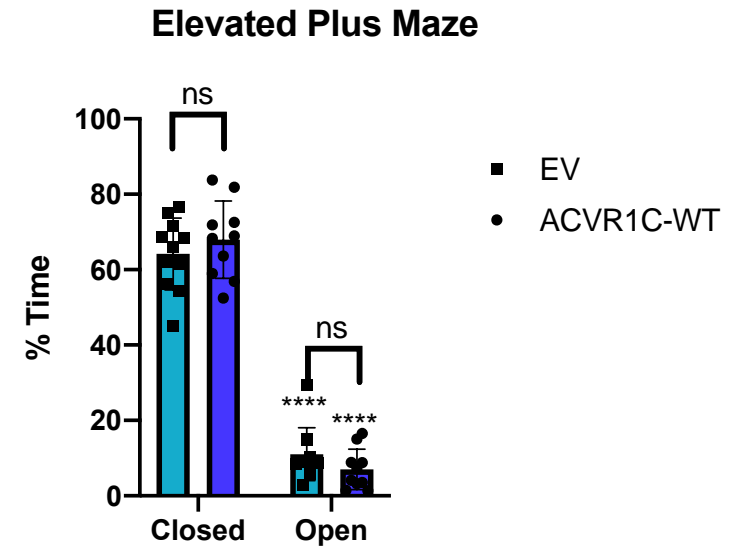

Figure S10. *Acvr1c* manipulation has no effect on anxiety. (A) Animals from Figure 3 were tested in the elevated plus maze. Both groups show similar levels of anxiety, as indicated by the percentage of time spent in the closed and open arms (Repeated measures two-way ANOVA: Group: (1,17)= 0.377,  $P = 0.546$ ), Arm: (1,17)= 529.6,  $P < 0.0001$ , Interaction: (1,17)= 5.010,  $P = 0.038$ ); (empty vector (EV):  $n=8$ , ACVR1C kinase-dead (ACVR1C-KD):  $n=10$ ). Sidak post hoc test: \*\*\*\* $P < 0.0001$  compared with closed. (B) Animals from Figure 4 were tested in the elevated plus maze. Both groups show similar levels of anxiety, as indicated by the percentage of time spent in the closed and open arms (Repeated measures two-way ANOVA: Group: (1,38)= 0.002,  $P = 0.956$ ), Arm: (1,38)= 497.4,  $P < 0.0001$ , Interaction: (1,38)= 2.296,  $P = 0.138$ ); (EV:  $n=11$ , ACVR1C wild type (ACVR1C-WT):  $n=10$ ). Sidak post hoc test: \*\*\*\* $P < 0.0001$  compared with closed. Data are presented as mean  $\pm$  SEM. Source data are provided as a Source Data file.

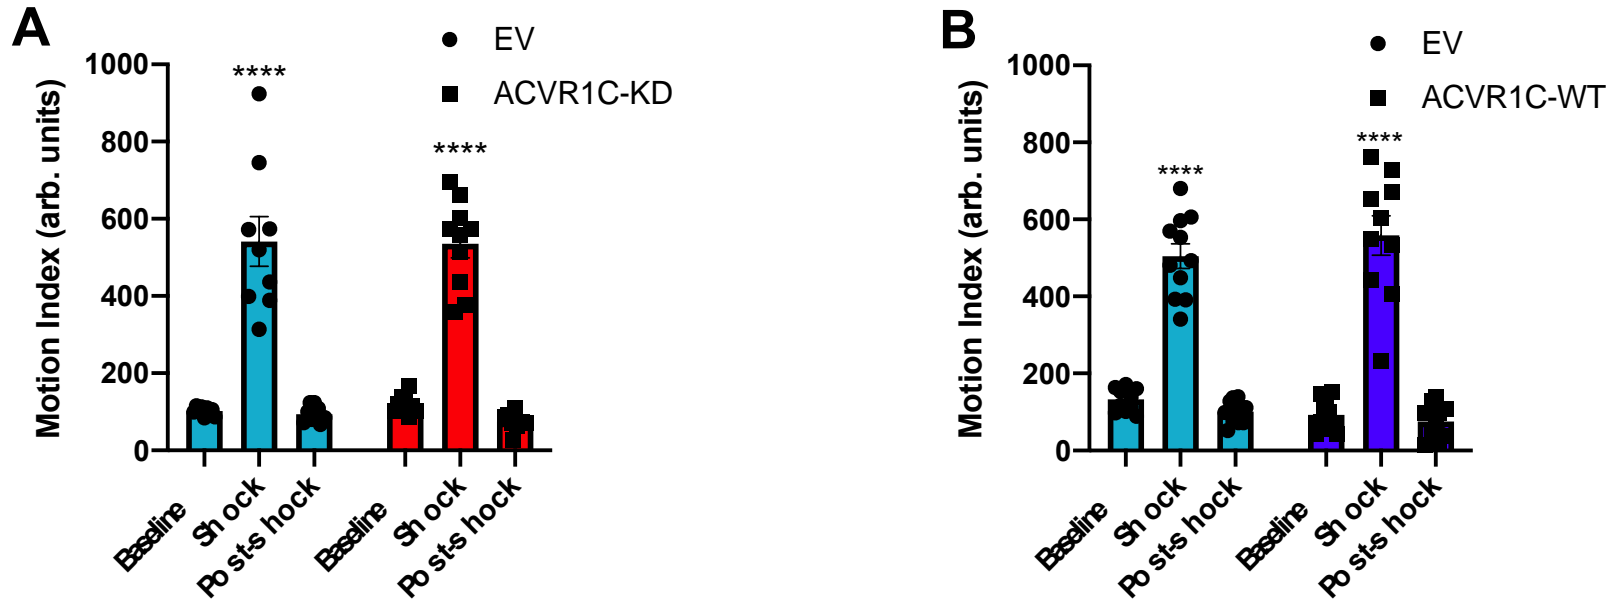

Figure S11. *Acvr1c* manipulation has no effect on shock reactivity. (A) Groups from Figure 4 are similarly reactive to shock onset during fear conditioning (Two-way ANOVA: Bin: (2,34)= 135.1,  $P < 0.0001$ ), Group: (1,17)= 0.013,  $P = 0.908$ ), Interaction: (2,34)= 0.167,  $P = 0.846$ ); (empty vector (EV):  $n=9$ , ACVR1C kinase-dead (ACVR1C-KD):  $n=10$ ); Tukey's post hoc test: \*\*\*\* $P < 0.0001$ . (B) Groups from Figure 5 are similarly reactive to shock onset during fear conditioning (Two-way ANOVA: Bin: (2,38)= 195.9,  $P < 0.0001$ ), Group: (1,19)= 0.030,  $P = 0.863$ ), Interaction: (2, 38)= 1.997,  $P = 0.149$ ); (EV:  $n=11$ , ACVR1C-WT:  $n=10$ ); Tukey's post hoc test: \*\*\*\* $P < 0.0001$ . Baseline refers to the motion occurring before the shock, Shock refers to the motion during the 2 second footshock, and post-shock refers to the motion during the 30 seconds following the shock. Data are presented as mean  $\pm$  SEM. Source data are provided as a Source Data file.

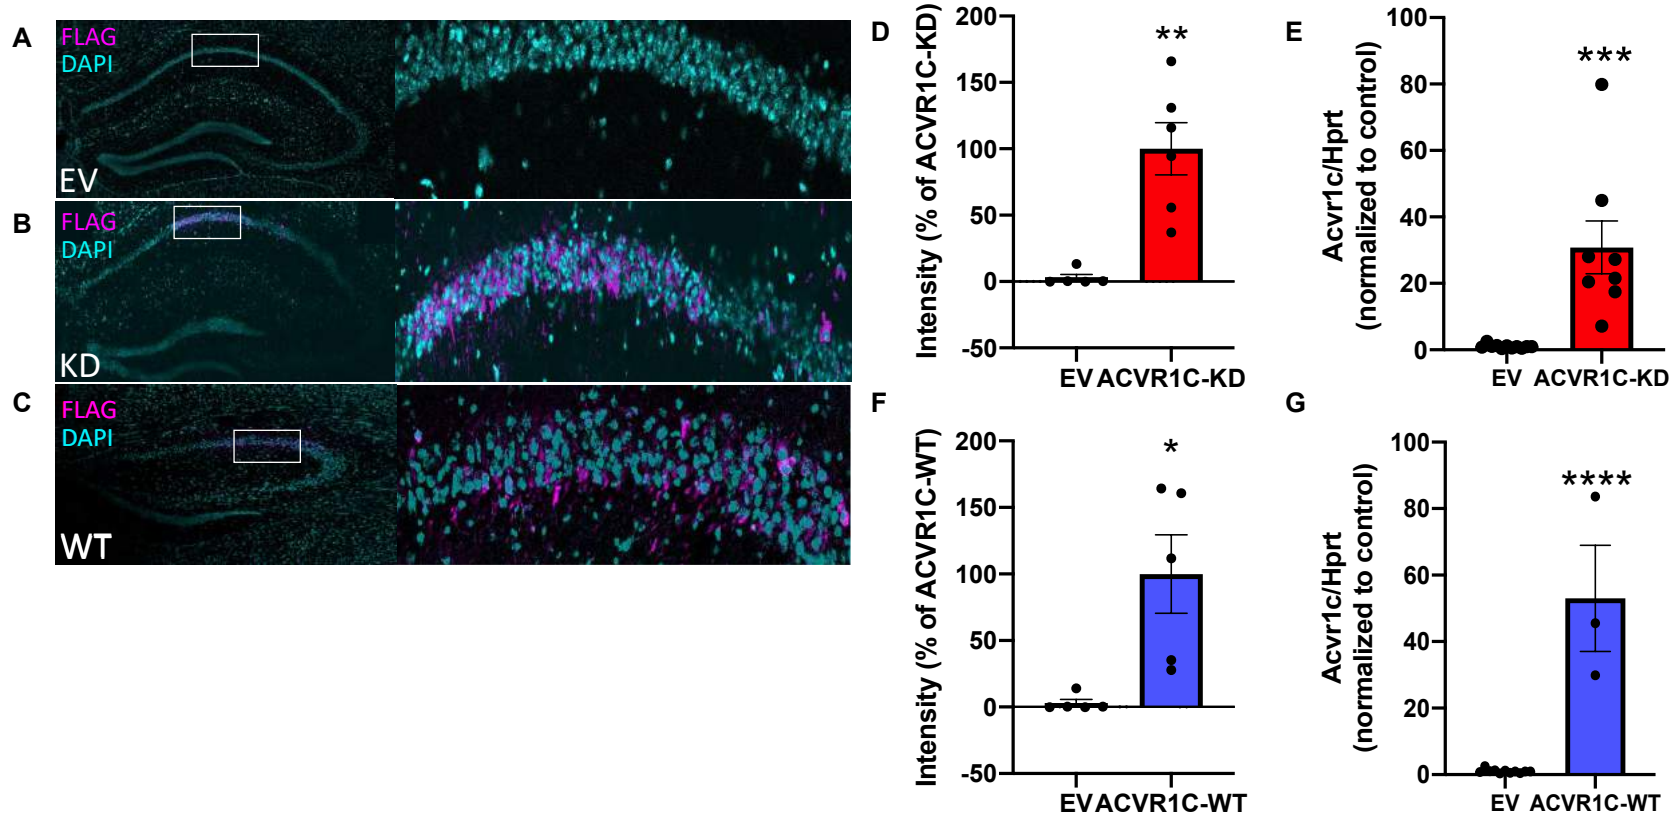

Figure S12. *Acvr1c* disruption or overexpression in the dorsal hippocampus. (A) Representative immunofluorescence images of FLAG (magenta) expression in adult mice injected with control virus (AAV1-CMV-V5), (B) *Acvr1c* kinase-dead mutant construct (AAV1-CMV-mAc-3flag) or (C) overexpressing *Acvr1c* (AAV1-CMV-mAcvr1c-3flag). Cell bodies were counterstained with DAPI (teal). (D) Mean intensity of FLAG immunofluorescence sampled from CA1 (normalized to background). FLAG expression was significantly enhanced in mice overexpressing the *Acvr1c* kinase-dead construct compared to AAV-EV controls independent two-sample *t*-test (two-tailed): ( $t(9)=4.459$ ,  $P=0.001$ ), (EV:  $n=5$ , ACVR1C kinase-dead (ACVR1C-KD):  $n=6$ ). (E) *Acvr1c* mRNA expression in the dorsal hippocampus. *Acvr1c* was significantly enhanced in mice overexpressing the *Acvr1c* kinase-dead construct compared to AAV-EV controls independent two-sample *t*-test (two-tailed): ( $t(17)=4.433$ ,  $P=0.0004$ ), (EV:  $n=11$ , ACVR1C-KD:  $n=8$ ). (F) FLAG expression was significantly enhanced in mice overexpressing the wildtype *Acvr1c* construct compared to AAV-EV controls independent two-sample *t*-test (two-tailed): ( $t(8)=3.282$ ,  $P=0.011$ ), (EV:  $n=5$ , ACVR1C- wild type (ACVR1C-WT):  $n=5$ ). (G) *Acvr1c* mRNA expression in the dorsal hippocampus. *Acvr1c* was significantly enhanced in mice overexpressing the wildtype *Acvr1c* construct compared to AAV-EV controls independent two-sample *t*-test (two-tailed): ( $t(12)=7.071$ ,  $P=0.0001$ ), (EV:  $n=11$ , ACVR1C-WT:  $n=3$ ). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Data are presented as mean ± SEM. Source data are provided as a Source Data file.

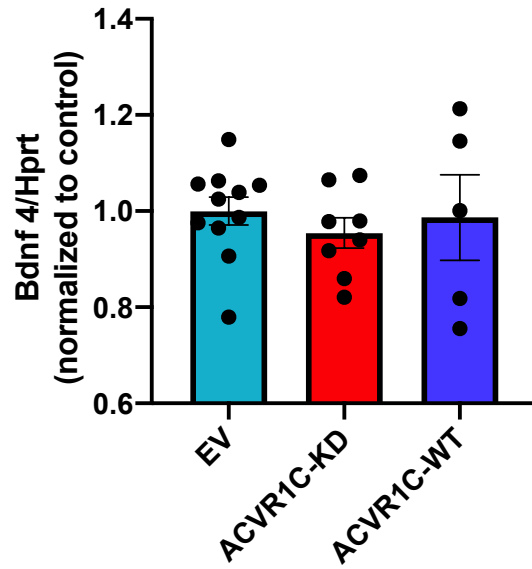

Figure S13. ACVR1C manipulation does not impact *Bdnf IV* mRNA levels. RT-qPCR data demonstrating no change in *Bdnf IV* in dorsal hippocampus following overexpression with the ACVR1C kinase dead (ACVR1C-KD) or wildtype (ACVR1C-WT) constructs One-way ANOVA, Group ( $F_{(2,21)} = 0.33$ ,  $P = 0.721$ ), (EV:  $n=11$ , ACVR1C-KD:  $n=8$ , ACVR1C-WT:  $n=5$ ). Data are presented as mean  $\pm$  SEM. Source data are provided as a Source Data file.

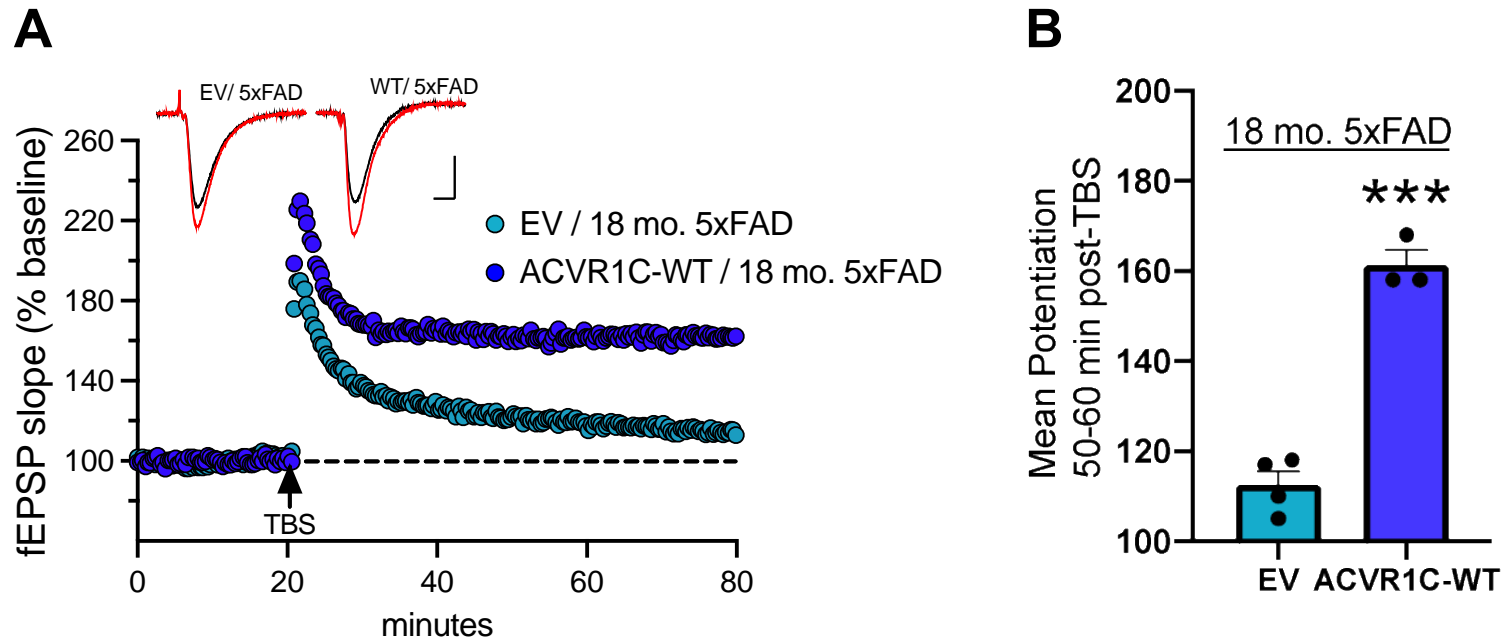

Figure S14. Age and AD-related impairments in hippocampus-dependent synaptic plasticity are ameliorated by overexpressing ACVR1C. (A) LTP as mean  $\pm$  SEM fEPSP slope as percentage of baseline overtime (ACVR1C- wild type (ACVR1C-WT)/5xFAD;  $n=3$  mice, 6 slices, empty vector (EV)/5xFAD;  $n=4$  mice, 8 slices). Inset; representative traces collected during baseline (black line) and 60 min post-theta burst stimulation (TBS) (red line) from ACVR1C-WT/5xFAD and EV/5xFAD group. Scale = 1mV/5ms. (B) Mean  $\pm$  SEM level of potentiation 50-60 min post TBS showing ACVR1C overexpression enhances LTP in slices from 18 mo. 5xFAD mice relative to EV control independent two-sample  $t$ -test (two-tailed): ( $t(5)=10.67$ ,  $P=0.0001$ ). \*\*\* $P < 0.001$ . Source data are provided as a Source Data file.

| <b>DEGs Up-regulated during consolidation only under conditions where exercise facilitated memory formation (14-0-0 and 14-7-2) vs. Sedentary control: (Bayesian-regularized t-test model)</b> |                      |                   |                          |                      |                   |                          |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------|-------------------|--------------------------|----------------------|-------------------|--------------------------|
| <b>Gene</b>                                                                                                                                                                                    | <b>14-0-0 (Mean)</b> | <b>Sed (Mean)</b> | <b>Fold change (Log)</b> | <b>14-7-2 (Mean)</b> | <b>Sed (Mean)</b> | <b>Fold change (Log)</b> |
| Neurod6                                                                                                                                                                                        | 165.9588             | 149.506565        | 0.10439926               | 165.2967             | 149.50657         | 0.100401736              |
| Ppp1r1a                                                                                                                                                                                        | 72.73144             | 59.13207          | 0.207000336              | 77.43649             | 59.13207          | 0.2696847                |
| Cnksr2                                                                                                                                                                                         | 66.44482             | 57.740174         | 0.140418641              | 67.90284             | 57.740174         | 0.162124672              |
| Btbd3                                                                                                                                                                                          | 105.57756            | 88.91967          | 0.171712471              | 107.30188            | 88.91967          | 0.187912793              |
| Necab3                                                                                                                                                                                         | 13.48469             | 10.884601         | 0.21420593               | 14.20219             | 10.884601         | 0.26604714               |
| Rragd                                                                                                                                                                                          | 32.91871             | 27.17786          | 0.191638518              | 33.00002             | 27.17786          | 0.194105496              |
| Gabra4                                                                                                                                                                                         | 40.97199             | 34.44417          | 0.17354891               | 41.47379             | 34.44417          | 0.185721909              |
| Npy1r                                                                                                                                                                                          | 15.84094             | 13.284606         | 0.175991807              | 16.509679            | 13.284606         | 0.217340894              |
| Ano3                                                                                                                                                                                           | 45.62066             | 38.223216         | 0.176917604              | 44.27575             | 38.223216         | 0.146994043              |
| Rasgrp1                                                                                                                                                                                        | 211.7399             | 186.27571         | 0.128130747              | 218.3022             | 186.27571         | 0.158652453              |
| Kcnj3                                                                                                                                                                                          | 49.64485             | 42.00452          | 0.167117427              | 49.76588             | 42.00452          | 0.169552377              |
| Epha4                                                                                                                                                                                          | 112.7867             | 95.79207          | 0.163318519              | 115.9606             | 95.79207          | 0.191070573              |
| Acvr1c                                                                                                                                                                                         | 4.856885             | 3.451439          | 0.34160604               | 4.84239              | 3.451439          | 0.338617155              |
| Fgf13                                                                                                                                                                                          | 146.1576             | 122.81474         | 0.17400845               | 150.4445             | 122.81474         | 0.202917204              |
| Robo2                                                                                                                                                                                          | 17.88978             | 15.16782          | 0.165053522              | 17.81961             | 15.16782          | 0.161123458              |
| Sprn                                                                                                                                                                                           | 101.24211            | 85.57845          | 0.168081278              | 103.65588            | 85.57845          | 0.191643068              |
| Synpr                                                                                                                                                                                          | 102.36603            | 83.57193          | 0.202847221              | 99.8834              | 83.57193          | 0.178295808              |
| Zbtb18                                                                                                                                                                                         | 257.2488             | 222.53637         | 0.144953161              | 260.5942             | 222.53637         | 0.157873859              |
| Bdnf                                                                                                                                                                                           | 23.77175             | 18.205906         | 0.266751854              | 21.66434             | 18.205906         | 0.173921544              |
| Rasa1                                                                                                                                                                                          | 22.63607             | 18.620784         | 0.195266275              | 22.24507             | 18.620784         | 0.177842035              |
| Fam49a                                                                                                                                                                                         | 75.1823              | 64.17484          | 0.158304597              | 74.25388             | 64.17484          | 0.145878799              |

Table S1. Table containing the full list of Up-regulated differentially expressed genes (DEGs) in dorsal hippocampus during consolidation only under conditions when exercise facilitated memory formation (14-0-0 and 14-7-2) vs sedentary control utilizing the Bayesian-regularized t-test model.

| Alignment Rate | Sample       | Total Reads |
|----------------|--------------|-------------|
| 95.00%         | L1-P1-CGATGT | 40753418    |
| 95.70%         | L1-P2-TGACCA | 40074824    |
| 95.30%         | L1-P3-ATGTCA | 53028705    |
| 95.50%         | L1-P4-ACAGTG | 36476189    |
| 94.50%         | L1-P5-GCCAAT | 34408369    |
| 95.90%         | L1-P6-CAGATC | 49603649    |
| 95.50%         | L1-P7-CTTGTA | 24322516    |
| 94.50%         | L1-P8-AGTCAA | 45743178    |
| 95.40%         | L1-P9-AGTTCC | 43099144    |
| 87.30%         | L2-P1-CGATGT | 45182354    |
| 89.60%         | L2-P2-AGTTCC | 47897099    |
| 90.90%         | L2-P3-TGACCA | 48138470    |
| 88.40%         | L2-P4-ACAGTG | 20104166    |
| 91.30%         | L2-P5-GCCAAT | 35679348    |
| 91.40%         | L2-P6-CAGATC | 46982779    |
| 93.30%         | L2-P7-CTTGTA | 47681468    |
| 94.00%         | L2-P8-AGTCAA | 39159605    |
| 95.00%         | L2-P9-ATGTCA | 39393770    |
| 88.60%         | L3-P1-AGTCAA | 40643499    |
| 93.00%         | L3-P2-AGTTCC | 37308498    |
| 85.90%         | L3-P3-CGATGT | 48144379    |
| 93.80%         | L3-P4-TGACCA | 39448761    |
| 92.90%         | L3-P5-ACAGTG | 41796466    |
| 89.00%         | L3-P6-GCCAAT | 49344860    |
| 93.70%         | L3-P7-CAGATC | 47906905    |
| 94.00%         | L3-P8-ATGTCA | 33280147    |
| 90.10%         | L3-P9-CTTGTA | 35201528    |
| 92.60%         | L4-P1-CTTGTA | 30993955    |
| 87.90%         | L4-P2-AGTCAA | 40496994    |
| 88.60%         | L4-P3-CGATGT | 51086283    |
| 89.80%         | L4-P4-AGTTCC | 76603517    |
| 91.90%         | L4-P5-TGACCA | 45351292    |
| 88.70%         | L4-P6-ACAGTG | 1024840     |
| 92.30%         | L4-P7-GCCAAT | 61907597    |
| 91.20%         | L4-P8-ATGTCA | 31986059    |
| 90.70%         | L4-P9-CAGATC | 30862836    |
| 95.00%         | L5-P1-CAGATC | 36904459    |
| 94.90%         | L5-P2-CTTGTA | 41166334    |
| 95.00%         | L5-P3-AGTCAA | 35158289    |
| 95.30%         | L5-P4-AGTTCC | 21229393    |
| 94.70%         | L5-P5-CGATGT | 47975500    |
| 94.30%         | L5-P6-TGACCA | 44426989    |

Table S2. Table containing the number of reads and alignment rate for each sequencing sample.

# Supplementary material for: Specific exercise patterns generate an epigenetic molecular memory window that drives long-term memory formation and identifies ACVR1C as a bidirectional regulator of memory in mice
**Source:** Nat Commun. 2024 May 7;15:3836. doi: 10.1038/s41467-024-47996-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All data were collected with software that is commercially available and are reported in the methods. Voluntary wheel running was monitored via an 86110 Sensor/Counter plugged into a central interface connected to a dedicated PC with Scurry Activity Monitoring Software (Lafayette Instrument, model 86165). Object location memory and elevated plus maze exploratory behavior was recorded and was analyzed through ANY-maze tracking software (version 4.99), (Stoelting Co.). Video Freeze software (version 3.0.0.0), (MedAssociates) automatically collected and scored freezing and motion index/locomotor activity for context fear conditioning experiments. LTP data were collected and digitized by NAC 2.0 Neurodata Acquisition System (Theta Burst).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | Data were analyzed with open-source and commercially available code. Descriptions of analyses used are included in the methods. When appropriate, published descriptions of the methods with full references are included. Object location memory and elevated plus maze exploratory behavior was recorded and was analyzed through ANY-maze tracking software (version 4.99), (Stoelting Co.). Video Freeze software (MedAssociates) automatically scored freezing and motion index/locomotor activity for context fear conditioning experiments. Data were collected and digitized by NAC 2.0 Neurodata Acquisition System (Theta Burst). The RNA-seq data for each library were post-processed to produce FastQ files, then demultiplexed and filtered using both Illumina software CASAVA 1.8.2 as well as in-house software. Alignment to the reference genome and transcriptome: the reads from each replicate experiment were separately aligned to the reference genome and corresponding transcriptome using the short-read aligners ELAND v2e (Illumina) and Bowtie. Gene expression and differential analysis:FastQ files are processed through standard Tuxedo protocol outputting FPKM values for each gene of each replicate. Differential analysis of gene expression is conducted with Cyber-T, an analysis program using Bayesian-regularized t-test. Enrichment of each group for Gene Ontology terms, and KEGG pathways was assessed using DAVID, based on differentially expressed genes after learning. Data visualization was performed using 'matplotlib' for python and 'ggplot' for R. All other statistics were performed with GraphPad Prism 8 software. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw RNA sequencing data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE208615 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208615>]. Source data are provided with this paper. Human brain transcriptome data were obtained from the publicly available Genotype-Tissue Expression (GTEx) project [[https://www.gtexportal.org/home/downloads/adult-gtex/bulk\\_tissue\\_expression](https://www.gtexportal.org/home/downloads/adult-gtex/bulk_tissue_expression)]. The paper does not report original code.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We used published data to determine an optimal n for our behavioral, electrophysiology, and RNA-Seq studies (Vogel-Ciernia et al., 2013; White et al., 2016; Kwapis et al., 2018). Sample size is reported in the legends and methods.                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions | In order to ensure that mice included in analyses adequately explored the objects, mice were excluded from behavioral studies if object exploration did not occur for a combined period of at least 2s on training day (3 or 10 minute training session) or a combined period of 3s on test day (5 minute training session). To ensure that test scores were attributed to how well mice learned rather than object preference alone, mice that had a preference for object location on training day (DI of +/- 20) were also excluded from the study. Grubbs test was used as a method to exclude behavioral outliers (with a P value threshold of 0.05). |
| Replication     | Each experiment was replicated successfully in at least two independent groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | All mice/samples in this study were randomly assigned to experimental or control groups. All treatments were administered in an alternating manner. Control and experimental groups of mice were always run together in behavioral studies to ensure that cohorts of mice were counterbalanced.                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | Allocation of animals receiving viral injections with each age group was randomly assigned. Experimenters were blinded to genotype/experimental group before and during all behavioral experiments. Experimenters were blinded to groups during scoring of behavioral data and tissue collection. For electrophysiology studies, mice within each group were randomly allocated following cessation of behavior.                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

The following antibodies were used in this study: Immunohistochemistry: Flag (1:500, Cell Signaling, ab14793, clone #: D6W5B); goat anti-rabbit Atto 488 (1:500, Sigma, ab18772); Acvr1c (1:100, LS Bio, LS-C119149-50). Chromatin Immunoprecipitation: chromatin was immunoprecipitated overnight with 2ug of anti-H3K27Ac (Abcam ab4729), 10 ul of anti-H3K27Me3 (Cell Signaling #9733, clone #: C36B11), 2ug of anti-H3K9Me3 (Abcam ab176916, clone #: EPR16601) or 10ul of anti-H3k9Ac (Cell Signaling #9649S, clone #: C5B11) or an equivalent amount of anti-rabbit IgG (negative control, Abcam ab171870).

### Validation

All antibodies were validated for the species and applications indicated by the manufacturer. Flag antibody Cell Signaling, ab14793, clone #: D6W5B is a monoclonal antibody produced by immunizing animals with a synthetic DYKDDDDK peptide. It is reactive with human, mouse, rat, hamster, monkey, virus, mink, chicken, D. melanogaster, xenopus, zebrafish, bovine, dog, pig, S. cerevisiae, c. elegans, horse, guinea pig, and rabbit. Validated for IF, IHC, WB, IP, ChIP, C&R, C&T, DB, eCLIP, and flow cytometry. Goat anti-rabbit Atto 488 Sigma, ab18772 is a polyclonal antibody produced in goat. It may be used to detect and quantitate the level of IgG in rabbit serum and biological fluids via fluorogenic immunochemical or immunohistochemical techniques. It may also be used as a secondary antibody in assays that use rabbit IgG as the primary antibody. Anti-Rabbit IgG has been used for immunocytochemistry applications at a dilution of 1:500 in neural precursor cells. ALK7 antibody LS-C119149 is an unconjugated rabbit polyclonal antibody to ALK7 (ACVR1C) (aa201-250) from human. It is reactive with human, mouse and rat. Validated for IF, IHC and Peptide-ELISA. Anti-H3K27Ac (Abcam ab4729) is a ChIP grade rabbit polyclonal antibody. It is reactive with human, mouse, rat and cow. Validated for IF/ICC, IHC-P, ChIP and PepArr. Anti-H3K27Me3 (Cell Signaling #9733, clone #: C36B11) is a ChIP grade Monoclonal antibody produced by immunizing animals with a synthetic peptide corresponding to the amino terminus of histone H3 in which Lys27 is tri-methylated. It is reactive with human, mouse, rat and monkey. Validated for IF, IHC, ChIP, WB, flow cytometry, C&R, and C&T. Anti-H3K9Me3 (Abcam ab176916, clone #: EPR16601) is a ChIP grade rabbit monoclonal [EPR16601] antibody to Histone H3 (tri methyl K9). It is reactive with human, mouse and rat. Validated for IF/ICC, IHC-P, ChIP, PepArr, ChIP-Seq, WB, dot blot and ChIP/C&R-seq. Anti-H3k9Ac (Cell Signaling #9649S, clone #: C5B11) is a ChIP grade monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to the amino terminus of histone H3 in which Lys9 is acetylated. It is reactive with human, mouse, rat, monkey and zebrafish. Validated for IF, IHC, ChIP, WB, C&R, IP, flow cytometry, and C&T.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Male, 12-week-old C57BL/6J mice and 18-month-old C57BL/6J mice (Jackson Laboratory) were individually housed under standard conditions (12 h:12 h light and dark cycle) and provided ad libitum access to food and water. 18-month-old 5xFAD mice were bred by the Transgenic Mouse Facility at UCI. 5xFAD hemizygous (B6.Cg-Tg(APPswF10n,PSEN1\*M146L\*L286V)6799Vas/Mmjax, Stock number 34848-JAX, MMRR) and its wildtype littermates were produced by crossing or IVF procedures with C57BL/6J (Jackson Laboratory) females. 5xFAD mice were group housed with wildtype (C57BL/6J) littermates to ensure accurate genotype-specific effects on behavior and synaptic plasticity.

### Wild animals

This study did not involve wild animals.

### Reporting on sex

Behavioral and electrophysiology experiments involve male subjects, therefore, analyses involving Sex as a factor were not applied. Experiments examining Acvr1c expression utilize both female and male animals (Fig. 6A and 5H); therefore, Sex is included as a variable in these analyses.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

Experiments were conducted in accordance with the National Institutes of Health guidelines for animal care and use and were approved by the Institutional Animal Care and Use Committee of the University of California, Irvine.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

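RNA was measured in the dorsal hippocampus of 70 mice, 10 in each of 7 groups, with 5 libraries per group from each of 2 harvest cohorts. The groups were home cage, sedentary and the 5 exercise groups 14-0-0, 14-7-0, 14-7-2, 14-14-0 and 0-0-2.

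The authors made the FPKM values from 50 bp single reads aligned with ELAND v2e and Bowtie, kept reads aligned uniquely with at most 2 mismatches, and applied the standard Tuxedo protocol, as the paper's methods state. FPKM scale the fragments of each transcript by its length and by the mapped fragments of the library. The paper's text names no version of Bowtie or of the Tuxedo programs and no genome build or annotation, so genes are given by symbol and no coordinates are used. No scaling between libraries beyond FPKM is stated.

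All 70 libraries were used. Of the 24346 genes listed, the 12994 with a mean of at least 1 FPKM over all libraries were tested, and 11352 were not. Values were transformed as log2(FPKM + 0.1). Each group was compared with sedentary by a moderated test in limma 3.58.1 under R 4.3.3 (two-sided, trend in the prior variance), on the 20 libraries of the comparison and without covariates. Genes were called at an unadjusted p under 0.05, and Benjamini-Hochberg adjustment was made over the 12994 genes. For Acvr1c and Bdnf, the mean log2 value was also tested by 100000 permutations of the labels, adjusted over 6 comparisons. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

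No read counts are part of the processed data, so the depth behind each value is unknown and no counting interval is given. A relative depth was estimated as the mode of the log2 ratios of genes with a mean under 0.1 FPKM against sedentary replicate 0. On simulated data of 4696 genes, depths of 0.5, 0.04, 1.6 and 0.25 were recovered as 0.521, 0.0372, 1.67 and 0.252. The moderated test was tested on simulated data with 200 changed genes of 12994. At a log2 size of 0.5 it recovered 189 at an unadjusted p under 0.05 and 161 after adjustment, with 9 false calls. The simulated noise was drawn independently for each gene, without correlated genes or outlying libraries. Changed genes were taken only from those of higher expression. These rates therefore do not carry over directly to the real libraries.

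Genes named in the text were chosen by a rule set in advance, with exceptions. The rule took every gene that the paper's results, discussion or Table S1 name. It also took the 10 genes in the inner ring of each panel of Fig. S4 and the marker list genes. The other type I and type II receptors of the family were included. So were the 5 genes of smallest p in each comparison where none passes adjustment. Exceptions include Slc17a7, Neurod2, Calb2, Zic1 and Slc32a1, which were chosen after their values in sedentary replicate 6 were seen.

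Of 14 marker lists, 13 were used, for 78 tests: choroid plexus epithelium, meninges and fibroblasts, oligodendrocytes, astrocytes, microglia, dentate gyrus granule cells, CA1 and CA3 pyramidal cells, thalamus, neocortex, inhibitory neurons, immediate early genes and male sex. The female sex list holds 1 gene, which was below the minimum. The score of a list is the mean over its genes of log2(FPKM + 0.1) minus the gene's mean, tested by 100000 permutations. After the genes of smallest p were seen, 5 lists were added, with 30 tests: evening clock genes, morning clock genes, glucocorticoid-responsive genes, cholesterol synthesis genes and endoplasmic reticulum chaperones.

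The main settings and 14 alternatives were set before the data were examined. The alternatives were a pseudocount of 1, minimum means of 0.1 and of 5 FPKM, scaling by the median ratio, quantile normalization, a joint fit of all 7 groups, harvest cohort as a covariate, a replicate block, the choroid plexus score as a covariate, Cyber-T on FPKM and on log2 values (rewritten from its formula, window of 101 genes, 10 prior degrees of freedom), each cohort alone, and an unadjusted p under 0.01. After the data were seen, 3 were added: without sedentary replicate 6, without 14-7-0 replicate 4, and without the 66 microRNA and small nucleolar RNA genes. Upstream regulators, pathways, gene ontology terms, running distances, RT-qPCR and behavior were not analysed here.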

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

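The tests in this part of sedentary replicate 6, of 14-7-0 replicate 4 and of single genes without sedentary replicate 6 were chosen only after the result was seen. In 176 groups of 10 libraries, the highest and the lowest library were tested by Dixon's criterion for a gap to the nearest of the others. Of these groups, 27 had a library that lay apart, where about 8.8 would by chance. They were 2 of 14 groups for Acvr1c and Bdnf, 9 of 57 for the other 19 genes of Table S1, 15 of 91 for marker lists and 1 of 14 for depth. Sedentary replicate 6 accounts for 13 of the 27.

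In sedentary replicate 6, FPKM lay apart for Bdnf (1.18), Neurod6 (2.45), Rasgrp1 (32.1), Epha4 (24.9), Fgf13 (14.2), Robo2 (2.75), Sprn (32.7), Zbtb18 (19.8) and Fam49a (27.9). Its scores lay apart for dentate gyrus granule cells (-3.78), CA1 pyramidal cells (-2.17), CA3 pyramidal cells (-1.30) and thalamus (1.19).

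A scale shift of the whole library is argued against by its median log2 ratio to the other sedentary libraries, which was -0.0195 over all 12994 tested genes and -2.04 over the genes of Table S1. Low depth was first to be judged by whether its relative depth lay below that of the other sedentary libraries, and by that criterion it did (0.637 against 0.674 to 1). That criterion was replaced after the result was seen, because 9 libraries had a lower relative depth. Among these 9 the lowest median log2 ratio of the Table S1 genes was -0.527, which argues against depth as the whole cause. Tissue from outside the dorsal hippocampus in that library may explain the pattern, with a dentate gyrus score of -3.78 where the next lowest of the 70 libraries was -1.27. The criterion written for this was that the CA1, CA3 and dentate gyrus scores would each be the lowest of all, and it was not met: the CA3 score was the third lowest. Its oligodendrocyte score (1.26) was the highest, its thalamus score the second highest and its neocortex score (-0.571) the lowest. Among genes chosen after their values were seen, Slc17a7 measured 17.1 FPKM against a mean of 622 in the other 9 sedentary libraries, Neurod2 1.16 against 51.4, Calb2 121 against 7.18, Zic1 97.3 against 2.22 and Slc32a1 175 against 26.5. Wfs1, by contrast, measured 54.9 FPKM in that library against a mean of 60.7 (SD 18.4) in the other 9 sedentary libraries. The dissection of that mouse is not described in the data, and a difference of tissue cannot be told apart from a difference of the mouse itself. No biological explanation was tested.

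The effect of that library on the results differs by gene. Without it, 74.4% of the log2 fold change of Acvr1c in 14-0-0 was left and 74.6% in 14-7-2, and both stayed at p under 0.05, which argues against that library as the whole cause. For Bdnf, 22.9% was left in 14-7-2, so that library may account for most of that difference. In 14-0-0, 37.3% of the Bdnf difference was left. The criterion first written for this test, itself written after the values were seen, was that the difference loses the larger part of its size, and it was met. Because Bdnf in 14-0-0 then passed p under 0.05 (limma p = 0.0381, permutation p = 0.0461), the reading was changed after the result was seen to one that leaves the matter open. For the other 19 genes of Table S1, 43.9% of the median was left in 14-0-0 and 45.2% in 14-7-2.

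In 14-7-0 replicate 4, 10279 genes were listed at 0 FPKM. Low sequencing depth is a candidate explanation: its relative depth was 0.0362, and the next lowest was 9.58 times as high. Of 3514 genes that were at 0 there and above 0 in most other libraries, 3188 (90.7%) had a mean under 1 FPKM. No biological explanation was tested. Without it, the direct comparisons of Acvr1c with 14-7-0 no longer passed p under 0.05 (log2 differences of 0.24 for 14-0-0 and 0.24 for 14-7-2).

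In libraries outside the sedentary group, 20 had a choroid plexus score above every sedentary library: 6 in 14-0-0, 1 in 14-7-0, 3 in 14-7-2, 5 in 14-14-0, 2 in 0-0-2 and 3 in home cage. Ttr, the most abundant gene of the list, ranged from 15.5 to 21240 FPKM over the 70 libraries (median 104) and reached 344 in sedentary libraries. All 18 genes of the list pass the minimum for testing in this tissue, and none is in another list or in Table S1. Choroid plexus tissue in some libraries is a candidate explanation of the overlap of 14-0-0 and 14-14-0. With the score as a covariate, 0 of its 229 genes kept both calls at an unadjusted p under 0.05, 10 kept the call in 14-0-0 and 0 in 14-14-0. In the 50 libraries of the other groups, the 211 genes outside the list had a median correlation of 0.701 with the score, where 10000 random sets of genes had a median of -0.0053 and at most 0.126. An effect of exercise on the choroid plexus itself remains open and was not tested.

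The remaining libraries that lay apart were 14-14-0 replicate 3 for Bdnf (12.4 FPKM), dentate gyrus (-1.24) and CA1 (-0.90), 14-7-2 replicate 9 for Rragd (43.9 FPKM) and microglia (-0.42), 14-14-0 replicate 1 for microglia (-0.24), inhibitory neurons (-0.49) and male sex (0.45), home cage replicate 7 for dentate gyrus (-1.27), 14-0-0 replicate 8 (0.32) and 0-0-2 replicate 8 (-0.67) for CA3, 14-7-2 replicate 3 for thalamus (2.24) and 0-0-2 replicate 3 for male sex (0.52). No technical or biological explanation of these was tested, and about 8.8 are given by chance. In deviations from the group means, 14-14-0 replicate 3 correlated with sedentary replicate 6 (r = 0.509). It also held the lowest Acvr1c value outside that sedentary library (2.08 FPKM). The comparisons of Acvr1c with 14-14-0 were not run without it.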

How the results depend on the processing

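The alternatives without sedentary replicate 6, without 14-7-0 replicate 4 and without microRNA and small nucleolar RNA genes, and all alternatives for the genes of Fig. S4 and the marker lists, were chosen only after the data were seen. Leaving out each replicate in turn was planned for groups of 5 or fewer and did not apply to groups of 10. An unadjusted p under 0.01 was planned only for counts of up-regulated genes and intersections. With a minimum of 5 FPKM Acvr1c is not tested, so it has no value there. Where a result changed, the cause was not tested, except that fewer genes, fewer libraries or a stricter criterion give fewer calls by construction.

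Acvr1c against sedentary passed p under 0.05 in 13 of 14 alternatives in 14-0-0 (log2 fold change 0.40 to 0.65) and in 13 of 14 in 14-7-2 (0.27 to 0.83). With a pseudocount of 1, with harvest cohort as a covariate and without the small RNA genes, the tested differences of Acvr1c and Bdnf kept their direction and side of p = 0.05. The counts of genes stayed within 1.5 times those of the main settings, and counts of 0 stayed at 0.

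With a minimum of 0.1 FPKM, up-regulated genes were 710 in 14-14-0, 230 in 0-0-2 and 295 in home cage. With a minimum of 5 FPKM, they were 501 in 14-0-0, 178 in 14-7-2, 177 in 14-14-0, 86 in 0-0-2 and 61 in home cage, and 1 gene of Table S1 was up-regulated only in 14-0-0 and 14-7-2. With each library scaled by its median ratio, 132 genes were down-regulated in 14-14-0. With quantile normalization, Acvr1c was 0.25 higher in 14-0-0 than in 14-7-0 (p = 0.0553, no longer past 0.05) and 0.25 higher in 14-7-2 than in 0-0-2 (p = 0.0402, now past 0.05).

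In the joint fit of all 7 groups, up-regulated and down-regulated genes were 476 and 420 in 14-7-0, 574 and 508 in 14-7-2 and 243 and 263 in 0-0-2. In 14-0-0, 4 genes had an adjusted p under 0.05. Both 14-0-0 and 14-7-2 held 314 up-regulated genes, 20 of them in Table S1, and 108 were up-regulated only there, 12 of them in Table S1. Bdnf passed 0.05 in 14-0-0 (0.63, p = 0.00856) and 14-7-2 (0.52, p = 0.0308), and Acvr1c in 0-0-2 (0.32, p = 0.0438). Acvr1c no longer differed from 14-7-0 in 14-0-0 (0.29, p = 0.0696) or in 14-7-2 (0.29, p = 0.0654). Of the genes of Fig. S4B, 9 were up-regulated.

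With a replicate block, down-regulated genes were 854 in 14-0-0, 392 in 14-7-0, 463 in 14-14-0 and 346 in home cage. Genes with an adjusted p under 0.05 were 4 in 14-0-0 and 1 in 0-0-2, and Acvr1c passed 0.05 in 0-0-2 (0.32, p = 0.045). The replicate numbers were not taken to pair the libraries: the 210 pairs with the same number had a median correlation of 0.0853, and 96 of them were over 0.1, against a median of -0.0204 for other numbers of the same cohort. The median for number 9 was 0.396.

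With the choroid plexus score as a covariate, up-regulated and down-regulated genes were 493 and 225 in 14-0-0, 45 and 103 in 14-14-0 and 58 and 57 in home cage, where 1 gene had an adjusted p under 0.05. Only in 14-0-0 and 14-7-2, 4 genes of Table S1 were up-regulated. Acvr1c was 0.31 higher in 14-0-0 than in 14-7-0 (p = 0.0687) and 0.23 higher in 14-7-2 than in 0-0-2 (p = 0.0467). Of the genes of Fig. S4A 3 were up-regulated, and of Fig. S4D 0, where 9 were at an unadjusted p under 0.05 without the covariate.

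With Cyber-T on FPKM, up-regulated genes were 107 in 14-7-0, 158 in 14-7-2 and 61 in 0-0-2, and down-regulated genes were 145 in 14-14-0. In 14-0-0, 1 gene had an adjusted p under 0.05. Both 14-0-0 and 14-7-2 held 67 genes (8 in Table S1), and 26 were up-regulated only there (7 in Table S1). Bdnf passed 0.05 in 14-0-0 (0.38, p = 0.0118) and was reversed in 14-14-0 (-0.047), and Acvr1c was 0.28 higher in 14-0-0 than in 14-7-0 (p = 0.0573). With Cyber-T on log2 values, up-regulated genes were 519 in 14-0-0, 115 in 14-7-0, 160 in 14-7-2 and 67 in 0-0-2. Down-regulated genes were 129 in 14-7-0 and 118 in 14-14-0. The intersection held 68 genes, and 29 only there (5 in Table S1). Bdnf passed 0.05 in 14-0-0 (0.63, p = 0.0422).

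In cohort 1 alone, up-regulated and down-regulated genes were 113 and 109 in 14-7-0, 141 and 105 in 14-7-2 and 98 and 79 in 0-0-2, and down-regulated genes were 140 in 14-14-0 and 76 in home cage. The intersection held 44 genes and 23 only there, with 0 and 0 of Table S1, where 8 of the 21 were at an unadjusted p under 0.05 in 14-0-0 and 1 in 14-7-2. Bdnf was called in 14-0-0 (0.45) and reversed in 14-14-0 (-0.22) and home cage (-0.059). Acvr1c was no longer called in 14-7-2 (0.27) and was reversed in 14-14-0 (-0.044). Of its direct differences, those of 14-0-0 from 14-7-0 (0.48), of 14-7-2 from 14-7-0 (0.16) and of 14-7-2 from 14-14-0 (0.31) no longer passed 0.05, and that of 14-7-2 from 0-0-2 was reversed (-0.082).

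In cohort 2 alone, up-regulated and down-regulated genes were 391 and 220 in 14-0-0, 101 and 76 in 14-7-0, 118 and 147 in 14-14-0, 84 and 270 in 0-0-2 and 49 and 47 in home cage. The intersection held 54 genes (2 in Table S1) and 32 only there. Acvr1c was no longer called in 14-0-0 (0.50). Its differences of 14-0-0 from 14-7-0 (0.097) and from 14-14-0 (0.21) no longer passed 0.05, and that of 14-7-2 from 0-0-2 did (0.54). Of the genes of Fig. S4, 5 in panel A, 1 in panel B and 0 in panel D were up-regulated.

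With an unadjusted p under 0.01, up-regulated genes were 269 in 14-0-0, 32 in 14-7-0, 50 in 14-7-2, 88 in 14-14-0, 17 in 0-0-2 and 24 in home cage, and the intersection held 20 genes and 11 only there.

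Without sedentary replicate 6, 4 genes had an adjusted p under 0.05 in 14-0-0, and 239 were up-regulated in home cage. Bdnf passed 0.05 in 14-0-0 (0.24, p = 0.0381) and was reversed in 14-7-0 (-0.017), 14-14-0 (-0.185), 0-0-2 (-0.0085) and home cage (-0.13), and Acvr1c was reversed in 14-14-0 (-0.016). Without 14-7-0 replicate 4, Acvr1c no longer differed from 14-7-0 in 14-0-0 (0.24, p = 0.0823) or 14-7-2 (0.24, p = 0.0551).

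Up-regulated genes rose from 49.1% to 60.6% of the calls in 14-7-0 and from 53.2% to 70.2% in home cage with scaling by the median ratio, and fell to 56.6% in 14-0-0 with quantile normalization. Over the marker lists, 0 of 78 tests passed adjustment under the main settings and under the 4 alternatives run, beside 7 to 10 at an unadjusted p under 0.05. The depth of the libraries is known only relative to each other, which limits what can be said of genes listed at 0.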

Differences from the paper's values

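The counts in Fig. 2 and Fig. S2 and the p-values in Fig. 2F to 2H were compared with those computed here, and no alternative was chosen because it came closer to the paper. A value is called close here when the larger of it and the paper's value is at most 1.5 times the smaller, so a close value can still differ from the paper's.

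Only in 14-0-0 and 14-7-2, 53 genes were up-regulated, against the paper's 21. Of the alternatives set before the data were examined, Cyber-T on FPKM (26), Cyber-T on log2 values (29) and cohort 1 alone (23) were close to the paper's value, and the other 11 were not. The range was 11 to 108.

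Only in 14-0-0, 340 genes were up-regulated, against the paper's about 43 in Fig. 2D, read by eye. None of the 14 alternatives was close (154 to 585).

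Only in 14-7-0, 97 genes were up-regulated, against the paper's about 29 in Fig. 2D, read by eye. Of the alternatives, which ranged from 19 to 207, cohort 2 alone (23) was close.

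Only in 14-14-0, 124 genes were up-regulated, against the paper's about 75 in Fig. 2D, read by eye. Of the alternatives, which ranged from 22 to 368, Cyber-T on log2 values (107) was close. Without sedentary replicate 6, an alternative chosen after seeing the values, it was 207.

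Only in 0-0-2, 39 genes were up-regulated, against the paper's about 8 in Fig. 2D, read by eye. Of the alternatives, which ranged from 9 to 64, an unadjusted p under 0.01 (9) was close.

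Only in 14-0-0 and 14-14-0, 229 genes were up-regulated, against the paper's about 100 in Fig. 2D, read by eye. Of the alternatives, which ranged from 4 to 365, a minimum of 5 FPKM (104) was close.

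By linear regression, the paper's count only in 14-0-0 and 14-7-2 is about 160 in Fig. S2C, read by eye, against 53 in the pairwise test. The joint fit of all 7 groups gave 108, which is close by this measure but well below the paper's value, and the other alternatives were not close.

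For Bdnf in 14-0-0, -log10 p was 0.934, against the paper's about 4.4 in Fig. 2F, read by eye. None of the 13 alternatives that gave a value was close (0.542 to 2.07). For Bdnf in 14-7-2 it was 0.72, against the paper's about 2.5 in Fig. 2H, read by eye, and again none was close (0.582 to 1.51). For Acvr1c in 14-7-0 it was 0.679, against the paper's about 0.3 in Fig. 2G, read by eye, and none of 12 was close (0.18 to 0.989). For Bdnf in 14-7-0 it was 0.478, against the paper's about 0.8 in Fig. 2G, read by eye. The joint fit (0.964), the replicate block, the choroid plexus covariate and Cyber-T on log2 values were close, and the other 9 alternatives were not (0.371 to 0.509). With sedentary replicate 6 left out, an alternative chosen after seeing the values, Acvr1c in 14-7-0 had 0.337, which is close, and Bdnf had 1.42 in 14-0-0, 0.808 in 14-7-2 and 0.0655 in 14-7-0, which are not. The legend of Fig. 2 calls these p-values corrected, and the values given here are unadjusted.

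The paper lists Bdnf among the genes up-regulated in both 14-0-0 and 14-7-2, and it was called in neither here (p = 0.116 and 0.19). In 14-0-0 it was called by the joint fit, Cyber-T on FPKM, Cyber-T on log2 values and cohort 1 alone, and without sedentary replicate 6, an alternative chosen after seeing the values. In 14-7-2 it was called by the joint fit, which was not run without sedentary replicate 6.

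Of the 21 genes that the paper lists as up-regulated only in 14-0-0 and 14-7-2, 2 were so here, Acvr1c and Gabra4. The joint fit gave 12 (Ano3, Bdnf, Btbd3, Cnksr2, Epha4, Fgf13, Ppp1r1a, Rasa1, Rasgrp1, Robo2, Synpr and Zbtb18). Cyber-T on FPKM gave 7 (Acvr1c, Fam49a, Gabra4, Rasa1, Rragd, Sprn and Synpr) and on log2 values 5 (Acvr1c, Gabra4, Rasa1, Rragd and Sprn). The choroid plexus covariate gave 4 (Acvr1c, Gabra4, Ppp1r1a and Rragd), quantile normalization 3 (Acvr1c, Gabra4 and Sprn), an unadjusted p under 0.01 3 (Acvr1c, Necab3 and Rragd), the replicate block 2 (Gabra4 and Rasa1) and cohort 2 alone 2 (Necab3 and Ppp1r1a). Without sedentary replicate 6, an alternative chosen after seeing the values, it was 3 (Acvr1c, Gabra4 and Sprn).

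The legend of Fig. S4 presents its genes as up-regulated. Those in the inner ring of panel C (14-7-2) and panel E (0-0-2) had lower means than sedentary, with a median log2 fold change of -0.45 and -0.47, and 0 of 10 in each were up-regulated under any alternative run, while 6 of 10 in each were down-regulated at an unadjusted p under 0.05. That number depends on the setting. In panel C it was 0 in cohort 1 alone, 3 in cohort 2 alone, 2 with the choroid plexus covariate and 10 in the joint fit and with Cyber-T on log2 values. In panel E it was 0 in cohort 1 alone and 10 in cohort 2 alone, in the joint fit and with Cyber-T on log2 values. When sedentary replicate 6 was left out, it was 5 in panel C and 4 in panel E.

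The log fold changes of Table S1 match the values computed here on the scale of the natural logarithm, where they differ by at most 4.7e-06.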

Other observations

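In this part, the tests of the 50 exercise libraries together were chosen only after the result was seen, and the 5 added lists were chosen after the genes of smallest p were seen.

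Other splits of the same 20 libraries into 10 and 10 were counted for each comparison with sedentary, 100 in each, the real one included. As many up-regulated genes came from 9 splits in 14-0-0, 39 in 14-7-0, 29 in 14-7-2, 21 in 14-14-0, 60 in 0-0-2 and 46 in home cage. For down-regulated genes, the numbers of splits were 28, 52, 43, 53, 61 and 68 in the same order. The count of genes with an adjusted p under 0.05 was 0 in each comparison, which 100 of 100 splits reach. With the labels of the 6 trained groups permuted, 15 of 100 arrangements gave as many genes up-regulated in both 14-0-0 and 14-7-2 as the 134, and 14 as many only there as the 53. For the genes of Table S1, 2 of 100 gave as many in both and 2 as many only there. The paper picked these genes on the real labels, so this is not independent evidence. For the 229 genes up-regulated only in 14-0-0 and 14-14-0 it was 1 of 100.

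Splitting the same libraries by harvest cohort in place of group gave 1403 changed genes in the libraries of 14-0-0 and sedentary, against 1189 by group, 437 against 424 for 14-7-0 and 455 against 299 for home cage. With harvest cohort as a covariate, up-regulated and down-regulated genes were 888 and 424 in 14-0-0, 221 and 214 in 14-7-0 and 157 and 138 in home cage. By cohort, there were fewer changed genes than by group in 14-7-2 (327), 14-14-0 (144) and 0-0-2 (212).

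Of the 78 tests of marker lists, 0 passed adjustment (smallest adjusted p 0.351), and 10 had an unadjusted permutation p under 0.05. The choroid plexus score was higher in 14-0-0 (2.48, p = 0.00711, 8 of 10 libraries above the sedentary median), 14-14-0 (2.42, p = 0.0184, 6 of 10) and home cage (1.48, p = 0.0474, 8 of 10). The score of meninges and fibroblasts was higher in 14-0-0 (0.58, p = 0.036, 8 of 10; without sedentary replicate 6 p = 0.0539), 14-14-0 (0.78, p = 0.0143, 8 of 10) and home cage (0.57, p = 0.0175, 10 of 10). The oligodendrocyte score was lower in 0-0-2 (-0.45, p = 0.0492, 9 of 10 below), where 4 of its 12 genes are also in the inner ring of Fig. S4E. Sedentary replicate 6 has the highest score of this list, and without it the difference was -0.32 (p = 0.0989), and it was -0.12 within cohort 1 and -0.78 within cohort 2. Differences from sedentary lay between -0.03 and 0.03 for astrocytes, -0.083 and 0.053 for microglia, 0.34 and 0.47 for dentate gyrus (-0.043 and 0.085 without sedentary replicate 6), 0.025 and 0.39 for CA1, -0.26 and 0.22 for CA3, -0.19 and 0.12 for thalamus, -0.081 and 0.055 for neocortex, -0.15 and 0.02 for inhibitory neurons and 0.0025 and 0.089 for male sex. When sedentary replicate 6 was left out they lay between -0.199 and 0.164 for CA1, -0.405 and 0.0735 for CA3, -0.0672 and 0.24 for thalamus (14-14-0 p = 0.0456), -0.146 and -0.00957 for neocortex, -0.134 and 0.0374 for inhibitory neurons and -0.0462 and 0.0402 for male sex. Scaling changed the direction for astrocytes and neocortex in 14-14-0 and for microglia in home cage. Of the lists, all genes passed the minimum for testing except 2 of 11 for meninges and fibroblasts, 1 of 8 for thalamus, 2 of 7 for neocortex and 1 of 12 for immediate early genes, and no gene is in another list or in Table S1.

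Immediate early genes had lower scores in all 5 exercise groups than in sedentary: -0.58 in 14-0-0 (p = 0.0341), -0.43 in 14-7-0, -0.57 in 14-7-2 (p = 0.0248), -0.53 in 14-14-0 (p = 0.0337) and -0.39 in 0-0-2, and -0.27 in home cage. None passed adjustment, so the test written for sedentary replicate 6, which needed a group that did (0 groups), decides nothing. The score was lower in both cohorts in 5 of 5 groups. All 5 share the same sedentary libraries, so this count says nothing about 1 harvest cohort only as the cause. Over the 50 exercise libraries together the difference was -0.50 (permutation p = 0.00126, 46 of 50 below the sedentary median), and without sedentary replicate 6 it was -0.48 (p = 0.00323), which argues against that library as the cause. Within cohort 1 it was -0.39 (p = 0.0679) and within cohort 2 -0.62 (p = 0.00535), so a difference in both cohorts cannot be told apart from one in cohort 2 alone. Read strictly, the criterion written for 1 harvest cohort only, p under 0.05 in one cohort and not in the other, was met. The matter is left open because the direction was the same in both. A lower response to the training session after exercise is a candidate reason and was not tested. Untrained home cage mice did not differ clearly from sedentary mice (permutation p = 0.307). Their mean score was 0.124 (SD 0.527), above the exercise group means of -0.186 (14-0-0) to 0.00454 (0-0-2). A lower training response would not by itself give means below those of untrained mice. Exercise groups were not tested against home cage, so the matter stays open.

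Per2 and Ciart were among the genes of smallest p in 14-0-0 and lower than in sedentary (-0.455 and -0.706). Both were also lower in home cage (-0.429, p = 0.00491, and -0.478, p = 0.00119), 14-7-2 (-0.277, p = 0.00914, and -0.423, p = 0.00148) and 0-0-2 (-0.273, p = 0.0177, and -0.48, p = 0.00727). In 14-7-0 Per2 was lower (-0.245, p = 0.0351), and Ciart had p = 0.185. In 14-14-0 neither gene passed p under 0.05 (Per2 -0.2, limma p = 0.0588, and Ciart -0.202, limma p = 0.12). The difference is therefore not particular to 14-0-0 or to exercise, a difference in the sedentary group remains open, and differences between these groups were not tested. A shift in the phase of the circadian clock is a candidate explanation. The other 8 evening clock genes were lower in 14-0-0 (-0.266, adjusted p = 0.0172, 10 of 10 below the sedentary median), and the 5 morning clock genes were not (0.098, p = 0.106). The evening clock genes were also lower in 14-7-2 (-0.181, adjusted p = 0.194), 0-0-2 (-0.203, adjusted p = 0.155) and home cage (-0.154, adjusted p = 0.224), 9 of 10 libraries below in each, and none passed adjustment. Their differences were smaller in 14-7-0 (-0.0426, permutation p = 0.601, 5 of 10 below) and 14-14-0 (-0.0611, permutation p = 0.439, 6 of 10 below). Evening clock genes differed less in 14-7-0 (-0.0426, adjusted p = 0.751, 5 of 10 below) and 14-14-0 (-0.0611, adjusted p = 0.628, 6 of 10 below). Scaling changed the direction of the morning clock genes in 14-7-0 and 14-7-2. The time of day of each harvest was not used here and may differ between groups, which was not tested.

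Nsdhl, Msmo1 and Hmgcs1 were among the genes of smallest p in 0-0-2, and were also higher in 14-7-2 (0.239, p = 0.00231, 0.201, p = 0.0293, and 0.207, p = 0.0421). Nsdhl and Msmo1 were also higher in 14-0-0 (0.312, p = 0.000166, and 0.22, p = 0.0237), where Hmgcs1 had p = 0.0651. Higher expression of the cholesterol synthesis pathway is a candidate explanation: the other 17 genes of the pathway were higher in 0-0-2 (0.148, adjusted p = 0.0172, 10 of 10 above). These 17 genes differed by 0.0487 in 14-7-2 (adjusted p = 0.628, 7 of 10 above) and by 0.0443 in 14-0-0 (adjusted p = 0.566, 8 of 10 above). The list therefore gave no clear rise in those groups, where the named genes were also higher. In 14-7-0 the 17 genes were lower (-0.17, adjusted p = 0.0078, 9 of 10 below), which had not been predicted.

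Pdia6 and Calr were among the genes of smallest p in 14-7-2, and both were also lower in 14-0-0 (-0.271, p = 0.0111, and -0.186, p = 0.0474) and 0-0-2 (-0.253, p = 0.0127, and -0.252, p = 0.00526). In 14-7-0 Pdia6 was lower (-0.295, p = 0.005), and Calr had p = 0.0806. Lower expression of endoplasmic reticulum chaperones is a candidate explanation: the other 14 were lower in 14-7-2 (-0.251, adjusted p = 0.0291, 9 of 10 below). Scaling changed the direction of this list in 14-14-0.

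Sgk1, Nfkbia and Plekhf1 were lower in home cage. Less glucocorticoid signalling without handling and training may be the reason: the other glucocorticoid-responsive genes (15 of 17 tested) had a difference of -0.147 (permutation p = 0.143, adjusted p = 0.357, 10 of 10 below). Without sedentary replicate 6 it was -0.20 (p = 0.0377), so the lists leave this open.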
